# Decoding the gene regulatory network of endosperm differentiation in maize

**DOI:** 10.1038/s41467-023-44369-7

**Published:** 2024-01-02

**Authors:** Yue Yuan, Qiang Huo, Ziru Zhang, Qun Wang, Juanxia Wang, Shuaikang Chang, Peng Cai, Karen M. Song, David W. Galbraith, Weixiao Zhang, Long Huang, Rentao Song, Zeyang Ma

**Keywords:** Plant development, Plant breeding, Genome-wide analysis of gene expression

## Abstract

The persistent cereal endosperm constitutes the majority of the grain volume. Dissecting the gene regulatory network underlying cereal endosperm development will facilitate yield and quality improvement of cereal crops. Here, we use single-cell transcriptomics to analyze the developing maize (*Zea mays*) endosperm during cell differentiation. After obtaining transcriptomic data from 17,022 single cells, we identify 12 cell clusters corresponding to five endosperm cell types and revealing complex transcriptional heterogeneity. We delineate the temporal gene-expression pattern from 6 to 7 days after pollination. We profile the genomic DNA-binding sites of 161 transcription factors differentially expressed between cell clusters and constructed a gene regulatory network by combining the single-cell transcriptomic data with the direct DNA-binding profiles, identifying 181 regulons containing genes encoding transcription factors along with their high-confidence targets, Furthermore, we map the regulons to endosperm cell clusters, identify cell-cluster-specific essential regulators, and experimentally validated three predicted key regulators. This study provides a framework for understanding cereal endosperm development and function at single-cell resolution.

## Abstract (web summary)

The cereal endosperm constitutes most of the grain by volume. Here the authors use single-cell analysis of maize developing endosperm to decode gene regulatory networks that likely control endosperm growth and offer a framework for crop improvement.

## Introduction

Maize (*Zea mays*) endosperm is an important food source for humans and animals^1–3^ and an excellent model for developmental and molecular studies, given its relatively large size and greater repertoire of cell types compared to those of other crop species, such as wheat (*Triticum aestivum*), rice (*Oryza sativa*) and barley (*Hordeum vulgare*)^3–6^. After double fertilization, early maize endosperm development includes a multinucleate coenocyte stage, a cellularization stage to form the cellular endosperm, and then the stage of differentiation into distinct cell types^6–8^. In early differentiation, maize endosperm comprises the immature starchy endosperm (SE), aleurone layer (AL), basal endosperm transfer layer (BETL) and embryo-surrounding region (ESR) cell types; the subaleurone (SA), conducting zone (CZ), basal intermediate zone (BIZ) and endosperm adjacent to scutellum (EAS) arise in late differentiation^4,7,9^. Based on morphological observations, 6–8 days after pollination (DAP) is a critical time window bridging the early and late differentiation stages^7^. Once the main cell types are established, maize endosperm undergoes intensive cell proliferation and transitions to the grain-filling stage^10^.

Despite this detailed body of knowledge, the regulatory mechanisms underlying endosperm cell fate determination and differentiation remain largely unknown. Transcriptomic studies have provided spatiotemporal molecular characterization of the major maize endosperm cell types^9,11–15^, but a high-resolution map of endosperm cells at differentiation stage has not been established, hindering our understanding of the heterogeneous cell populations and of the underlying biological processes. A cohort of transcription factors (TFs) involved in maize endosperm development has been identified^16^, but a comprehensive regulatory network governing the formation and maintenance of the different cell types, as well as their master regulators, have yet to be defined.

To build a comprehensive map of the transcriptional landscape and a gene regulatory network of endosperm differentiation in maize and to describe its transcriptional complexity, we used single-cell transcriptomics (scRNA-seq) and optimized DNA affinity purification sequencing with PCR-amplified genomic DNA library (ampDAP-seq) to generate a transcriptome atlas and large-scale TF-DNA-binding profiles, respectively. Based on the reconstituted high-confidence gene regulatory network, we also identified essential regulons for each cell type. Finally, we provide an online interface for exploring these datasets (https://www.maize-endosperm.cn/).

## Results

### Construction of a single-cell transcriptome atlas of maize endosperm

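Bulk RNA-seq of the tissue behind the single-cell libraries covered 4 libraries, 1 from undigested endosperm and 1 from protoplasts at each of 6 and 7 days after pollination (DAP). Protoplasts are plant cells released from their walls, here by digestion with cellulase, macerozyme and pectolyase. The authors aligned the reads to the B73 reference genome and deposited, for 45953 genes, the number of uniquely mapped reads on each gene, without normalization. Undigested endosperm had 23151766 counts on genes at 6 DAP and 22234742 at 7 DAP. Protoplasts had 26546401 counts at 6 DAP and 30203337 at 7 DAP. Between 26602 genes (undigested endosperm, 6 DAP) and 28338 genes (protoplasts, 7 DAP) had at least 1 count in a library. The 10 most abundant genes took between 3.80% and 4.79% of the counts of a library. Counts were scaled by each library's total to CPM, and expression was put on the scale of log2(CPM + 1), which understates the change of genes with few counts. No stage or treatment had a second library, so the values of a single library carry counting error only and leave the variation between preparations unmeasured.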

To generate a single-cell atlas from differentiating endosperm, we harvested maize endosperm tissues at 6 and 7 DAP and digested them into protoplasts. We constructed four scRNA-seq libraries (one sample from 6 DAP and three replicates from 7 DAP) using the 10x Genomics Chromium platform, which were sequenced using Illumina technologies (Fig. 1a, Supplementary Fig. 1, Supplementary Data 1). We profiled 17,022 individual cells that passed quality control and detected the expression of 25,365 genes, which was close to the number (30,050) detected by bulk RNA sequencing (RNA-seq) of the same samples (Supplementary Fig. 1, Supplementary Data 1). 

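Protoplast libraries of 6 and 7 DAP together had at least 1 count on 29683 genes of the 45953 in the count table. The corresponding number for undigested endosperm was 28728 genes, and the 4 libraries together reached 31369 genes. The number of genes detected depended on the limit. With at least 10 counts in a library, 23520 genes were detected in protoplasts, and with a CPM of at least 1, 20885 genes were. Genes with 1 count lie at the smallest level that libraries of 26546401 and 30203337 counts can register.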

On average, we detected the expression of 2005 genes per cell. 

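Mean CPM over 6 and 7 DAP was compared between undigested endosperm and protoplasts across all 45953 genes, on the scale of log2(mean CPM + 1). Pearson's r was 0.948. This is a correlation across genes, which are not independent replicates, and no p-value is attached to it. Of the genes compared, 14584 (31.7%) had no count in any of the 4 libraries, and these genes lie at the same point of both axes. The value moved most with the choice of genes, to 0.843 over genes with a mean CPM of at least 1. At 6 DAP alone r was 0.950, and at 7 DAP alone it was 0.941. For scale, r between the 6 and 7 DAP libraries was 0.988 in undigested endosperm and 0.993 in protoplasts. Absence in one kind of library was seen for 95 genes with a mean CPM of at least 1 in protoplasts and no count in undigested endosperm, and for 21 genes the other way round.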

The global gene-expression profiles were highly correlated between undigested endosperm cells and protoplasts, as well as between the scRNA-seq and bulk RNA-seq of protoplasts (*r* = 0.95 and 0.83, respectively; Supplementary Fig. 1a, b). The quality control plots indicated high reproducibility between biological replicates (Supplementary Fig. 1c, d).

**Fig. 1:**
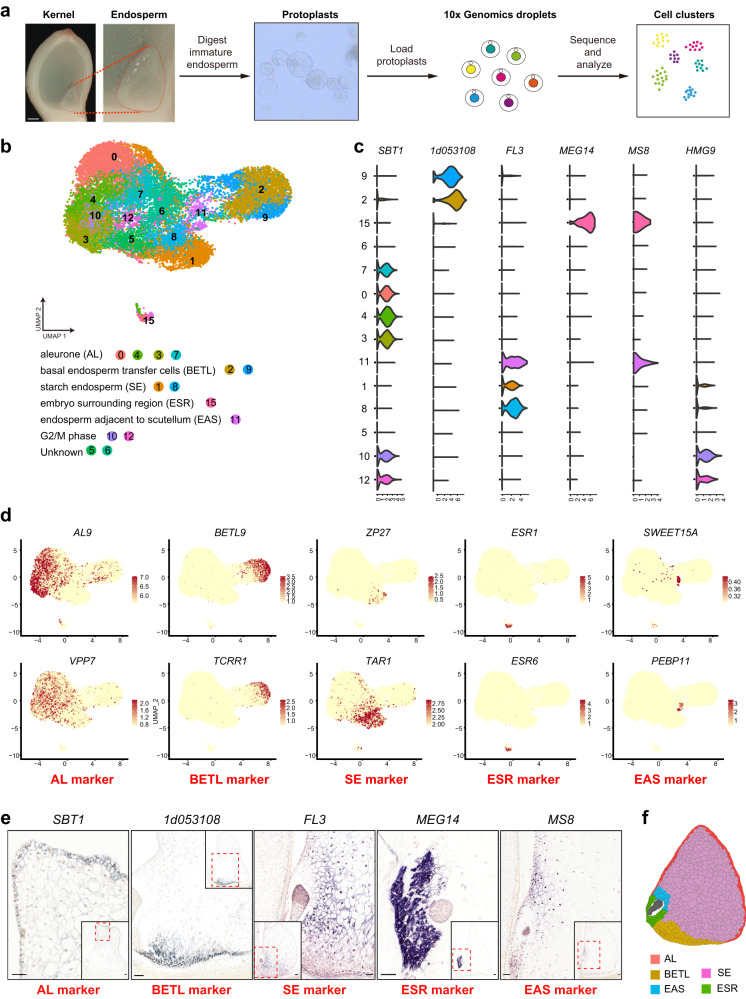
Construction of a single-cell transcriptomic atlas for developing maize endosperm. **a** Overview of the endosperm scRNA-seq and cluster annotation workflow using scRNA-seq libraries generated using protoplasts isolated from 6 and 7 DAP immature maize endosperms; scale bars, 1 mm. **b** UMAP visualization of maize endosperm cells displaying 14 putative clusters. Each dot represents a single cell, color-coded by cell clusters. **c** Violin plots showing the expression patterns of representative cell-type marker genes in 14 cell clusters. **d** UMAP plots of marker genes revealing the identities of cell clusters. *AL9*, *VPP7*, AL markers; *BETL9*, *TCRR1*, BETL markers; *ZP27*, *TAR1*, SE markers; *ESR1*, *ESR6*, ESR markers; *SWEET15A*, *PEBP11*, EAS markers. Color scale represents normalized expression levels. **e** mRNA in situ hybridization results of marker genes validated cell-cluster identities. *SBT1*, AL marker; *1d053108*, BETL marker; *FL3*, SE marker; *MEG14*, ESR marker; *MS8*, EAS marker; scale bars, 50 μm. Experiments were repeated three times yielding similar results. **f** Spatial distribution of cell clusters in a longitudinal section sketch of the maize endosperm.

To identify distinct cell populations based on the gene-expression profiles, we aggregated scRNA-seq data from all samples using the Harmony algorithm. We clustered all sequenced cells using the Seurat package in an unsupervised manner, obtaining 18 clusters ranging from 82 to 2484 cells each (Supplementary Figs. 2–5, Supplementary Data 2). The effects of cell-cycle heterogeneity on cell clustering were mitigated using a list of cell-cycle-related genes^17–19^ (Supplementary Data 3) and the standard Seurat pipeline (See methods). Most of the cells having cell-cycle heterogeneity were grouped into clusters (Supplementary Fig. 2). The numbers of expressed genes per cell from different clusters were similar (Supplementary Fig. 3b). Quality inspections such as Pearson’s correlation analysis between cells and clusters illustrate the high reliability of our clustering (Supplementary Fig. 4). Differential expression analysis to identify the genes more strongly expressed in each cluster revealed specific expression patterns of the genes representative of each cluster, which included some cell-type marker genes reported for maize endosperm: e.g., the *Embryo-surrounding region* 2 (*ESR2*) in ESR cells^20^ (Supplementary Fig. 5a, Supplementary Data 4). We annotated the identity of cell clusters using a manually curated list of reported marker genes for kernel cell types^9,12,15^ and mRNA in situ hybridization (ISH) assays of newly identified cluster-representative transcripts (Fig. 1, Supplementary Figs. 6 and7). We then removed cells from further analysis that represented contaminating tissues (cluster 17 for embryo and cluster 14 for nucellus) and abnormal cell states (cluster 16 for mitochondrial highly expressed cells and cluster 13 that exhibits higher expression of stimulus-response genes) (Fig. 1b, Supplementary Fig. 6).

We recovered all major endosperm cell types at the early differentiation stage from the annotated cell clusters (Fig. 1b–f, Supplementary Fig. 8a). For example, canonical ESR marker genes, such as *Embryo-surrounding region (ESR)1*, *ESR2* and *ESR6*^20–22^, were more strongly expressed in cluster 15, suggesting that it corresponds to the ESR. We verified this assumption using ISH assays of cluster-15-representative genes *Maternally expressed gene* (*MEG*) *14* and *1d038758* (Fig. 1e, Supplementary Fig. 6). Clusters 2 and 9 were annotated as BETL based on differential expression of the marker genes *Myb related protein1* (*MRP1*), *BETL9*, *Transfer cell response regulator1* (*TCRR1*), and others^15,23–25^. We also verified this assignment by ISH of newly identified cluster-representative transcripts (*1d053108*, *1d052759* and *1d053785*), which both showed very strong signals at the bottom part of the endosperm. *Male sterile8* (*MS8*), *Sugars will eventually be exported transporter15a* (*SWEET15A*) and *Phosphatidylethanolamine-binding protein 11* (*PEBP11*)^9^, which are EAS cell markers, were more strongly expressed in cluster 11. Therefore, we assigned cluster 11 to the EAS. ISH analysis of *MS8* and *SWEET15A* indicated that cells highly expressed with these transcripts surround the upper region of the embryo at the stage of early differentiation, and are likely progenitors of the fully differentiated EAS (Fig. 1e, Supplementary Fig. 6). Of note, clusters 2, 9, 11 and 15 were clearly isolated on the Uniform Manifold Approximation and Projection (UMAP) plot, implying their transcriptome signatures are more distinctive (Fig. 1b). We designated clusters 1 and 8 as representing SE cells based on the expression of typical SE markers, including *Tryptophan aminotransferase related 1* (*TAR1*), *27-kDa zein protein* (*ZP27*) and *Shrunken2* (*SH2*)^26,27^, and on the ISH results observed for *Defective endosperm18* (*DE18*) and *Floury3* (*FL3*) transcripts^28^ (Fig. 1e, Supplementary Fig. 6). Based on the patterns of expression of the established AL markers *AL9* and *Vacuolar proton pump7* (*VPP7*)^29^, and the ISH results for cluster-representative transcripts *Subtilisin1* (*SBT1*) and *1d024210*, we assigned clusters 0, 3, 4 and 7 as representing the AL cell type (Fig. 1d, e, Supplementary Fig. 6). We annotated clusters 10 and 12 as proliferating cells because of the genes encoding mitosis phase markers, such as *HMG9* and other cyclin proteins^17–19^ were more strongly expressed (Fig. 1, Supplementary Figs. 2 and 6). Nevertheless, the ISH assay with *HMG9* indicated that this cell-cycle-related marker gene is broadly distributed across different cell types, including the embryo.

After analyzing the differentially expressed genes in clusters 5 and 6, we found that they were not obviously marked by any reported marker, making it challenging to assign them to any known cell type (Supplementary Fig. 6, Supplementary Data 4). Although the overall expression pattern of the cluster-representative genes of cluster 5 had a close relationship with the SE, whereas those of cluster 6 resembled the AL (Figs. 1 and 2; Supplementary Figs. 5b and 7), ISH results of selected clusters 5 and 6 markers did not conclusively support their AL-like or SE-like identities, respectively. Thus, we kept cell clusters 5 and 6 as undefined (Figs. 1 and 2, Supplementary Fig. 8). To confirm our cell-type assignment of each cluster, we compared our annotation with published cell-type-specific transcriptomes, the results showing that our cell-cluster identity was highly consistent with that from laser-capture microdissection (LCM) data^15^ (Supplementary Fig. 8c).

**Fig. 2:**
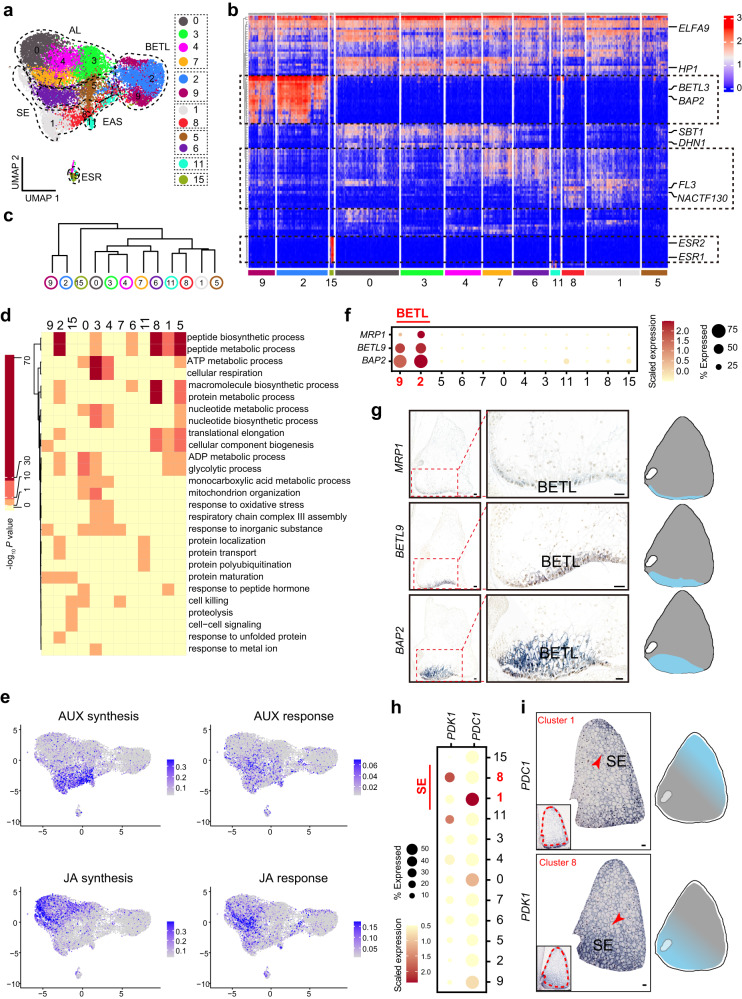
Endosperm cell types contain transcriptionally distinct subpopulations. **a** Visualization of five endosperm cell types by UMAP plots, colored according to cell clusters. **b** Heatmap depicting expression patterns of identified marker genes for major cell types. Selected classical marker genes and genes with known function are listed on the right. The colors from blue to red represent low to high expression levels. **c** Tree plot illustrating the relationship between clusters. **d** Representative GO terms enriched in different cell clusters. *P*-values were obtained using hypergeometric test, with g:SCS (graph-based stratified Cox-Snell) correction applied for multiple comparisons. **e** UMAP plots of gene-expression patterns related to auxin (AUX) and Jasmonic Acid (JA) biosynthesis and response. Colors ranging from gray to blue represent low to high expression levels. **f**, **h** Dot plots displaying selected markers of BETL and SE cells. **f** BETL, **h** SE. Circle size indicates the percentage of cells expressing the marker and color represents scaled expression values. **g**, **i** mRNA in situ hybridization results of genes shown in (**f**) and (**h**); scale bars, 100 μm. Experiments were repeated three times yielding similar results.

Overall, we assigned the endosperm cell types to the computationally generated cell clusters using known marker genes and ISH experiments, and also discovered a large number of new cluster marker genes (Supplementary Fig. 5b, Supplementary Data 4). These results are a resource that will provide insight into progressive development of endosperm cell identities.

### Distinct clusters exist within the known endosperm cell types

Our initial results revealed that anatomically defined maize endosperm cell types comprise distinct cell clusters, implying undescribed heterogeneity within these compartments (Figs. 1 and 2a). We then focused on the features of 12 cell clusters assigned to defined cell types (Fig. 2a). To illustrate the relationships between cell clusters, we assessed the expression patterns of the top cluster-representative genes. We found that whereas cell types of the AL and the SE exhibit distinctive signature genes (e.g., *SBT1 and DHN1* for AL, and *NAC130 and FL3* for SE), they also shared numerous similarities in terms of other cluster-representative genes, including *ELFA9* and *HP1*. This suggests a close relationship between the AL and the SE, and implies that they are not fully differentiated at 7 DAP (Fig. 2b). In contrast, the transcriptome signatures of ESR cluster 15 and BETL clusters 2 and 9 were highly distinguishable from other cell groups (Figs. 1 and 2b), in accordance with past observations that BETL and ESR cells differentiate earlier than other cell types. The BETL is recognizable shortly after cellularization is completed, with the ESR also starting to differentiate as early as 4 DAP^3,7^. Furthermore, in agreement with the morphological structure and spatial location of EAS and SE cells at early stage, the transcriptome signatures of cells from cluster 11 (EAS) were very similar to those in clusters 1 and 8 (SE) (Fig. 2b, c, Supplementary Fig. 8a). These results serve to refine the relationships between cell clusters and their corresponding cell types at the molecular level.

To characterize the function of each cell cluster, we examined Gene Ontology (GO) annotation for the cluster-representative gene sets, finding that not only different cell types, but also different cell clusters within the same cell type were enriched for different GO terms (Fig. 2d, Supplementary Fig. 9, Supplementary Data 5). For example, GO terms related to “cell-cell signaling” were only enriched in the ESR (cluster 15) across all cell types, which is partially due to the presence of CLAVATA3/ESR (CLE) peptide genes implicated in cell-to-cell communication^30^. The GO term “cellular respiration” was highly enriched in AL clusters 3 and 4 but not in other AL clusters (Fig. 2d, Supplementary Data 5), implying that these cells were active in energy metabolism. The BETL is implicated in nutrient transport, defense and signaling^31,32^. Interestingly, we obtained different GO terms in comparing the two BETL clusters. GO terms related to “protein transport” and “protein localization” were enriched in BETL cluster 2, while “cellular component biogenesis” and “response to inorganic substance” were enriched in BETL cluster 9 (Fig. 2d).

Phytohormones are important in endosperm development^33^. We plotted the expression of functional genes related to phytohormone biosynthesis and signaling pathways on UMAP plots. Employing the uniformly distributed gene *Ubiquitin1* (*UBI1*) as an internal control, we found that expression of phytohormone biosynthesis and response genes varied across different cell clusters (Fig. 2e, Supplementary Fig. 10a–j, Supplementary Data 6). For example, auxin (AUX) biosynthesis genes were more strongly expressed in SE cluster 8 and cluster 5, and jasmonic acid (JA) biosynthesis genes in AL clusters 0, 4 and 7. In contrast, the transcriptional signals of AUX- and JA-response genes were not more strongly expressed in the same cell clusters (Fig. 2e). Thus, differences exist between the cell clusters in terms of the functioning of phytohormone signaling pathways, which is largely consistent with observations in plant roots^34,35^. As for the phytohormone-related genes, transcription signals of additional functional gene sets were also differentially expressed in certain cell clusters within a cell type (Supplementary Fig. 10k, Supplementary Data 6). Taken together, these results imply that different cell types as well as the cell clusters within a cell type have distinct biological functions.

To further explore the heterogeneities in the canonical cell types, we identified additional differentially expressed transcripts from those cell clusters within the same cell type (Supplementary Fig. 11a–c, Supplementary Data 7). For example, in BETL cells, *Bax inhibitor1* (*BI1*) was preferentially expressed in cluster 9, whereas *gpm832*, a canonical BETL marker, was highly expressed in cluster 2 (Supplementary Fig. 11a). *Pyruvate decarboxylase1* (*PDC1*) was highly expressed in SE cluster 1, whereas *Pyruvate orthophosphate dikinase1* (*PDK1*) was preferentially expressed in SE cluster 8 (Fig. 2h, Supplementary Fig. 11b). Similarly, for the AL, preferentially expressed genes in each cluster (0, 3, 4 or 7) were identified (Supplementary Fig. 11c).

Spatial patterns of cluster-preferential genes within the BETL and SE provide further evidence for the division of BETL and SE into sub-cell-type clusters, respectively. The fully developed BETL comprises multiple layers of transfer cells^36,37^, and there is a developmental gradient along the basal-apical axis^38,39^. Both the computational expression patterns of BETL marker genes and the experimental ISH results conformed to this gradient pattern (Fig. 2f, g). Therefore, BETL cluster 2 likely represents the transfer cells at the outermost basal layer, where most canonical BETL markers are expressed, with cluster 9 representing transfer cell layers that are closer to the endosperm interior. SE cells differentiate from the inner cells formed after cellularization via periclinal divisions of subalurone cells from the outer regions of the endosperm^7,40^. We hypothesized that cluster-preferential genes within the SE cell type may also exhibit specific spatial distributions. ISH results show that these tested probes have less pronounced spatial patterns compared to those observed in BETL. For example, *PDC1 and 1d045392*, which are preferentially expressed in SE cluster 1, was observed to be more strongly expressed in the outer layer of SE cells adjacent to the AL. On the other hand, the cluster 8 preferentially expressed genes *PDK1* and *CNGT1*, were located towards the bottom of SE cells, near the BETL and embryo. These results provide a basis for further dissecting their developmental difference (Fig. 2h, i; Supplementary Fig. 11g, h). However, the ISH results of all tested cluster preferentially expressed makers within AL do not provide spatially distinctive evidence for the four putative AL clusters (Supplementary Fig. 11d–f).

To conclude, these results highlight the heterogeneity of endosperm composition at single-cell resolution, and demonstrate complex transcriptional signatures within maize endosperm cell types.

### Transcriptome dynamics at the transition stage during endosperm differentiation

Maize endosperm differentiation is arbitrarily separated into early (4–6 DAP) and late (8–12 DAP) stages^7^. To obtain molecular insight regarding the transition stage between early and late endosperm differentiation, we reanalyzed the transcriptomes of the 12 cell clusters at each time point. UMAP plots showed that all clusters were continuously detected from 6 and 7 DAP (Fig. 3a). However, the sizes of some cell clusters changed significantly across this time period (Fig. 3b). For example, the proportional cell number of ESR cluster 15 dramatically increased (from 0.1% at 6 DAP to over 1.2% at 7 DAP) (Fig. 3b). In addition, differential expression analysis revealed a cohort of genes with temporally specific enrichment in each cell cluster, indicating that these clusters were undergoing a vigorous differentiation process (Fig. 3c, Supplementary Data 8 and see Methods). We defined these as cell-cluster-time-specific (CCTS) genes. For example, expression of the defense related genes *Defensin-like protein* (*DEF*)*1* and *DEF2* of AL clusters 0, 3, 4, and 7 increased from 6 to 7 DAP (Fig. 3c, Supplementary Data 8). Interestingly, the temporal gene-expression patterns of each cell cluster corresponded to the cell-cluster identity, a large percentage of CCTS genes being also cluster-representative markers (Fig. 3c and Supplementary Data 8). For example, *Maternally expressed gene* (*MEG*)*1 and MEG3* were CCTS genes and also identified BETL cluster 2 markers (Fig. 3c). The dynamic expression patterns of selected CCTS genes were the same as the patterns observed in bulk RNA-seq data, further supporting a close relationship between temporal and spatial gene expression during early differentiation (Fig. 3d, Supplementary Data 8).

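The replicated bulk RNA-seq compared endosperm at 6 and 7 DAP with 3 biological replicates at each stage. By the paper's methods, each replicate pooled 20 endosperms, and the 3 replicates of a stage came from kernels of independent ears. The sample labels describe the library kit and the stage of pooling differently. Libraries were assigned by the stages on which labels and methods agree. Reads of 150 bp were trimmed, aligned to the B73 genome and counted on genes by the authors, and the deposited values are raw counts of uniquely mapped reads for 45953 genes. The total counts were 16240378, 17643852 and 24311056 at 6 DAP (median 17643852) and 15911047, 19842327 and 20203289 at 7 DAP (median 19842327). Counts were normalized with edgeR's trimmed mean of M values (TMM), whose factors lay between 0.954 and 0.965 at 6 DAP and at 1.04 in each library of 7 DAP, and tested with edgeR's quasi-likelihood test. Of the genes in the table, 21486 had enough counts to be tested. The common biological coefficient of variation was 4.14%. Replicates of 1 stage correlated across genes with r of 0.998, and every pair of replicates differed by more than sampling noise, so each library was counted as a separate replicate.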

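Fig. 3d shows 8 of these genes. In the replicated libraries, TMM-normalized expression of TCRR2 (Zm00001d032381) fell from 152 ± 4.21 CPM (SD, n = 3) at 6 DAP to 35.9 ± 1.14 CPM (SD, n = 3) at 7 DAP, a log2 fold change of -2.09 (standard error 0.04, adjusted p = 4.42e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MEG3 (Zm00001d019027), MEG13 (Zm00001d019019) and MEG1 (Zm00001d019030) fell with log2 fold changes of -1.25, -1.87 and -1.69. MEG genes form a family, and only uniquely mapped reads were counted, so reads shared by near-identical copies are missing and the value of each member is uncertain. AL9 (Zm00001d012572) rose from 2735 ± 86.9 CPM (SD, n = 3) to 4687 ± 80.2 CPM (SD, n = 3), and SBT1 (Zm00001d023684) from 2566 ± 25.3 to 3941 ± 45.2 CPM (SD, n = 3), with log2 fold changes of 0.78 and 0.62. DEF2 (Zm00001d024302) and DEF1 (Zm00001d024303), which are also related genes, rose by 2.55 and 2.15 on the log2 scale. For each of the 8 genes every 7 DAP replicate lay on one side of every 6 DAP replicate (exact permutation test, two-sided, p = 0.1, the smallest p that 3 replicates against 3 allow). With each replicate left out in turn, the log2 fold change of MEG3 ranged from -1.47 to -1.14, the widest range relative to its size among these genes, and that of TCRR2 from -2.11 to -2.07.

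**Figure D1:**
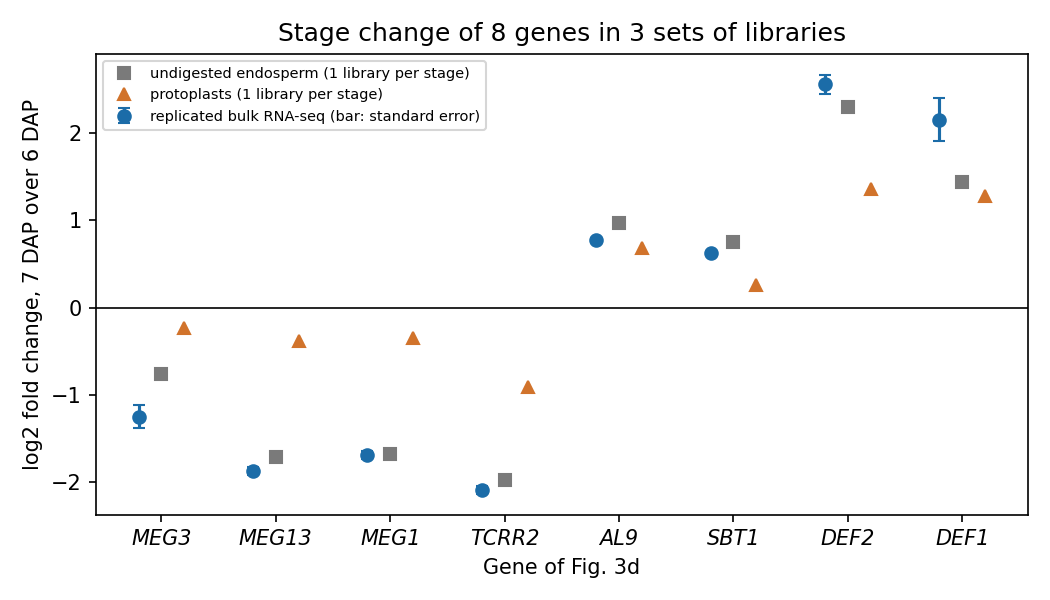
Change from 6 to 7 DAP (y axis, log2 fold change, 7 DAP over 6 DAP) of the 8 genes of Fig. 3d (x axis) in the replicated bulk RNA-seq (points with standard errors, n = 3 per stage), in undigested endosperm and in protoplasts (1 library per stage each, log2 of CPM + 1). TCRR2 changes by -2.09 in the replicated libraries and by -0.91 in protoplasts.

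For the wider set of CCTS genes, 9 of the 12 cluster sheets of Supplementary Data 8 were used here, with 1116 entries of gene and cluster covering 486 genes. Of the 1104 entries whose gene was tested, 754 (68.3%, 95% Wilson interval 65.5% to 71.0%) changed in the replicated bulk RNA-seq in the direction listed for the cluster. In 663 entries the change in the listed direction was past an adjusted p of 0.05, and in 284 entries a change in the other direction was (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Entries share genes, but the interval takes them as independent, so it is too narrow even for counting error. With each gene counted once the share lay below that interval, as given with the other settings in the closing section. Entries listed as higher at 6 DAP had the listed direction in 456 of 517 cases (88.2%), and entries listed as higher at 7 DAP in 298 of 587 (50.8%). Over both directions the share differed between clusters, from 44.7% in cluster 8 to 84.4% in cluster 6. For 7 DAP entries alone it ran from 17.0% in cluster 2 to 73.0% in cluster 6. An entry is a change within a cluster of protoplast cells. Bulk values cover whole endosperm, where the shares of cell types also count, so a mismatch does not refute an entry. Protoplasts moved the share most, to 78.6%. The paper gives the patterns of the selected genes as further evidence, beside the many CCTS genes that are also markers of their cluster, of a close relationship between temporal and spatial gene expression.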

**Fig. 3:**
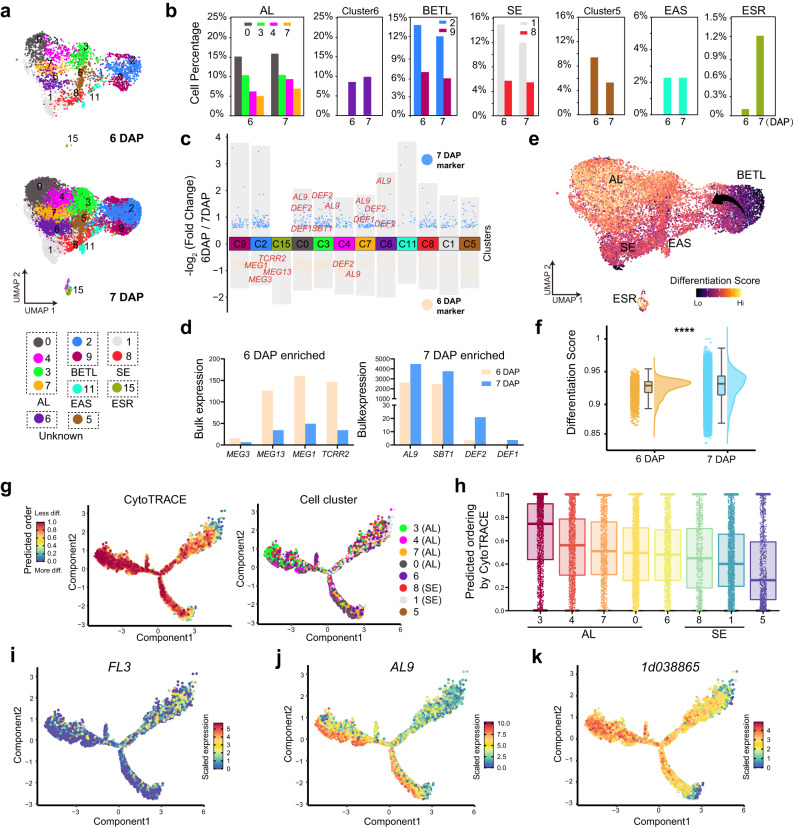
Transcriptome dynamics at the transition stage during endosperm differentiation. **a** Visualization of five endosperm cell types by UMAP plots at each time point, colored according to cell clusters. **b** Bar charts showing the ratio of cell number of different cell clusters at 6 and 7 DAP, colored as in (**a**). **c** Differential gene-expression analysis showing 6 DAP and 7 DAP marker genes across all 12 clusters. 6 DAP marker genes are indicated in milky white, while 7 DAP marker genes are indicated in blue. **d** Expression levels of selected marker genes at 6 and 7 DAP from bulk RNA-seq. milky white and blue represent genes with the highest expression at 6 DAP and 7 DAP, respectively. **e** Trajectories of the developmental “pseudotime” in each cell cluster mapped onto the same UMAP plot depicted in (**a**); the differentiation score is calculated based on the stage-specific genes identified from bulk RNA-seq. **f** Raincloud plot showing the cell differentiation score of 6 and 7 DAP. *n* = 2898 cells in 6 DAP, *n* = 12,698 in 7 DAP. ****, *P* < 0.0001. Two-tailed student’s *t*-test. No adjustments were made for multiple comparisons test. Box plots indicating median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as all data (single points). **g** tSNE plots of the SE and AL developmental trajectory depicting cell types (right) and pseudotime (left) using CytoTRACE. **h** Box plots showing CytoTRACE values for clusters 0, 1, 3, 4, 5, 6, 7 and 8. *n* = 2043 cells in cluster 0, *n* = 1644 cells in cluster 1, *n* = 1358 cells in cluster 3, *n* = 1216 cells in cluster 4, *n* = 732 cells in cluster 5, *n* = 1,161 cells in cluster 6, *n* = 968 cells in cluster 7. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as all data (single points). **i**–**k** Expression of selected genes in the pseudotime trajectory using CytoTRACE. **i** *FL3*; **j** *AL9*; **k** *1d038865*. Gradient from blue to red represents low to high expression levels.

Next, we used the bulk RNA-seq gene-expression profiles of 6 and 7 DAP to identify temporally up- and downregulated gene sets (Supplementary Fig. 12, Supplementary Data 9 and see Methods). 

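With a log2 fold change over 2 and an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 545 genes were called higher at 7 DAP and 97 higher at 6 DAP among 21486 tested. For all 642 genes the replicates of the stages did not overlap, as they did not for 13277 of the tested genes (61.8%), where chance gives 10%. Without a limit on the fold change, 12092 genes (56.3%) were past the adjusted p, 6067 of them higher at 7 DAP and 6025 higher at 6 DAP, and 10032 of them changed by less than 2-fold. Of the filters and tests tried at that fold-change limit, the filter on low counts moved the numbers most. With no filter beyond 1 count, 983 genes were called higher at 7 DAP and 215 higher at 6 DAP, and with at least 10 counts in every library 166 and 45 were. Calls higher at 7 DAP made up 84.9% of all calls. When the libraries were scaled by their totals alone, the median of all genes shifted by 0.12 on the log2 scale, 604 genes were called higher at 7 DAP and 74 higher at 6 DAP, and among genes past the adjusted p the share higher at 7 DAP was 66.8%, against 50.2% with TMM.

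**Figure D2:**
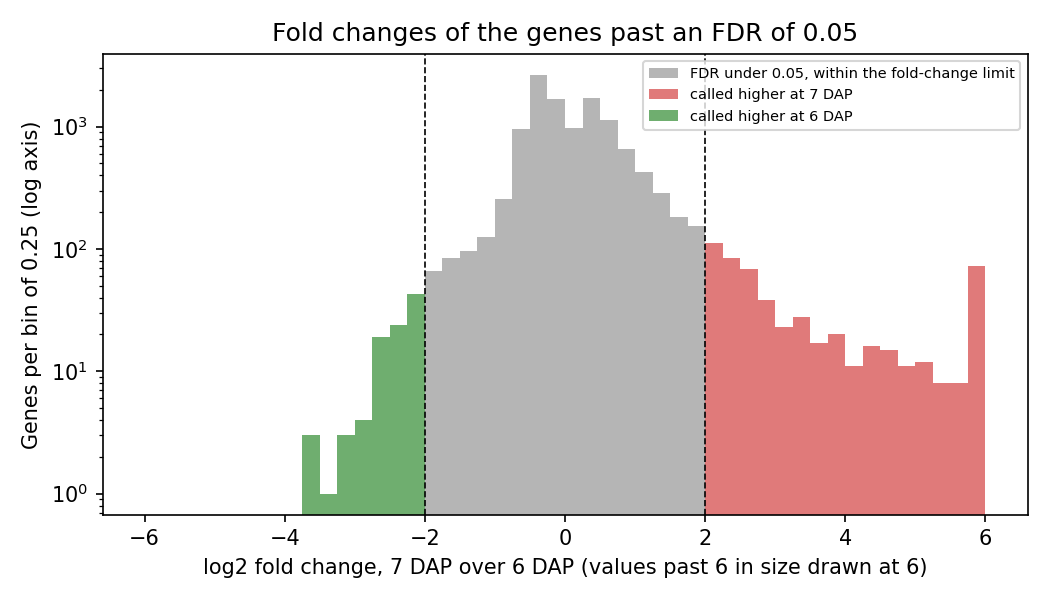
Log2 fold changes (x axis, 7 DAP over 6 DAP) of the 12092 genes past an adjusted p of 0.05, as genes per bin of 0.25 on a log axis (y axis). Dashed lines mark the limits at -2 and 2, beyond which 97 genes lie on the left and 545 on the right.

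The 5 genes with the largest rises at 7 DAP included IDP2455 (Zm00001d003757), which was at least 486-fold higher at 7 DAP. Its 6 DAP libraries held at most 1 count, and its 7 DAP replicates varied widely around 80.8 ± 37.5 CPM (SD, n = 3). Zm00001d003281 and Zm00001d015019, which the tables list as 1d003281 and 1d015019, were at least 268-fold and at least 294-fold higher. The 5 largest falls included those of 1d038598, from 20.8 ± 0.249 to 1.72 ± 0.227 CPM (SD, n = 3; log2 fold change -3.59), of 1d040247 (-3.04) and of REMO2 (-2.67). The paper used these gene sets to score the differentiation of each cell.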

A cellular differentiation score for each cell was generated based on these gene sets, and finally resolved the developmental trajectories of cells in 12 clusters (Fig. 3e, f). The plot showed that the computationally defined cell clusters in BETL, which had functional heterogeneities, partially correlated with the differentiation state.

The AL and SE cell types are spatially adjacent and convertible under certain conditions^41–43^. To explore the common progenitor cells and cell fates required for their differentiation, we analyzed AL clusters 0, 3, 4, 7, SE clusters 1 and 8 and two adjacent clusters 5 and 6 from 7 DAP cells using CytoTRACE, a non-graph-based pseudotime prediction tool, which is able, without prior knowledge, to recover the direction of differentiation and identify immature cells. The Monocle2 software package projected the pseudotime-ordered cells into two distinct branches and revealed two terminal states representing more differentiated AL and SE (Fig. 3g). The cell ordering results indicated that AL cells were relatively less differentiated as compared to SE cells, as judged by the number of expressed genes (Fig. 3h). This result is also consistent with the cellular differentiation score analysis for each cell cluster (Supplementary Fig. 13). Surprisingly, besides cells exclusively marked by AL or SE markers (such as *AL9* for AL and *FL3* for SE), there were also cells having transcriptomic features derived from both cell types, which might imply they are their common progenitors (Fig. 3i–k, Supplementary Data 10). One gene that was highly expressed in these cells (*1d038865*) encodes a 60S ribosomal protein (Fig. 3k). Its Arabidopsis homolog, *AT2G19730*, is highly expressed in shoot apical meristem tissue and also marks the root quiescent center (QC) cells in a scRNA-seq analysis, suggesting meristematic commonalities for these predicted progenitor cells^44,45^. In addition, CytoTrace and “differentiation score” results were consistent with each other, further supporting the robustness of our analysis (Supplementary Fig. 13).

### Large-scale profiling of TF-binding sites using ampDAP-seq

The transcriptomic identities of cell clusters are largely defined by their underlying gene regulatory networks (GRNs), in which TFs drive the expression of their target genes to establish distinctive expression profiles. Identifying the genome-wide TF-binding sites (TFBS) is essential for constructing GRNs containing direct targets of individual TFs. However, only a few genome-wide TFBS have been profiled in maize using chromatin immunoprecipitation sequencing (ChIP-seq) or DAP-seq^46–51^. We therefore tested over 200 TFs, selected based on their distinct cell-cluster expression patterns, to identify their genome-wide binding sites using optimized ampDAP-seq (Supplementary Fig. 14 and see Methods). Two rounds of ampDAP-seq enrichment increased the enrichment signal of stable DNA-binding events (Supplementary Fig. 14). We successfully recovered DNA-binding profiles and de novo predicted motifs for 161 TFs from 24 families (Fig. 4a–c, Supplementary Data 11).

**Fig. 4:**
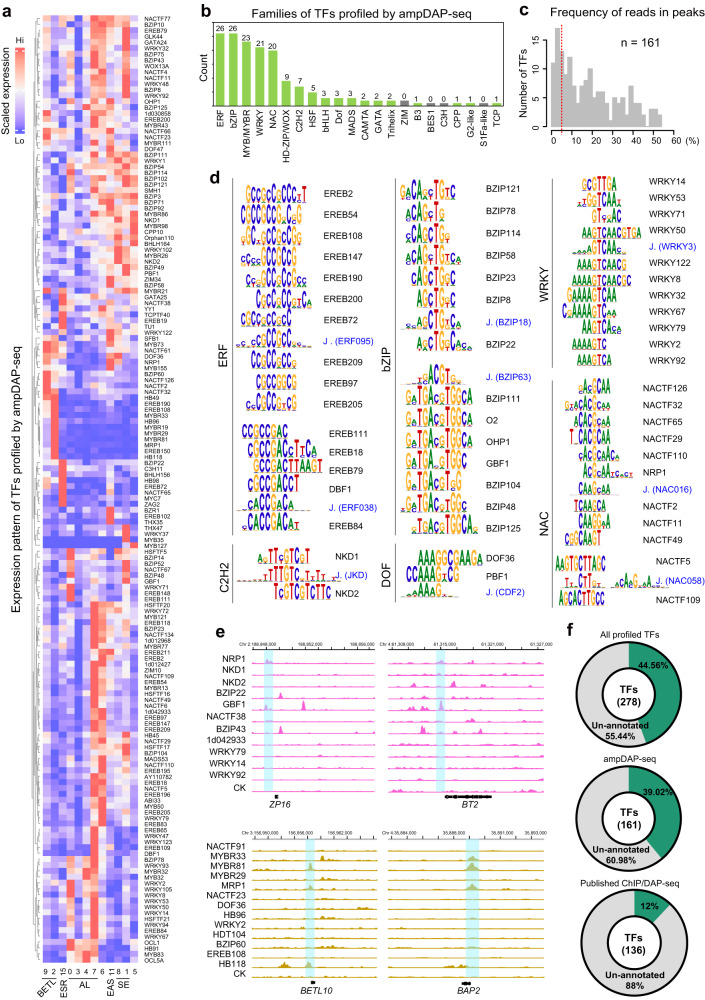
Genomic TF-binding sites profiling using ampDAP-seq. **a** Heatmap showing the average expression of the ampDAP-seq-tested TFs in each cell cluster. Gradient from blue to red represents low to high expression levels. **b** Summary of TF families profiled by ampDAP-seq. **c** Distribution of the fraction of reads in peaks (FRiP) score of each TF. **d** Clustering map of the representative motif identified for each selected TF. **e** IGV genomic track plots illustrating the targeting of genes by the selected SE or BETL-specific TFs. **f** Donut charts showing the fraction of the maize genome covered by TFBSs based on the published and ampDAP-seq data. The number of the associated unique TFs are indicated. The genome is colored in green according to the number of occupied TFs.

Most of these motifs were consistent with those of the same TF family recorded in the JASPAR database, suggesting the high quality of our dataset (Fig. 4d, Supplementary Data 11). In total, we identified over 2 million (2,506,059) non-overlapping TFBS loci, with a median of about 79,258 binding sites per TF (Supplementary Data 11). Integrative Genomics Viewer (IGV) plots illustrated the genomic binding profiles of SE- and BETL-representative TFs at selected target gene sites, such as *16-kDa zein* protein (*ZP16*), *Brittle endosperm2* (*BT2*), *BETL10* and *Basal layer antifungal protein2* (*BAP2*), and recovered the binding peak of NRP1 and MRP1 to these known targets, further supporting the validity of our TFBS data (Fig. 4e). We also included additional genomic binding profiles (clustered into 311,832 non-overlapping loci) of 136 TFs acquired from published datasets in the following analysis^47,50,51^ (Supplementary Data 11). In total, genomic binding sites from 278 unique TFs resulted in an approximate 45% coverage in aggregate of the maize genome (Fig. 4f), which is more than the proportions of the genome associated with TF-bound and histone-modified regions found in the mouse (~13%) and human (~20%) genomes^52,53^. Of note, the proportion of TF-binding annotated regions may be underestimated since many regulators have not yet been tested. This result implies widespread regulatory potential in the maize genome.

### Identifying regulons using TF-binding profiles and the coexpression-based transcriptional regulatory networks

The gene-expression profiles of individual cells provide an unprecedented opportunity to study the underlying gene regulatory programs^54^. We chose GRNBoost2, which is based on curated models, as our analysis pipeline. This yielded an interwoven network comprising 25,258 nodes (1793 regulator TFs) and 3,233,871 edges, covering almost all detected transcripts (Fig. 5a). Further filtering of this GRN to include only the top-ranked edges (see Methods), yielded more reliable connections from 24,083 nodes (1746 regulator TFs) (Fig. 5a, Supplementary Data 12). We identified potential key regulators based on network topology analysis (Fig. 5b, Supplementary Fig. 15, Supplementary Data 12). Well-known TF genes regulating endosperm development, such as *NAC130* and *FL3*^27,28^, possessed high “betweenness centrality” and “out degrees” scores, suggesting that our predicted network has high biological relevance (Fig. 5b, Supplementary Fig. 15).

**Fig. 5:**
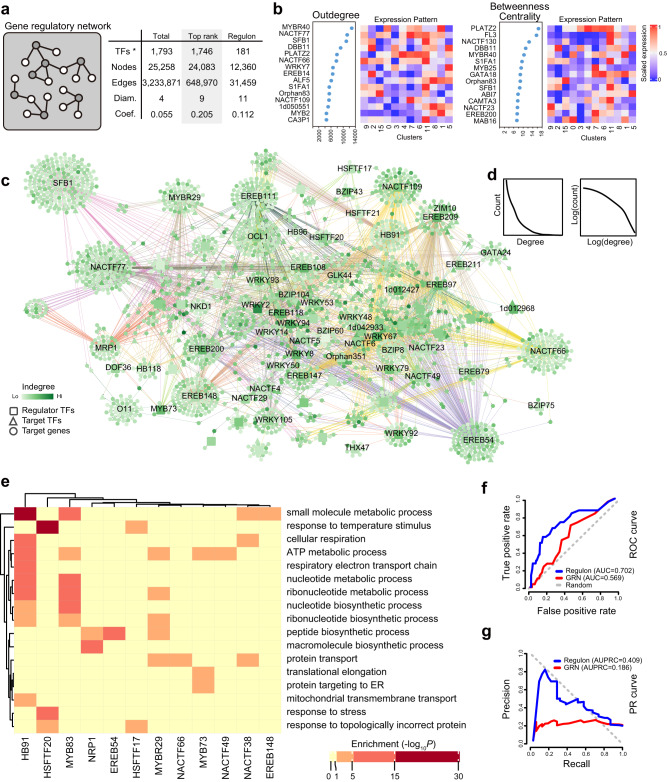
Reconstruction of a high-confidence maize transcriptional regulatory network. **a** Summary of the inferred GRN. Network topology parameters are shown. Diam., diameters; Coef., clustering coefficient; *, only regulatory TFs were counted. **b** Representative key regulators identified by network topology analysis (TFs with top out-degree and betweenness centrality are displayed); the expression patterns of these TFs are shown at right, with colors representing scaled expression values. **c** The regulatory network of 181 regulons. Cell-type-specific TFs are highlighted in the network. Colors represent the in-degree value determined by network topology analysis. **d** Distribution of node degree values fits the power law (black lines). **e** GO enrichments of selected regulons. Predicted target genes of representative TFs were enriched for functional terms associated with biological properties. *P*-values were obtained using hypergeometric test, with g:SCS (graph-based stratified Cox-Snell) correction applied for multiple comparisons. **f**, **g** ROC (**f**) and precision-recall (**g**) curves generated using known TF target genes for the coexpression GRN (red) and the integrated regulon GRN (blue).

After integrating the GRN and TFBS information from TFs profiled by ampDAP-seq, published DAP-seq and in vivo ChiP-seq in endosperm (Fig. 5a, Supplementary Fig. 16a), we obtained 181 regulons (TFs with their direct-binding targets) containing 12, 360 genes, having a median size of ~70 genes per regulon (Fig. 5c, Supplementary Fig. 16b, c, Supplementary Data 13). The in-degree and out-degree distribution patterns imply that these regulons form a scale-free network (Fig. 5d). We carried out GO enrichment analyses to link the regulons to functions in known biological processes. A set of regulons were indeed associated with specific biological functions (Fig. 5e, Supplementary Data 14). For example, the NRP1-regulated targets were associated with “peptide biosynthetic process” and macromolecule biosynthetic related GO terms (partially due to the corresponding zein protein encoding genes), which was consistent with their function in storage protein biosynthesis^27^.

Next, we evaluated the accuracy of predicted regulon targets using documented targets based on the RNA-seq and ChIP-seq analyses^15,46,49^ (Supplementary Data 15). Combining the coexpression GRN with TFBS significantly improved the predictive power of the network. Our coexpression GRN based on single-cell transcriptomes had an improved predictive power: the area under the Receiver Operating Characteristic (ROC) curve was 0.569, surpassing the 0.500 value for a random prediction. When we combined the TF-binding information to obtain a list of TF regulon targets, the area under the ROC curve (AUC) increased to 0.702 (Fig. 5f). Likewise, more true positive targets were recalled from the regulon-based network compared to the coexpression GRN for any given network precision setting (Fig. 5g). For instance, we recovered the reported targets of MRP1 (*TCRR1, MN1, MEG3*, *BETL10*, and others^15^) in our network (Supplementary Fig. 16d). To further verify our predicted network, we also examined the newly predicted targets of selected TFs by in vitro transactivation assays. Randomly selected newly identified targets from the regulons, such as EREB108, MYBR81 and WRKY8, were verified (Supplementary Fig. 16e). These results confirm successful reconstitution of a high-confidence endosperm transcriptional regulatory network.

### Identifying essential regulators of cell-cluster identity

To link the regulatory functions predicted by the GRN to individual cell clusters, we searched for the critical regulators for cell identity by calculating the regulon specificity score (RSS) for the cell clusters based on Jensen-Shannon divergence and regulon activity scores (RAS) using the AUCell algorithm (Supplementary Data 16 and 17), and identified the most specific regulons (having the highest RSS values) associated with each cell cluster (Fig. 6a–l, Supplementary Fig. 17). In agreement with previous studies, MRP1, a master regulator of BETL development^24^, was one of the most specific regulons associated with BETL cluster 9. Our network analysis also identified O11 and NKD2 as two of the most specific regulons associated with SE cluster 8; both are well-known regulators of SE^46,55^. The UMAP plot, including the binarization score for each cellular regulon activity, supported the idea that the activities of these regulons were highly specific to the indicated cell clusters (Fig. 6a–l, Supplementary Figs. 17 and 18). These results suggested a successful recapitulation of critical regulators for defined cell clusters using this approach. In addition, we identified a new list of essential TFs for each cell cluster. For example, BZIP52, WRKY8, EREB111, BZIP48, and WRKY71 had the highest RSS values associated with the AL cluster 0 (Fig. 6a); NACTF65, THX35, NACTF61, ARFTF7, and ARFTF27 had the highest RSS values associated with the ESR cluster 15 (Fig. 6j). To establish a connection between the regulons and the differentiation dynamics of AL and SE, we conducted embedded heatmap analyses of the regulator TFs that belonged to the most specific regulons in clusters 0, 3, 4, 7, 5, 1, 8 and 6. Our analysis revealed that the TFs linked with the differentiation of these cell types exhibit unique temporal expression patterns along pseudotimes without any overlap (Fig. 6m). In conclusion, our findings provide a valuable resource for identifying key regulators of endosperm tissue differentiation, although the specific functions of these newly predicted regulators in each cell cluster require further investigation.

**Fig. 6:**
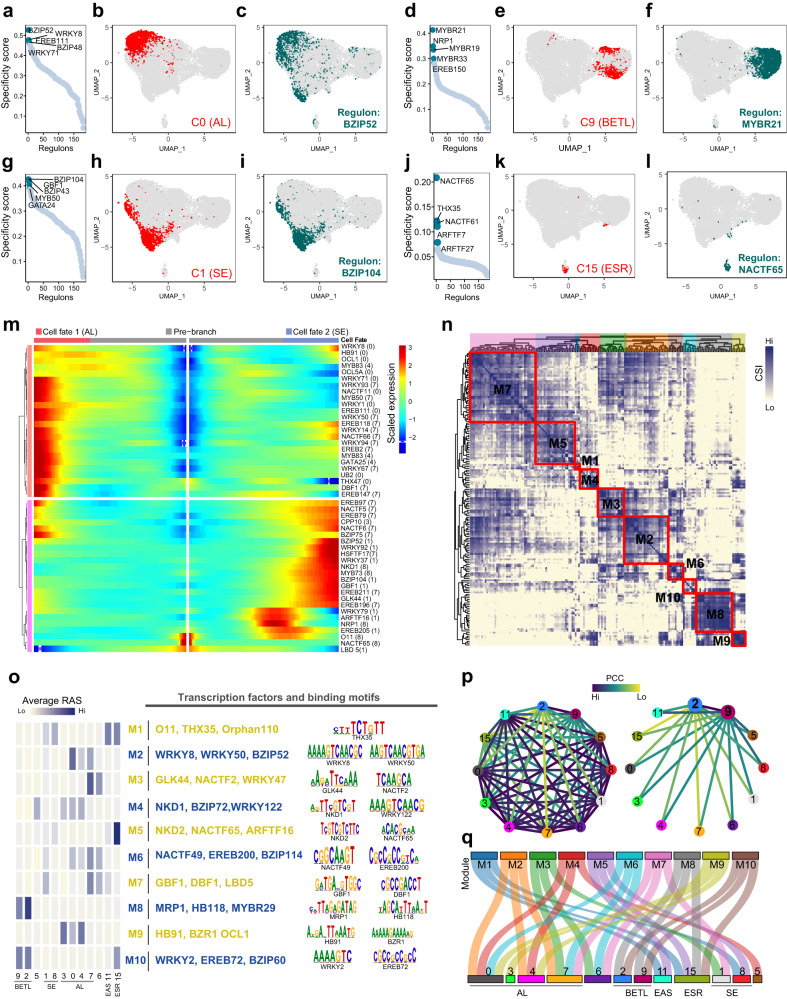
Regulons form modules and coordinate their activity within cell types. **a** Ranking of regulons in cluster 0 based on the regulon specificity score (RSS). **b** Cluster 0 cells are highlighted in the UMAP plot (red dots). **c** Binarized regulon activity scores (RAS) (Z score normalized across all samples, and 0.15 is set as the cutoff to convert to 0 and 1) for a regulon (BZIP52) with the top RSS value on UMAP plot (dark green dots). **d**–**f** Same as (**a**–**c**) but for cluster 9 and regulon MYBR21; 0.079 set as the RAS cutoff. **g**–**i** Same as (**a**–**c**) but for cluster 1 and regulon BZIP104; 0.004 set as the RAS cutoff. **j**–**l** Same as (**a**–**c**) but for cluster 11 and regulon NACTF65; 0.048 set as the RAS cutoff. **m** Heatmap showing gene-expression pattern during differentiation of AL (fate1), SE (fate2) along pseudotime. **n** Identified regulon modules along with selected TFs and corresponding binding motifs. **o** Heatmap showing average activity scores of 10 modules in different cell clusters. **p** Network of relatedness for the selected 12 cell clusters constructed based on similarities between regulon activities. **q** Sankey plot displaying relationships between cell cluster and the top 3 regulons in modules M1–M10.

### Regulons involved in endosperm differentiation form combinatorial modules

To analyze the relationships between the cell-cluster-associated regulators, we systematically characterized the combinatorial patterns exhibited by the TFs and their targets. We compared the regulon activity ratings of each pair of regulatory relationships using the connection specificity index (CSI). After filtering out the low-quality regulons and those with less than five targets, we classified 168 regulons into 10 modules (M1–M10) (Fig. 6n, Supplementary Fig. 19a, Supplementary Data 18–21 and see Methods). Through mapping the average activity score of each module onto the cell-identity UMAP map, we found that each module occupies a distinct region, showing not only cell type but also cell-cluster preferences (Supplementary Fig. 19b). We also linked the modules, which included unique regulators and their binding motifs, to cell clusters based on their average activity scores (Fig. 6o). For example, module M8 is enriched in clusters 2 and 9, and contained MRP1^24^, an essential regulator for the BETL; module M1 is enriched in clusters 1 and 8, it contained O11^46^, a central hub of maize endosperm development and of the regulatory network of zein protein synthesis (Fig. 6o).

Related cell clusters of a given cell type shared similar network structures, as depicted in a highly-modularized graph in which two related cell clusters with similar total regulon activities are connected by an edge having a higher Pearson correlation coefficient (PCC) value. The higher the PCC value between cell clusters, the more likely they are to share the same regulons (Fig. 6p, Supplementary Data 22). For instance, the PCC value between cell clusters 2 and 9 of BETL is higher than those between cluster 2/9 and other cell clusters, suggesting a stronger correlation between them. This result further confirmed the accuracy of our cell clustering from the perspective of regulatory modules.

Further, when we used Sankey diagram to highlight the link between the cell clusters and the regulon modules, we found that the same cell cluster corresponded to multiple modules. (Fig. 6q). For example, M2, M4, and M9 were linked to cluster 0 belonged to AL cells, and M8 and M10 were correlated with cluster 2, representing BETL cells. Thus, we propose that the developmental fate of a cell cluster may be regulated by multiple core regulatory networks.

In our work, we further validated a number of novel functional regulons predicted from the network analysis. For example, we identified EREB108, MYBR19 and MYBR29 as key regulators associated with BETL clusters 2 and/or 9, implying their crucial roles in BETL development (Fig. 6, Supplementary Figs. 17 and 20). To confirm their predicted targets, we conducted RNA-seq experiments on homozygous mutants of these TFs at 8 DAP (Supplementary Fig. 20a–c). The results showed that the predicted targets of these TFs were well-supported by the differentially expressed genes (DEGs) in their mutants (Fig. 7a, b and Supplementary Fig. 20b, Supplementary Data 23–25). Moreover, the DEGs of these mutants exhibited higher average expression levels in BETL (Fig. 7c). Previously reported BETL key genes, such as *MRP1* and *SWEET4C*^56^, were downregulated in these mutants, suggesting defects in BETL differentiation (Fig. 7d). Microscopic examinations revealed that the transfer tissue in *mybr29* mutants comprises cells lacking or having fewer cell wall ingrowths (CWI) compared with wild type (Fig. 7e). Consistent with this histological observation, the ISH test of *1d053785*, a BETL marker gene, showed a lower abundant and a more restricted region of expression in the mutant endosperm (Fig. 7f, Supplementary Fig. 20e). A small-seed with decreased kernel weight phenotype in mature seeds of *mybr29* mutants compare with wild type were also observed and probably due to these differentiation defects in BETL (Fig. 7g–j, Supplementary Fig. 20f–h). Collectively, these results further support the important roles of MYBR29 in BETL development. In summary, the transcriptome signature and developmental defects in these loss-of-function mutants indicated that these TFs are key regulators for BETL development.

**Fig. 7:**
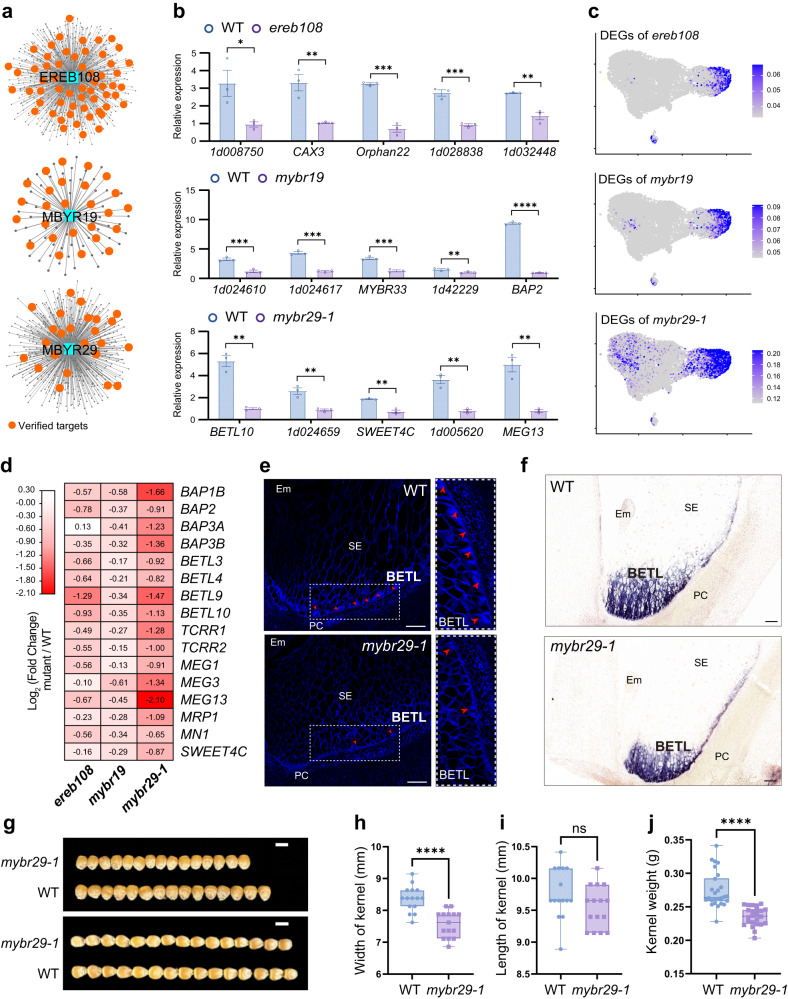
Validation of important regulons in BETL cell type. **a** The gene regulatory network regulated by three transcription factors. The gray color represents the target genes in the regulon, while the orange color indicates differential expression of these genes in the corresponding mutants. **b** Transcript levels of target genes in three regulons in WT and mutants. Error bars indicate ± SEM (*n* = 3 biologically independent samples). *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. Two-tailed student’s *t*-test. No adjustments were made for multiple comparisons test. **c** UMAP plots of gene-expression patterns related DEGs of three mutants. The colors from gray to blue represent low to high expression levels. **d** The heatmap illustrates the log_2_ (fold change) of selectively genes that are predominantly expressed in BETL and detected in three mutants endosperms. The colors from white to red represent low to high fold change. **e** Images of endosperm stained with calcofluor white between WT and *mybr29-1*. CWIs appear light blue with calcofluor white staining (indicated by red arrowheads); scale bars, 50 μm. Experiments were repeated three times yielding similar results. **f** mRNA in situ hybridization results of *1d053785* between WT and *mybr29-1*; scale bars, 100 μm. **g** Phenotypic features of the *mybr29-1* mutant. Scale bars, 1 cm. **h**, **i** Kernel length and width of WT and *mybr29-1* mature kernels. *n* = 15 kernels in WT, *n* = 15 kernels in *mybr29-1* mutant. ****, *P* < 0.0001. Two-tailed student’s *t*-test. No adjustments were made for multiple comparisons test. Box plots indicate median (middle line), 25th, 75th percentile (box), and 5th and 95th percentile (whiskers) as well as all data (single points). **j** Kernel weight of WT and *mybr29-1* mature kernels. *n* = 26 kernels in WT, *n* = 24 kernels in *mybr29-1* mutant. ****, *P* < 0.0001. Two-tailed student’s *t*-test. No adjustments were made for multiple comparisons test. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as all data (single points).

## Discussion

Improvement of grain yield and quality in cereal crops requires better understanding of the regulation of cereal endosperm development. Single-cell transcriptomes have increased analytical resolution to the level of an individual cell^57^, with two single-nucleus RNA profiling studies on early developing syncytial endosperm tissues reported in *Arabidopsis*^58,59^. Although the persistent cereal endosperm is similar to that of *Arabidopsis* in early development (from coenocytic nuclear divisions to cellularization to form cell walls between individual nuclei), the cells later differentiate into additional cell types and rapidly accumulate storage products^4^. Our scRNA-seq analysis and regulatory network inference of the maize endosperm, which develops more cell types than other cereal crop species, provides the most detailed information to date of transcriptional regulation in early endosperm development.

Here, we have constructed a comprehensive transcriptome compendium and underlying GRN of the maize endosperm during the differentiation stage, unveiling a previously unrecognized complexity. For example, our analysis indicated that both BETL and SE cell types comprise two cell clusters, respectively (Fig. 2). Positioning is important for AL, which is the epidermal layer covering most all the endosperm surface, cell specification, as determined through in vitro culture of isolated endosperm^42,60^. The AL cells adjacent to the embryo, defined as the scutellar AL, are characterized by strong expression of putative transporter-encoding genes^9^. These findings suggest that distinct positional cues lead to the characteristics of AL cells during formation. Despite having four computational cell clusters for AL, the ISH results of selected markers did not support their distinct spatial expression, suggesting the differential gene expression detected in these cell clusters may not solely be due to the different positional distribution of AL cells (Supplementary Fig. 11).

We note that BIZ and CZ are two cell types uncaptured in our study, possibly because they differentiate later in endosperm development^7,61^. CZ cells are highly elongated, with large nuclei and sparse cytoplasm^7^, and are not apparent at the early differentiation stage. The BIZ comprises 2–4 layers of cells that are located internally to the BETL and not fully established by 8 DAP^7^. However, we detected that *BURP9*, a marker exclusively localized in the BIZ^12^, as being more strongly expressed in cluster 9. Combined with the observation of a gradient expression pattern of other BETL marker genes, some of the cells in cluster 9 may later differentiate into BIZ cells (Fig. 2f, g).

In scRNA-seq data, the captured cells can often originate from different cell-cycle stages. We attempted to remove cell-cycle effects on clustering from the analysis. To do so, we have collected a number of reported maize cell cycle marker genes and homologs based on a study in rice. However, a small group of cells are still annotated as being in the G2/M phase (Fig. 1b), which could be due to the incomplete annotation of cell cycle marker genes.

The rapid growth of scRNA-seq datasets has opened new opportunities for coexpression-based GRN prediction. Compared to transcriptomes obtained from bulk RNA-seq experiments, one scRNA-seq experiment can generate a large number of samples, which allows capture of additional meaningful biological variation^62^. Although earlier maize GRNs based on bulk transcriptomes have been constructed for roots, stems, leaves, and seeds^14,63,64^, they all lack of TF-binding site information. In our work, we have constructed a transcriptional regulatory network of maize endosperm during cell differentiation that combines a coexpression-based GRN with newly characterized TF-binding profiles. These results greatly expand understanding of the complex endosperm regulation system, and imply that plants, like animals, have complex and redundant regulatory relationships, which might sustain adaptation to the environment and influence evolutionary processes^51,65–67^.

Because cell identity is determined by the activity of TFs, cell-type-specific regulons are important for plant cell differentiation and are targets for crop breeding^68^. We have identified cell-type-specific regulons for different endosperm cell types and dissected their regulatory relationships and biological functions. As an illustration, we confirmed the roles of three essential regulator TFs in the BETL (Fig. 7). Furthermore, the target genes of AL specific regulon HB91 were annotated as “response to inorganic substance”, suggesting they may play an important role in mineral accumulation. As AL cells are known to be important for mineral storage^69,70^, *HB91* and its associated target genes are of particular interest for further analysis in this area.

TFs in plants often act in concert to coordinate gene expression^71^. Regulons in our maize endosperm GRN also coordinately regulate cell type development (Fig. 5). Regulon combinations can form thousands of regulatory relationships, and their modularity also facilitates identification of the mechanisms of gene mutation^72^. Although the regulons we have identified are in endosperm cells, this approach can also be readily applied to other maize tissues. Comprehensive analysis of regulons in all maize tissues using the same strategy should greatly expand the repertoire of regulons and our understanding of the regulon-based regulatory network in this important crop.

Finally, we have made all our data publicly available online (https://www.maize-endosperm.cn), providing a web interface to enable researchers to easily navigate the expression and regulatory network atlas. Our regulatory atlas of the endosperm covers cell clusters/types, and TFs and their targets from early to late differentiation. The web interface provides gene-expression-centric and regulon-centric views. As such, we have created a valuable resource for the broad biological community.

## Methods

### Maize endosperm protoplast isolation

Maize (*Zea mays*) inbred line B73 endosperm protoplasts were isolated as previously described with some modifications^73^. Briefly, 80–100 maize kernels at 6 and 7 DAP were harvested. The endosperms were rapidly separated using a sharp surgical blade and placed on Murashige and Skoog (MS) agar medium, then quickly cut and transferred to a 90 mm Petri dish containing 20 mL of freshly prepared enzyme solution. The enzyme solution contained 1% (w/v) cellulase R-10 (Yakult Pharmaceutical), 0.75% (w/v) macerozyme R-10 (Yakult Pharmaceutical), 0.1% Pectolyase Y-23 (Yakult Pharmaceutical), 0.4 M mannitol, 20 mM KCl and 20 mM MES (pH 5.7). The enzyme solutions were incubated in a 55 °C water bath for 10 min. After being cooled to room temperature, 10 mM CaCl_2_, 0.1% (w/v) BSA and 0.035% (v/v) 2-mercaptoethanol were added and then the entire enzyme solution was filtered through a 0.22 μm filter. The endosperms were digested in the dark at room temperature for 2 h with agitation at 10 rotations per min. Then, an equal volume of releasing buffer (150 mM NaCl, 125 mM CaCl_2_, 5 mM KCl and 20 mM MES) was added to the enzyme mixture and gently shaken for 15 s to release protoplasts. The protoplast-enzyme suspension was filtered through a 70 µm cell strainer and the filtrate was gently horizontally centrifuged at 110 × *g* for 3 min to pellet the protoplasts. The protoplasts were washed twice in 20 ml washing solution (0.5 M mannitol, 10 mM CaCl_2_, 20 mM KCl and 20 mM MES) and filtered twice through a 40 µm cell strainer, then brought to a concentration of 600–1000 protoplasts/µL. Protoplast viability was determined by the trypan blue staining method.

### Single-cell RNA sequencing

The scRNA-seq libraries were generated using the Chromium Single Cell 3′ Reagent v3 Kit with the 10× Genomics protocol. Briefly, protoplasts were loaded onto the chromium chip; then, the Chromium Single Cell Controller Instrument was used to generate single-cell gel beads in emulsions (GEMs). Incubation of the GEMs produced barcoded, full-length cDNA. The GEMs were then broken, and the barcoded cDNAs were cleaned up using Silane magnetic beads and amplified via PCR. After fragmentation, end-repaired and A-tailing, index adapters were ligated, and barcoded cDNA libraries were constructed. The amplified libraries were sequenced on the NovaSeq platform (Illumina) to by Berry Genomics (Beijing) generate 150-bp paired-end reads, according to the manufacturer’s instructions.

### DNA affinity purification sequencing

The ampDAP-seq experiment was performed as previously described with modification^74^. Briefly, genomic DNA (gDNA) was extracted from the leaves of the maize inbred line B73. PCR-amplified gDNA libraries were prepared using the TIANSeq DirectFast Library Kit (cat. no. NG101, TIANGEN) according to the manufacturer’s instructions. Full-length maize TF coding sequences were cloned from maize endosperm cDNA into the NotI and AscI sites of pUC57-Halo using MultlF Seamless Assembly Mix (cat. no. RM20523, ABclonal). TFs were synthesized using TNT SP6 High-YIELD Wheat Germ Master Protein Expression System (cat. no. L3260; Promega) according to the manufacturer’s instructions. Halo-fusion protein was bound to Magne HaloTag Beads (cat. no. G7281; Promega) and washed three times using TBSN buffer (100 mM Tris buffer, pH 7.5, 50 mM NaCl and 0.005% NP-40). Then, 500 ng gDNA libraries was added and incubated at room temperature for 1.5 h. After incubation, the beads were washed four times. Beads were resuspended in 30 µl of EB buffer to recover DNA. The recovered DNA was cleaned up with Silane magnetic beads and amplified via PCR. Two successive rounds of affinity purification were performed. The final PCR products were cleaned with Silane magnetic beads and sequenced on the NovaSeq platform (Illumina) by Berry Genomics (Beijing) to produce 150-bp paired-end reads.

### Bulk RNA-seq

Twenty maize B73 endosperms obtained at 6 and 7 DAP were pooled to extract total RNA with an RNAprep Pure Plant Kit (cat. no. DP441, TIANGEN), respectively. Three biological replicates were made from the kernels of three independent ears of maize. cDNA libraries were constructed following Illumina standard protocols and sequenced on the NovaSeq platform (Illumina) by the Berry Genomics company (Beijing) to produce 150-bp paired-end reads.

### mRNA in situ hybridization

mRNA ISH was performed as described previously with some modifications^56^. Briefly, sequences of marker-gene cDNAs were used to design the probes. All probes were synthesized and labeled using the DIG RNA Labeling Kit (SP6/T7) (cat. no. 11175025910, Roche) according to the manufacturer’s instructions. 7 DAP kernels of the B73 inbred line were formalin-fixed and paraffin-embedded for sectioning. 8 μm sections were hybridized with the labeled probes, reacted with anti-digoxigenin-alkaline phosphatase (AP) (cat. no. 11093274910, Roche), and detected using nitro-blue tetrazolium chloride (NBT) and 5-bromo-4-chloro-3′-indolyphosphate p-toluidine salt (BCIP) stock solution (cat. no. 11681451001, Roche). Relevant primer sequences are given in Supplementary Data 26.

### Dual-luciferase transient transcriptional activity assay

The dual-luciferase transient transcriptional activity assay was performed as previously described^75^. To generate promoter reporters for the assays, the 1000-bp promoter fragment upstream of the transcription start site (TSS) of the genes were inserted at the Kpn1 and HindIII sites of pGreenII 0800-LUC using MultlF Seamless Assembly Mix (cat. no. RM20523, ABclonal). 35 S:TF effectors were created by inserting their coding sequences into the HindIII and XbaI site of the pHB vector using the MultlF Seamless Assembly Mix. The empty vector was used as a negative control. We performed transient dual-luciferase assays in mesophyll protoplasts of maize B73 etiolated leaves. Firefly luciferase (LUC) and Renilla luciferase (REN) activities were measured with dual-luciferase assay reagents (cat. no. E1960; Promega) using a microplate reader (SPARK, TECAN). We calculated the ratio between LUC and REN activities with at least three biological replicates. Relevant primer sequences are given in Supplementary Data 26.

### ampDAP-seq analysis

Trimmomatic (version 0.39)^76^ was used to trim the fastq files as follows: ILLUMINACLIP: TruSeq3-PE-2.fa:2:30:10, LEADING:3, TRAILING:3, SLIDINGWINDOW:4:15, HEADCROP:0, MINLEN:75; and bowtie2 (version: 2.4.1)^77^ was used to align them to the B73 v4 reference genome with the following parameters: -I 75 -X 1000 --no-discordant --no-mixed. The “MarkDuplicates” tool of Picard (version 2.25.6) was used to remove the duplicates formed by PCR amplification. Peaks were identified using GEM (version 3.4)^78^ using a background subtraction sample of the pUC57-Halo control sample. Peak identification was identified using the following parameters: --k_min 4 --k_max 12 --fold 3 --q 3 --nrf --outNP --outHOMER –outMEME. Individual datasets were transformed into bigWig format using bamCoverage from deepTools (version 3.5.1) with a bin size of 100 bp and normalized by counts per million (CPM) for visualization. Integrative Genomics Viewer (IGV) (version 2.10.0) was used to visualize the bigWig files. Peak annotation was performed with the B73 v4 reference genome annotation file created by maize TxDb based on GenomicFeatures (version 1.44.0)^79^, and then ChIPseeker (version 1.28.3)^80^ was used to determine peak annotation. The promoter region was defined as the 3000 bp region upstream and downstream of the TSS. To identify target genes for the regulons, high-confidence target genes were defined as those having a peak within 1 kb upstream and 1 kb downstream of the TSS.

### Analyzing the detection and enrichment of transcription factor binding sites

First, the top 600 peaks were sorted based on their *q*-value and fold enrichment. Then, the 200 bp sequence located at the summit of each peak was analyzed for enriched motifs using two methods. De novo motifs were identified using MEME-ChIP from the MEME software toolkit (version 5.5.1)^81^, whereas known motifs from the JASPAR 2022 database were detected using TOMTOM^82^ and Centrimo^83^ from the same toolkit.

### Bulk RNA-seq analysis

Trimmomatic (version 0.39)^76^ was used to trim the sequence reads, and STAR (version: 2.7.5c)^84^ was used to align them to the B73 v4 reference genome. Gene-expression levels for uniquely mapped reads were computed with featureCounts (version 2.0.1)^85^. To conduct a correlation study of gene expression comparing endosperm tissues before and after protoplast preparation, as well as between the bulk RNA-seq and the integrated scRNA-seq data, the log_2_(mean CPM+1) expression levels for each gene were computed and the Pearson correlation coefficient (PCC) was calculated in R.

### Cell-type clustering and marker-gene identification

The scRNA-seq data at 6 and 7 DAP samples were aligned and counted using the Cell Ranger pipeline (version 4.0). For additional data analysis, the raw count matrix was imported into R using the Seurat (version 4.0.3) package^86^. Cells with less than 500 but more than 7500 features were filtered, as were cells with fewer than 1000 counts and cells with a log_2_(feature/count) of less than 0.8. The data was then normalized using the “NormalizeData” function with the LogNormalize method and a scaling factor of 10,000. We identified variable genes using the “FindVariableGenes” function with the vst method and selected 2000 features. The data was then scaled using the “ScaleData” function. We performed principal component analysis (PCA) using the “RunPCA” function and retained 50 principal components. The significance of the PCA scores was determined using the “JackStraw” function, and all datasets were integrated using Harmony^87^, clustered according to resolution = 0.75, and the clustering binning results visualized using the Seurat functions RunUMAP and RunTSNE (dim = 1:50), respectively. In order to address the impact of cell cycle heterogeneity on cell clustering, the “CellCycleScoring” function was utilized to determine the cell cycle score for each individual cell, based on the cycling orthologous genes found in rice and maize known cycling gene (Supplementary Data 3). The “ScaleData” function was then employed to eliminate these cell cycle effects, utilizing the “vars.to.regress” parameter. When selected clusters were extracted to generate plots, the data was re-normalized and re-scaled prior to the downstream analyses. The function FindAllMarkers (Wilcoxon rank-sum test, min.pct = 0.3, logfc.threshold = 0.25) was used to find all the marker genes in each cluster. Temporal differential expression for each cell type was analyzed using the Seurat package’s FindAllMarkers(Wilcoxon rank-sum test, min.pct = 0.3, logfc.threshold = 0.25) function, treating each cell as a replicate and applying Bonferroni correction for p-value adjustment.

### Doublet detection

DoubletFinder algorithm (version 2.0.3)^88^ was employed to identify potential doublets by utilizing three input parameters: expected real doublets (nExp) calculated as the cell count divided by 100,000, artificial doublets (pN) set at 0.25, and neighborhood size (pK). To infer the optimal pK value, paramSweep_v3, summarizeSweep, and find.pK functions were used for a more comprehensive analysis.

### Identification of one-to-one orthologs

To identify homologous genes between maize and rice, we downloaded the maize and rice immediate homologous gene correspondence table from maizeGDB (https://download.maizegdb.org/Zm-B73-REFERENCE-GRAMENE-4.0/Orthologs/ZmB73v4.Gramene_53.rice_orthologs.txt), and the correspondence was divided into one-to-one immediate homologs, one-to-many groups, and many-to-many groups, and we used only one-to-one immediate homologs for the conversion.

### Gene ontology enrichment analysis

GO enrichment analysis was performed with gprofiler2 (version 0.2.0)^89^ in R. The default hypergeometric test was employed for determining statistical significance. The g:SCS (graph-based stratified Cox-Snell) algorithm was used for multiple testing correction.

### Pseudotime analysis

The Monocle2 (version 0.2.1)^90^ and CytoTRACE (version 0.3.3)^91^ programs were used to analyze cell differentiation throughout pseudotime and determine the destiny of individual cells. An analysis was performed on a portion of the raw data with target clusters to investigate the developmental trajectory of particular cell types. The specific steps were as follows: First, the dispersiontable () function was used to determine the variation across cells in the expression of each gene. The highly variable genes were ordered according to their average expression. Second, we used the reduceDimension function (set max components = 2, method = ‘DDRTree’) to reduce the dimensionality. The cells were finally placed in order using the orderCells () function. Plot cell trajectory in Monocle2 was used to create the trajectory. The differentiation potential of the cells was investigated using CytoTRACE; all settings were left at their default values. CytoTRACE scores range from 0 to 1, with lower values indicating more differentiation and higher values indicating less differentiation.

### Cellular differentiation score

Bulk RNA-seq data from endosperm of 6 and 7 DAP at two different stages of endosperm development were analyzed using edgeR (version 3.34.0)^92^. The significantly expressed genes were identified based on the following criteria: a FDR (False Discovery Rate) of less than 0.05 and a log_2_-fold change greater than 2, with endosperm from the 6 DAP period serving as the control group. The gene signature scores (GSCs) of 6 and 7 DAP marker genes were calculated using UCell (version 1.0.0)^93^. The cellular differentiation score was calculated as a log_2_ ratio of all 7 DAP/6 DAP marker genes GSCs.

### Identifying regulons and inferring their activity

GRNboost2 (version 0.1.6)^94^ was used to generate GRNs from scRNA-seq data. The single-cell expression matrix and TF list were used to identify coexpression modules between TFs and probable target genes, averaging 40× results to obtain reliable coexpression modules. The top 1 million regulatory pairs were extracted to form the top-ranked GRN. TF direct target genes for each coexpression module were inferred from the high-confidence target genes in the ampDAP-seq, DAP-seq and ChIP-seq of the associated TF. Next, each regulon was defined as a collection of TFs and their direct target genes. The result was visualized by Cytoscape (version 3.8.0)^95^. AUCell (version 1.14.0)^96^ was used to identify cells with an active regulon in single-cell RNA-seq data. The regulon active scores (RAS) in each individual cell were determined by the area under the recovery curve. In order to calculate the RAS, we separately checked whether the genes in the regulon were within the top 1%, top 5%, top 10%, top 15% and top 20%, and then determined the most appropriate parameters for each regulon (Supplementary Data 21). The RAS estimates the proportion of genes in the regulon that are highly expressed in each cell. The function “AUCell_exploreThresholds()” was used to automatically plot all histograms and calculate several thresholds that can be used to consider regulon “activity”, using the default threshold.

### Defining regulon specificity scores

A previously published entropy-based approach was used to calculate regulon specificity scores (RSS) to assess a regulon’s cell-type specificity^97^ in R with the package philentropy (version 0.5.0). The RAS matrix was used as the input matrix to calculate RSS. The top 5 most specific regulons were displayed using the R package ggplot2 (version 3.3.5).

### Regulon module analysis

The connection specificity Index (CSI)^98^ was used to discover regulon modules. The CSI is a context-dependent metric for detecting particular associated partners. The assessment of CSI is a two-step process. Firstly, the PCC of activity ratings for each pair of regulons is determined. The CSI of regulon P and regulon Q is defined as the proportion of all regulon pairs correlated with P, Q for which the PCC is less than PCC(P, Q). The larger the CSI, the greater the correlation between regulon A and regulon B.

The CSI of regulons P and Q is calculated as follows:

$${m}_{i}^{P,Q}=	 \left\{\begin{array}{cc}1 & {{{\rm{PCC}}}}\left(P,i\right) \, < \, {{{\rm{PCC}}}}(P,Q)\,{{\mbox{or}}}\,{{{\rm{PCC}}}}(Q,i) \, < \, {{{\rm{PCC}}}}(P,Q)\\ 0 	 {{\mbox{others}}}\hfill\end{array}\right.\\ {{{\rm{CSI}}}}(P,Q)=	 \frac{\mathop{\sum}\limits_{i}{m}_{i}^{P,Q}}{{(N-2)}^{2}}$$

*N* stands for the number of regulons.

Hierarchical clustering with complete linkage was performed based on the CSI matrix to identify different regulon modules. Additionally, 5 was selected as a cutoff for the regulon association network in order to examine the connection between various regulons. The relationship between different regulons was visualized by Cytoscape (version 3.8.0)^95^. The activity score associated with a cell type for each regulon module is defined as the average of the activity scores of its regulon members in all cells within that cell type. The result was then displayed on a UMAP plot.

### Quantifying cluster relationship

The association between various cell types was assessed based on the similarity of total regulon activities, which was defined by the PCC, using the gene regulatory network analysis as a reference (Supplementary Data 22). The results were visualized with Cytoscape (version 3.8.0).

### Identification of mutant

We generated *mybr29* CRISPR-Cas9 transgenic lines using the simplex strategy, as previously described^99^. Specifically, the 20-bp target editing sequence is located within the first exon of MYBR29 (GAGTGTCTCCGAGATCAAGA). Agrobacterium-mediated maize transformation was employed, following the same procedure as for the simplex strategy. To ensure genetic stability, both *mybr29-1* and *mybr29-2* were backcrossed to the B104 genetic background for at least two generations. Lu et al.^100^ identified two single mutants, *mybr19* and *ereb108*, in a large population of sequence-indexed mutations resulting from EMS mutagenesis. These mutants can be obtained through the website http://elabcaas.cn/memd/. Segregating F_2_ ears were utilized in this study. The CRISPR-Cas9-targeted site and EMS-targeted site were amplified from genomic DNA with specific primers (Supplementary Data 26), and the PCR product was analyzed by Sanger sequencing for genotyping.

### MP3RNA-seq and qRT-PCR of mutant

At 8 DAP, 5–10 maize endosperms of the wild type and mutant of the three genes were collected, and total RNA was extracted using the RNAprep Pure Plant Kit (cat. no. DP441, TIANGEN). Three biological replicates were extracted from the kernels of three independent maize ears library construction using the MP3RNA-seq method^101^. cDNA libraries were constructed following Illumina standard protocols and sequenced on the NovaSeq platform (Illumina) by the Berry Genomics company (Beijing) to produce 150-bp paired-end reads. qRT-PCR was performed using SuperReal PreMix Plus (SYBR Green; TIANGEN, Beijing, China; cat. no. FP205) on a CFX96 Real-Time PCR System (Bio-Rad, Hercules, CA, USA) to analyze gene-expression levels. Three independent RNA samples from the kernels of three F_2_ ears were used as biological replicates to ensure reproducibility. The expression of maize 18s was used as an internal control for normalization of gene-expression data. The 2^−ΔΔCt^ method was used to calculate the relative gene-expression level^102^. The primer sequences used for qRT-PCR are provided in Supplementary Data 26.

### MP3RNA-seq analysis

The analysis method is as described in the previous^101^. In brief, raw sequencing reads were sorted into different libraries based on the index read and further separated into different samples based on barcode sequences. Reads were aligned to the respective reference genomes using Hisat2 (version 2.2.1)^103^ software, and duplicates were removed using UMI sequences. CPM was used to measure gene-expression levels, we removed the genes with expression values greater than 50%, differentially expressed genes (*q*-value < 0.05) between the samples were identified using the R package edgeR^92^ (version 3.34.0).

### Cell wall staining

Cell wall staining was performed as described^24^. Briefly, we prepared sections of the 10 DAP maize seed mutant and wild type, the sections were subjected to cellulose staining using 0.1% calcofluor Fluorescent Brightener 28 (Sigma-Aldrich), a commonly used fluorescent dye for cellulose detection. Upon excitation by 405 nm light, fluorescence signal was detected under a Zeiss LSM880 confocal microscope, cellulose-containing primary walls exhibit dark blue fluorescence, while newly deposited wall thickenings appear as light blue fluorescence. This staining method allowed for visualization and localization of cellulose in the plant cell walls.

### Statistical analysis

Statistical analyses for Figs. 3f, 7b, h, i, j, Supplementary Figs. 16e, and 20d, g, h were conducted using a two-tailed Student’s t-test via GraphPad Prism 9, with no adjustments for multiple comparisons. For Supplementary Fig. 14d, the hypergeometric test was employed; Supplementary Fig. 14e utilized the χ2 test, and Supplementary Fig. 20c applied Fisher’s exact test, all performed using R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Supplementary Data 20

Supplementary Data 21

Supplementary Data 22

Supplementary Data 23

Supplementary Data 24

Supplementary Data 25

Supplementary Data 26

Supplementary Data 27

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq, bulk RNA-seq and DAP-seq source data are deposited at the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/) under the SuperSeries accession number GSE201701. A genome browser displaying mapped reads is available at https://dap-seq.maize-endosperm.cn/. To facilitate researchers, we have provided a list correlating gene symbols with their respective gene IDs (Supplementary Data 27). Source data are provided with this paper.

# Supplementary material for: Decoding the gene regulatory network of endosperm differentiation in maize
**Source:** Nat Commun. 2024 Jan 2;15:34. doi: 10.1038/s41467-023-44369-7
**Supplement:** Supplementary file 1 — Supplementary Information

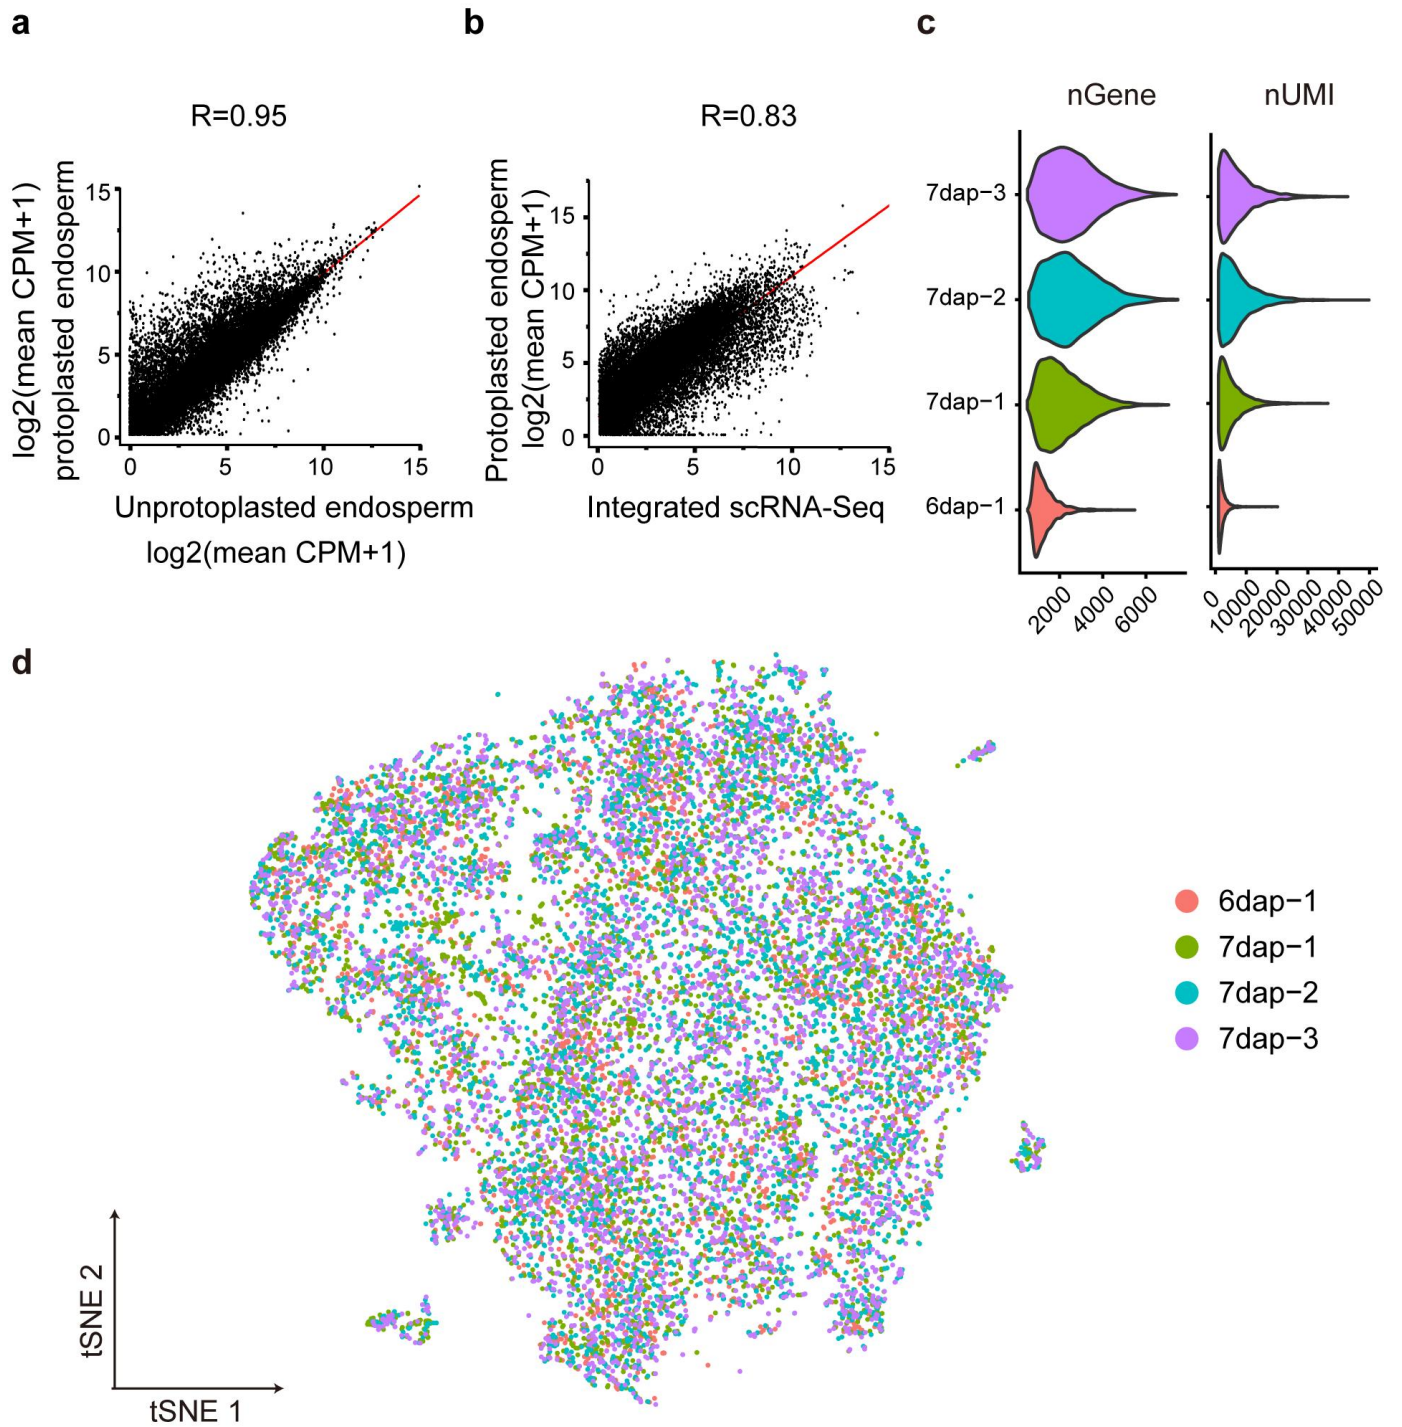

**Supplementary Fig. 1. Summary of the maize endosperm scRNA-seq.** **a**, Correlation between the bulk RNA-seq gene expression measurements before and after protoplasting. **b**, Correlation between the merged single-cell and bulk RNA-seq measurements of gene expression from the protoplasts. **c**, **d**, Quality control parameters (gene and read counts) (c) and tSNE plot (d) for all samples sequenced.

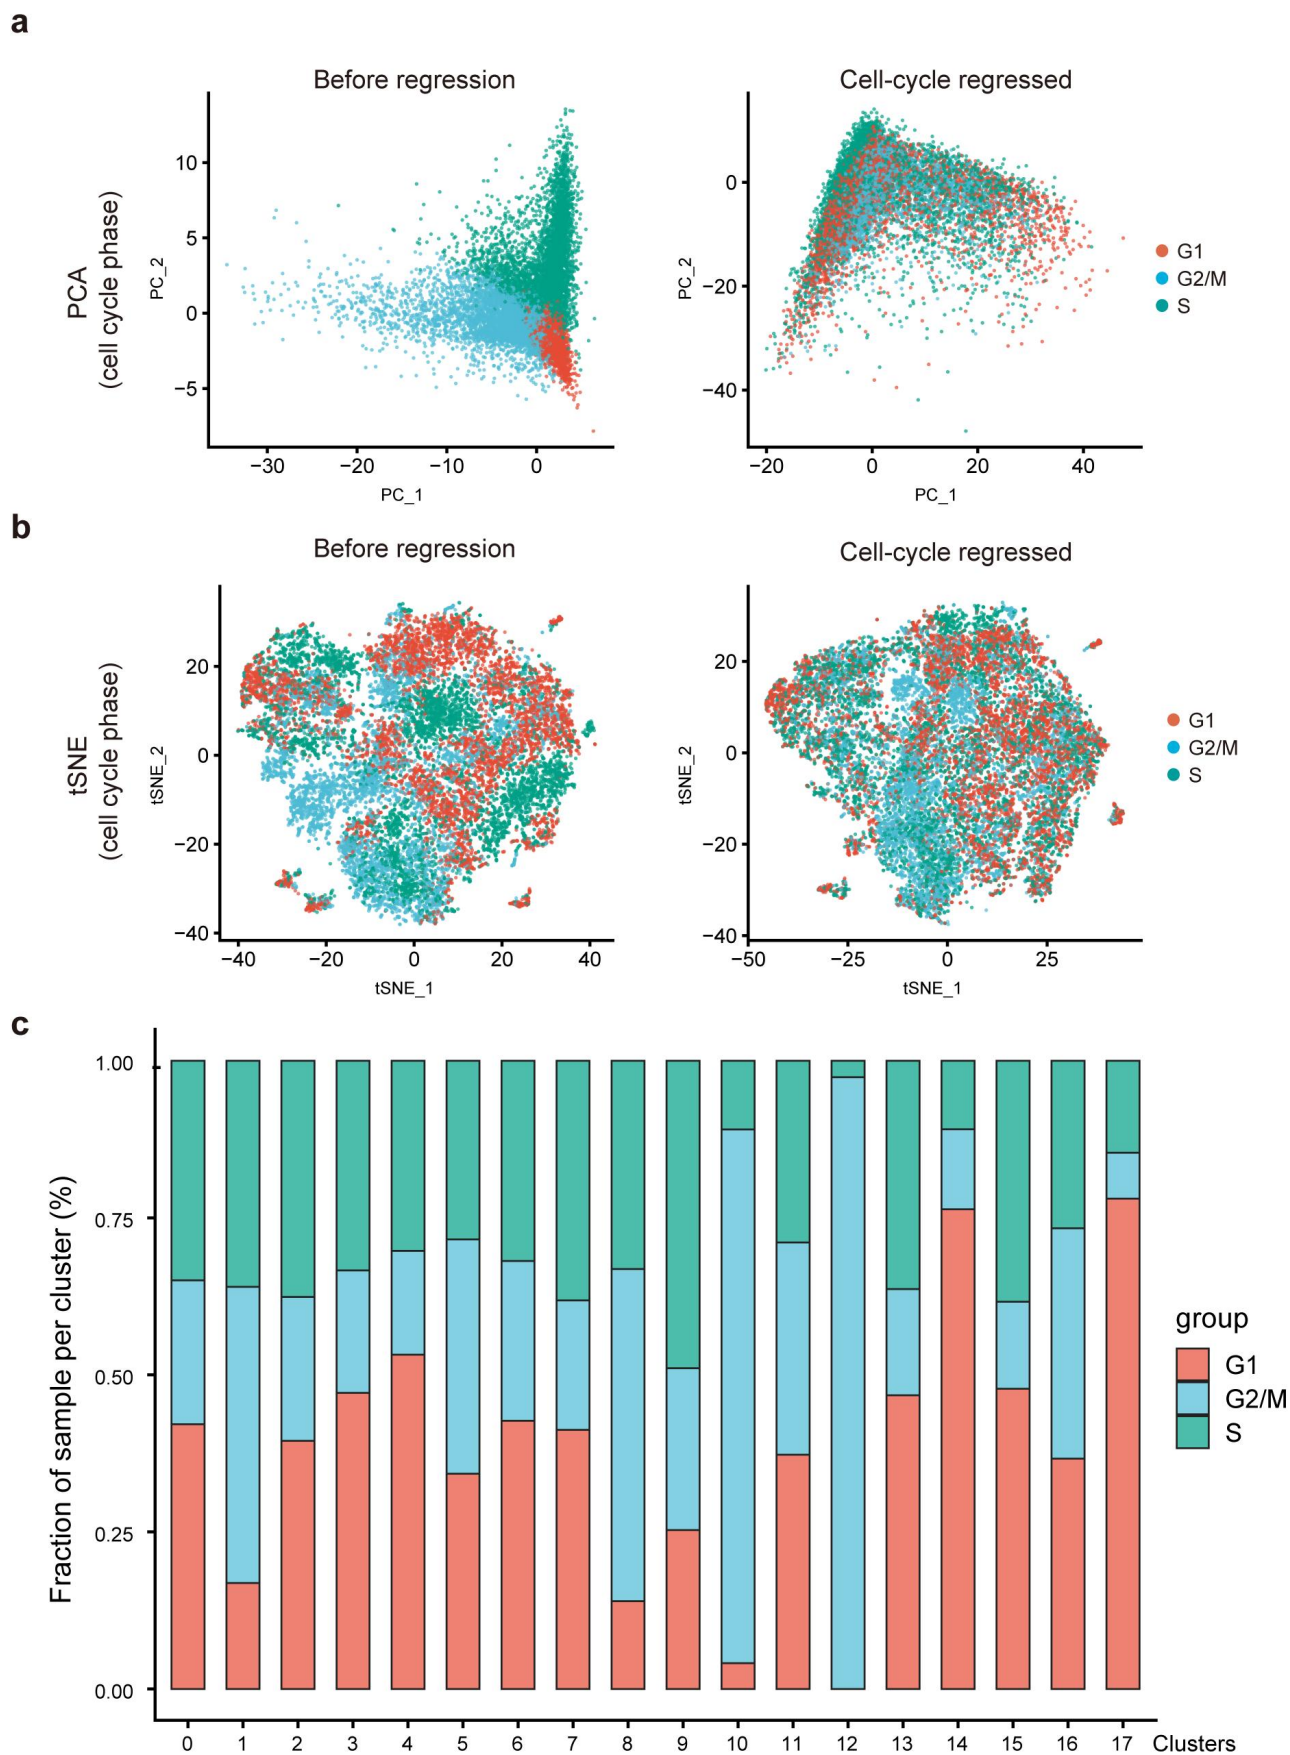

**Supplementary Fig. 2. Cell clustering is not driven by the cell cycle. a,** PCA plots show the predicted cell cycle phases before and after regression cell cycle. **b,** tSNE plots show the predicted cell cycle phases before and after regression cell cycle. **c,** The bar plot shows the proportion of cells in each stage per cluster after regression cell cycle.

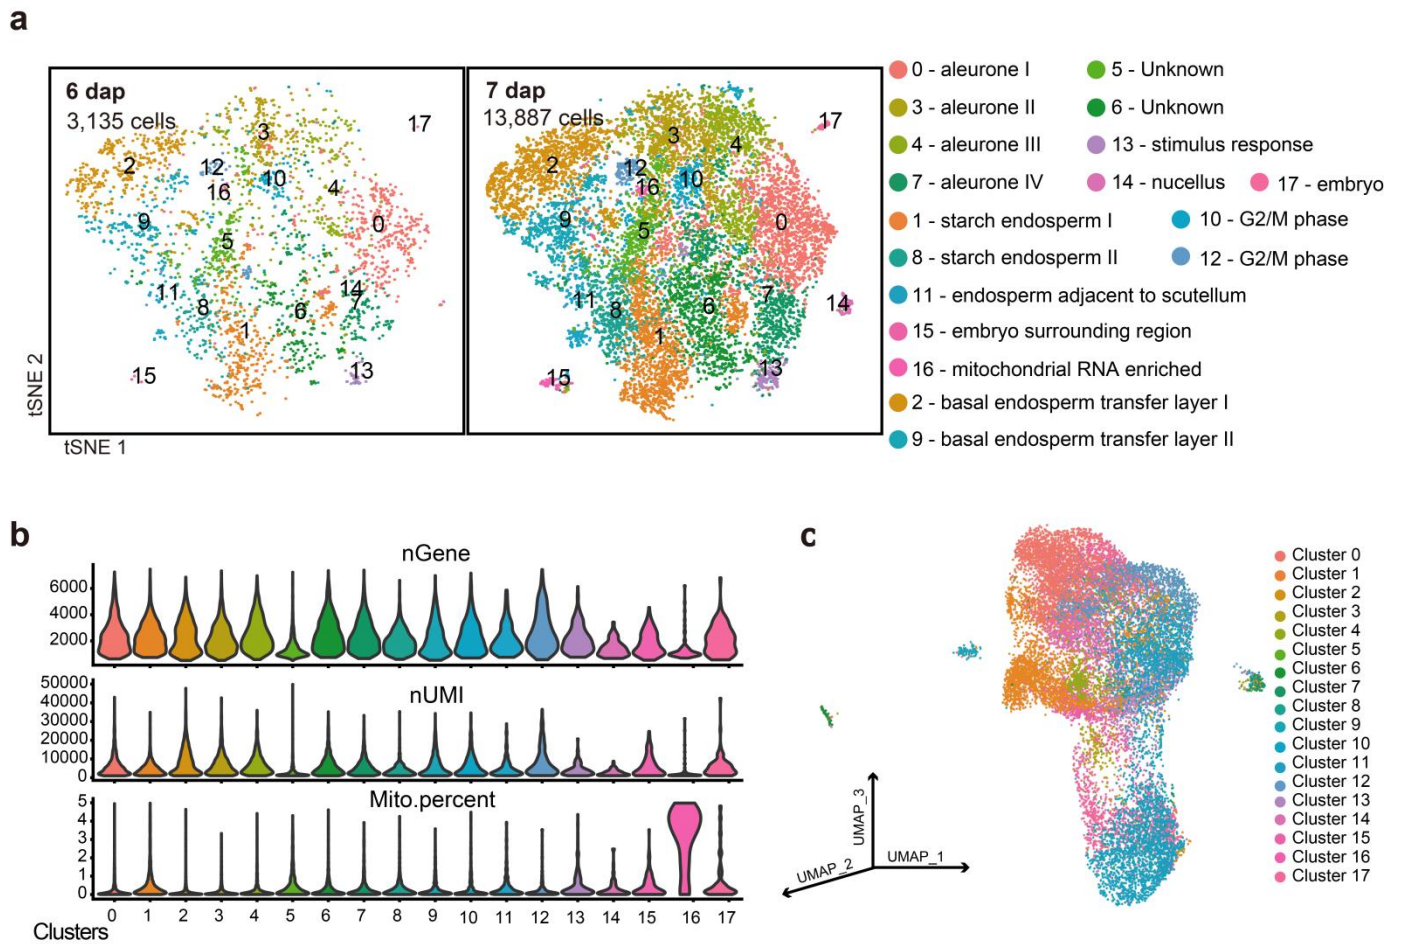

**Supplementary Fig. 3. Summary of the cell clusters.** **a**, Clustering analysis identifying 18 clusters from the developing maize endosperm at 6 and 7 DAP. **b**, Quality control parameters (gene and read counts) for the identified 18 clusters. **c**, Visualization of cell clusters by 3D UMAP scatterplots.

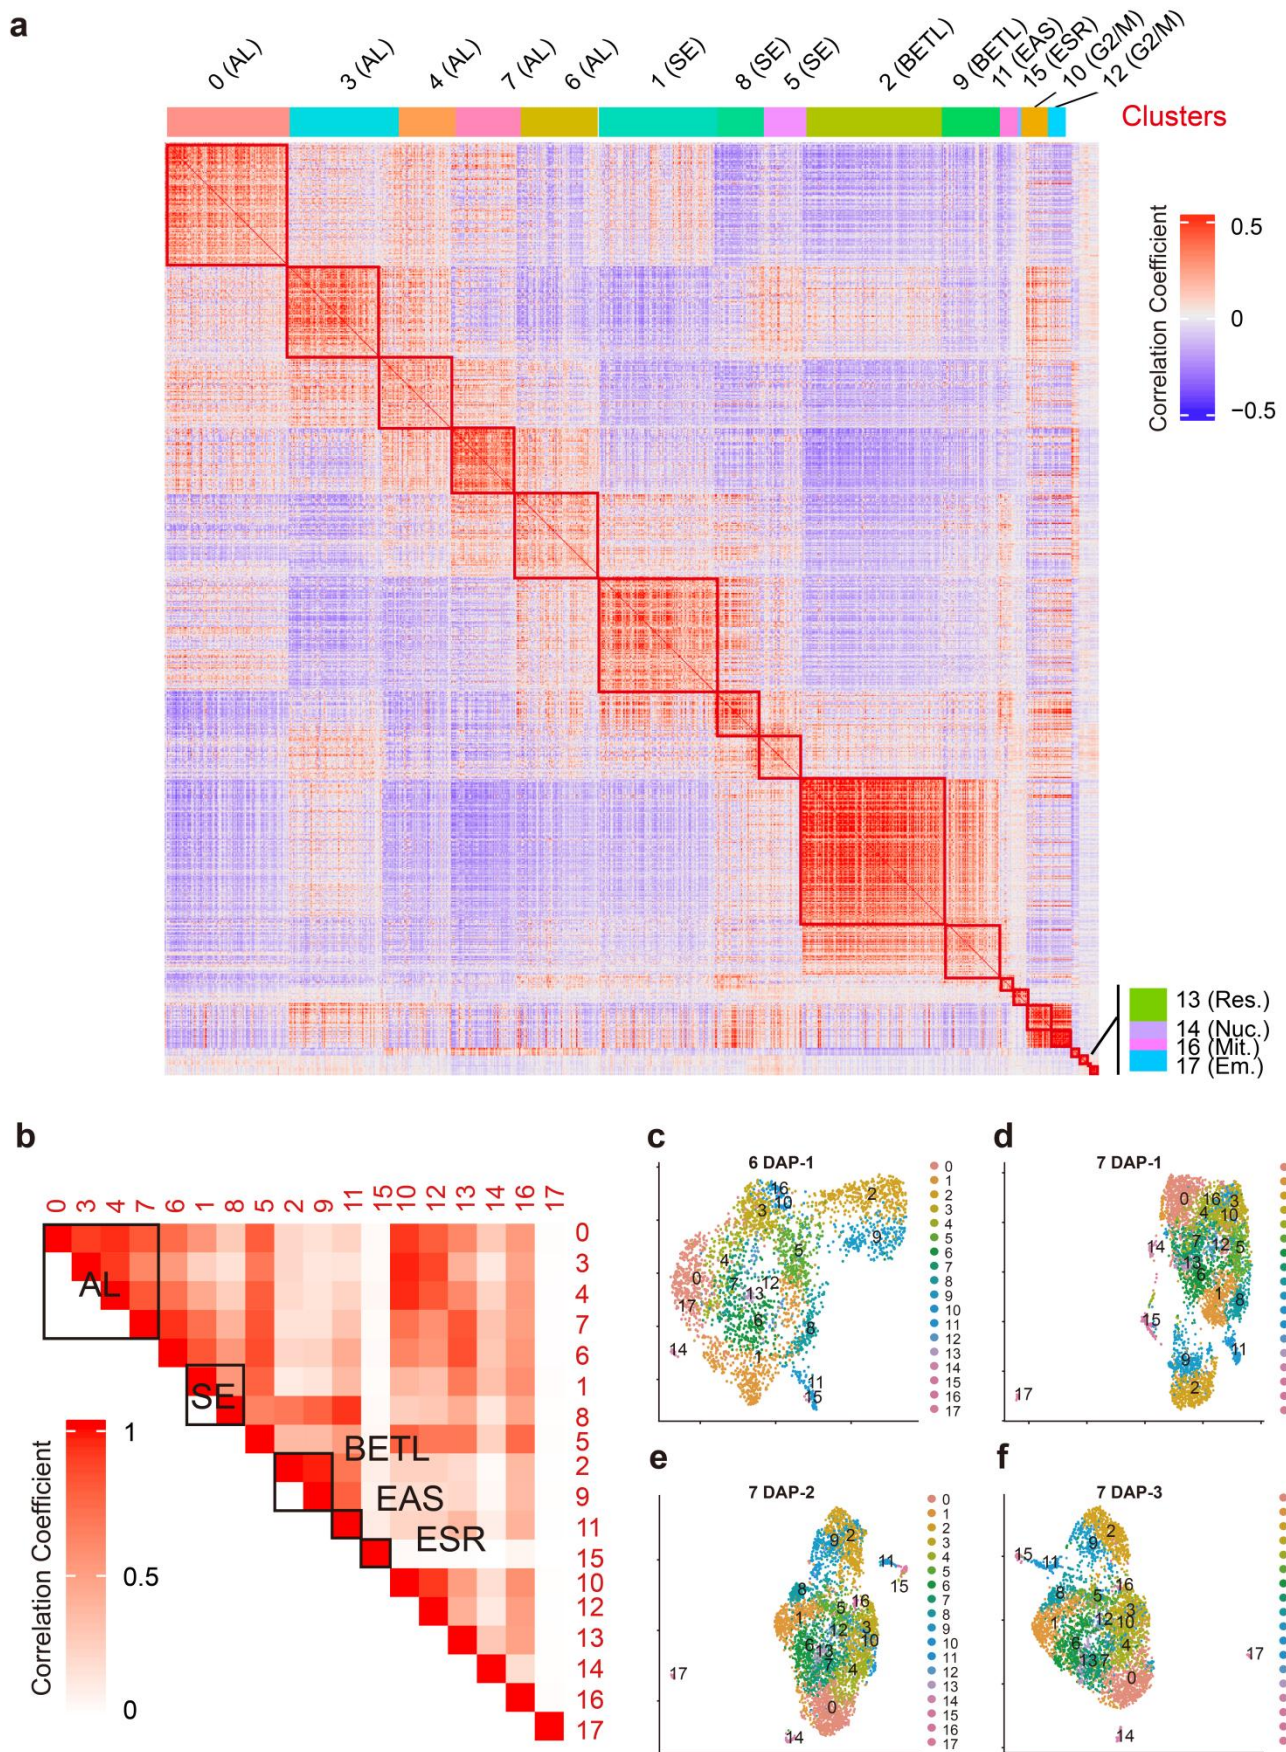

**Supplementary Fig. 4. Cell clustering in each individual replicate sample.** **a**, Heatmap showing the correlation between metacells calculated with 2000 highly variable genes. **b**, Heatmap showing the correlation between cell clusters calculated with 2000 highly variable genes. **c-f**, UMAP plots shows the clustering of 4 individual data sets.

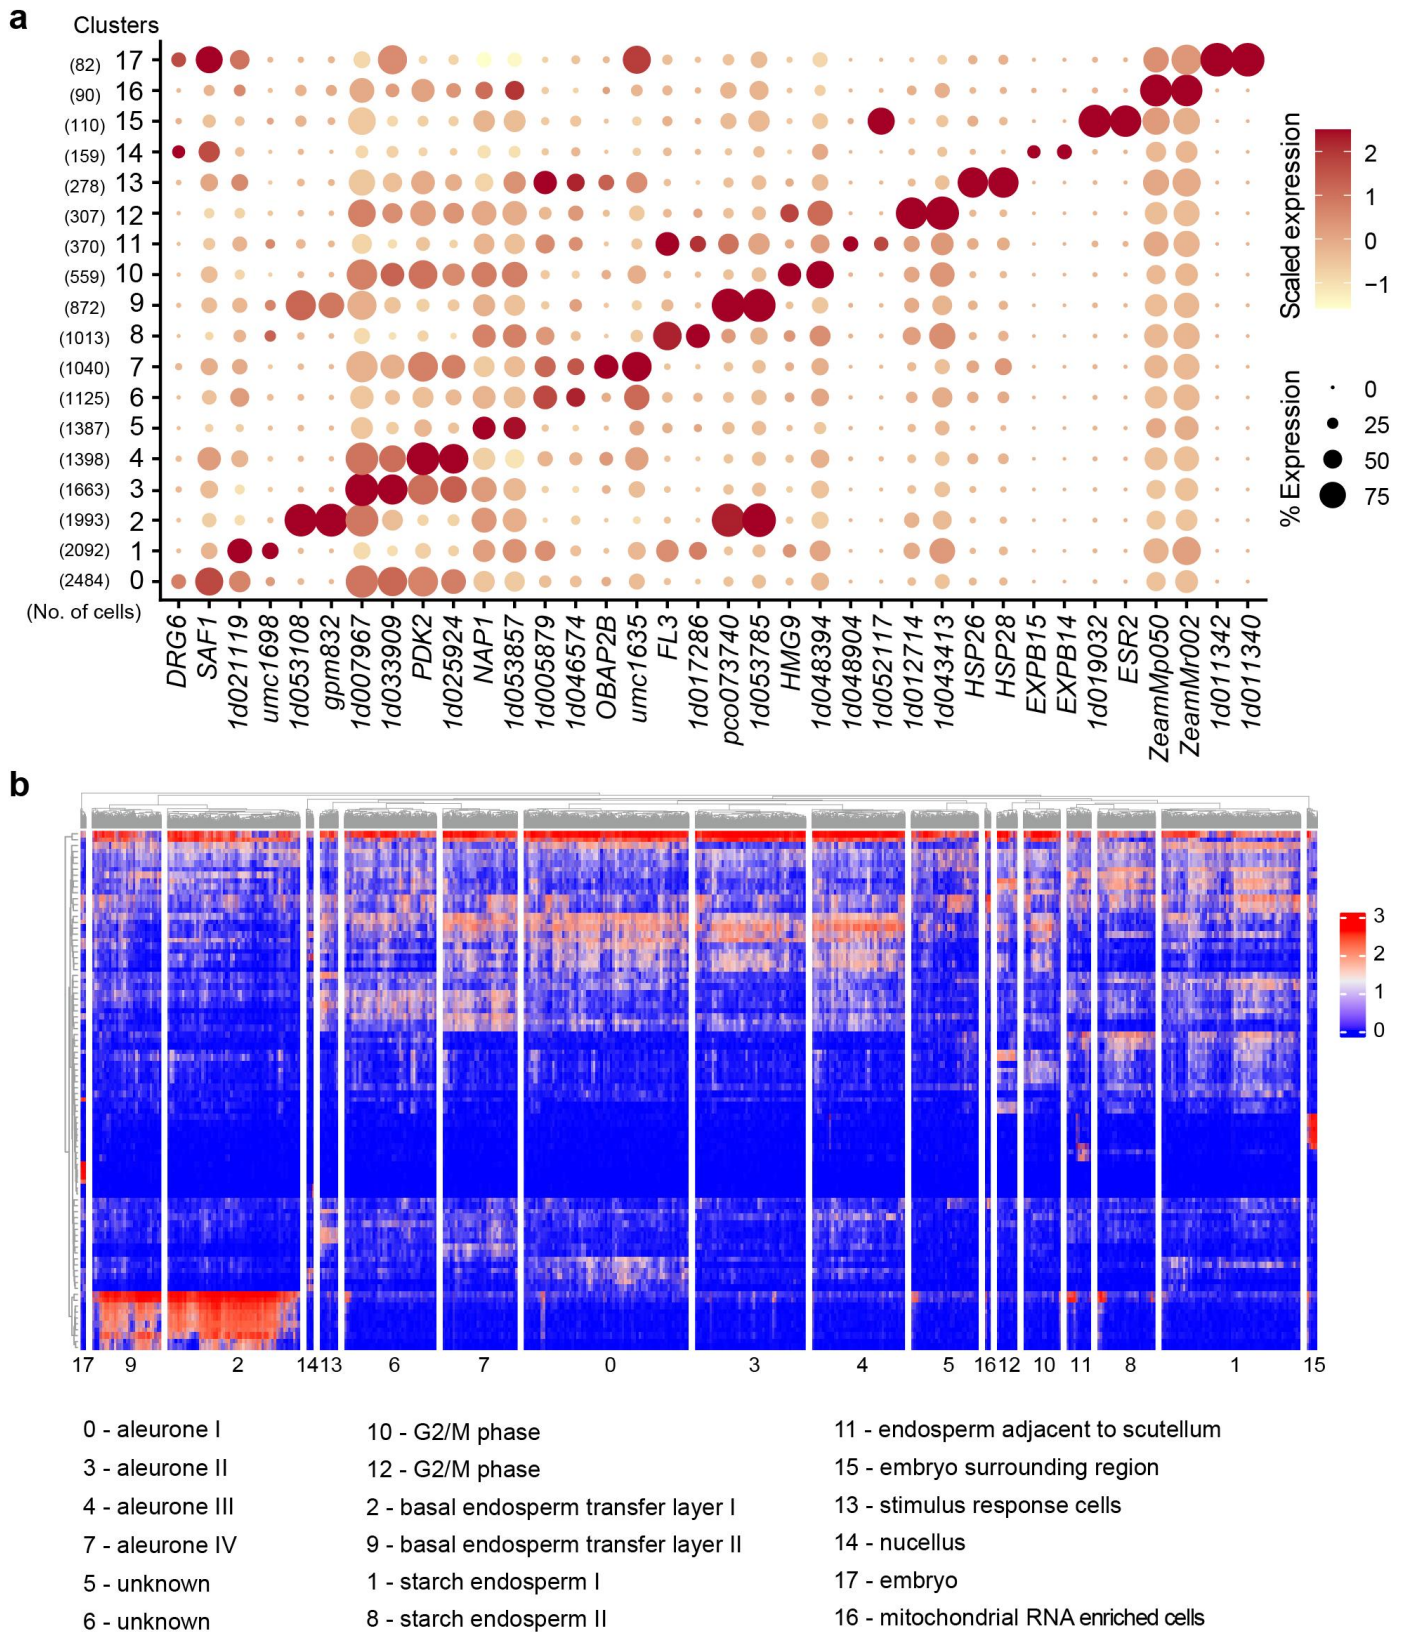

**Supplementary Fig. 5. Identification of the cell cluster enriched genes.** **a**, Dot plot of the top two enriched genes identified by differential gene expression analysis for each cluster. Circle size indicates the percentage of cells expressing the marker and color represents the scaled expression value. **b**, Heatmap depicting expression patterns of identified marker genes for 18 clusters. The colors from blue to red represent low to high expression levels.

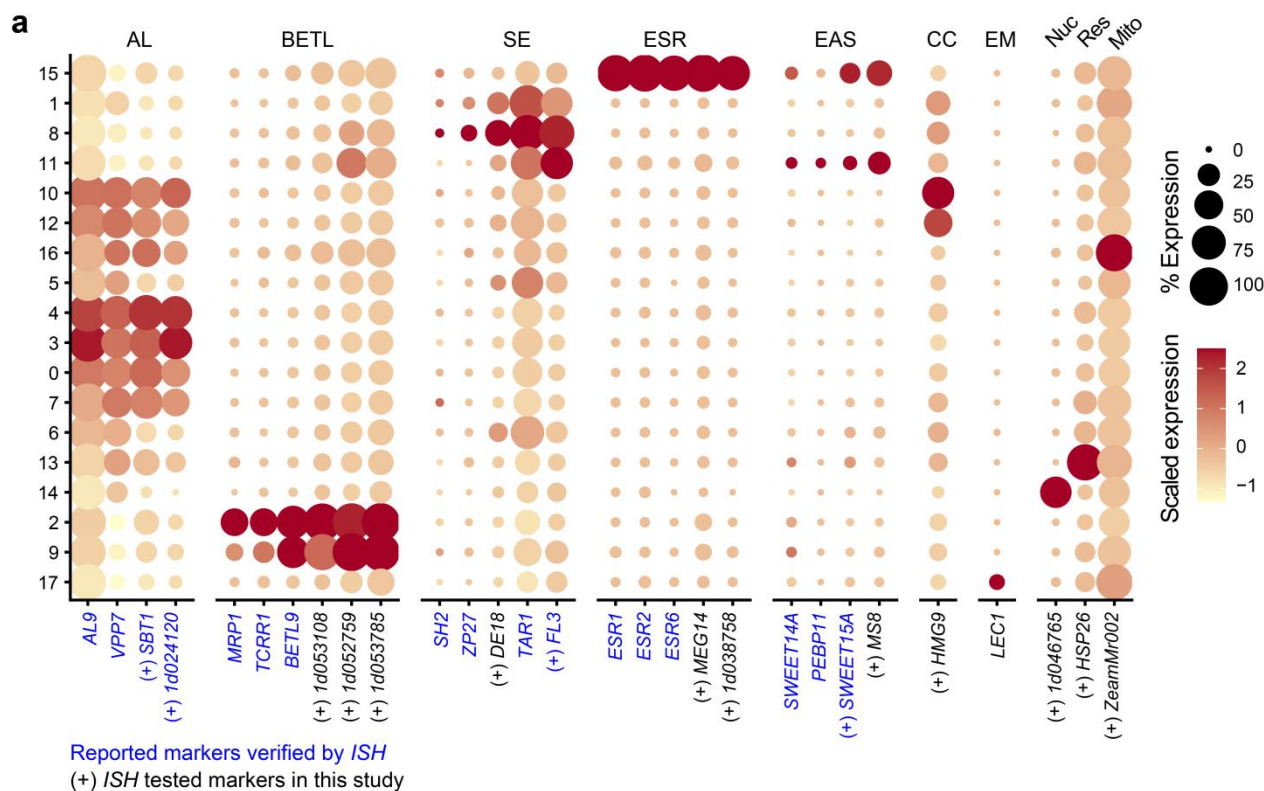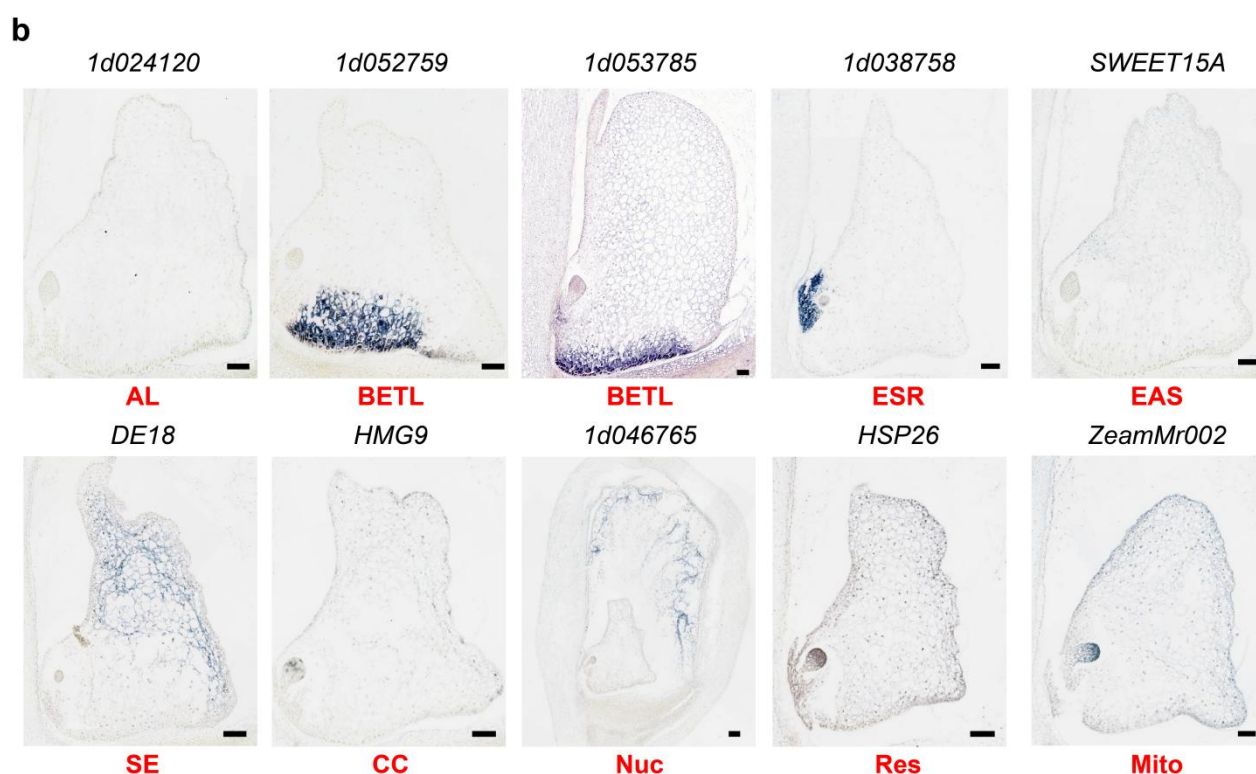

**Supplementary Fig. 6. Prediction and validation of the cell identity of each cluster.** **a**, Dot plot of the selected 29 reported marker genes in different maize endosperm cell types. Aleurone (AL), basal endosperm transfer layer (BETL), embryo surrounding region (ESR), endosperm adjacent to scutellum (EAS), starch endosperm (SE), embryo (EM), CC (Cell Cycle), nucellus (Nuc), stimulus response (Res), mitochondrial RNA enriched (Mito). **b**, mRNA *in situ* hybridization (ISH) of selected marker genes validates the predicted cell types of each cluster; scale bars, 100  $\mu$ m. Experiments were repeated three times with similar results.

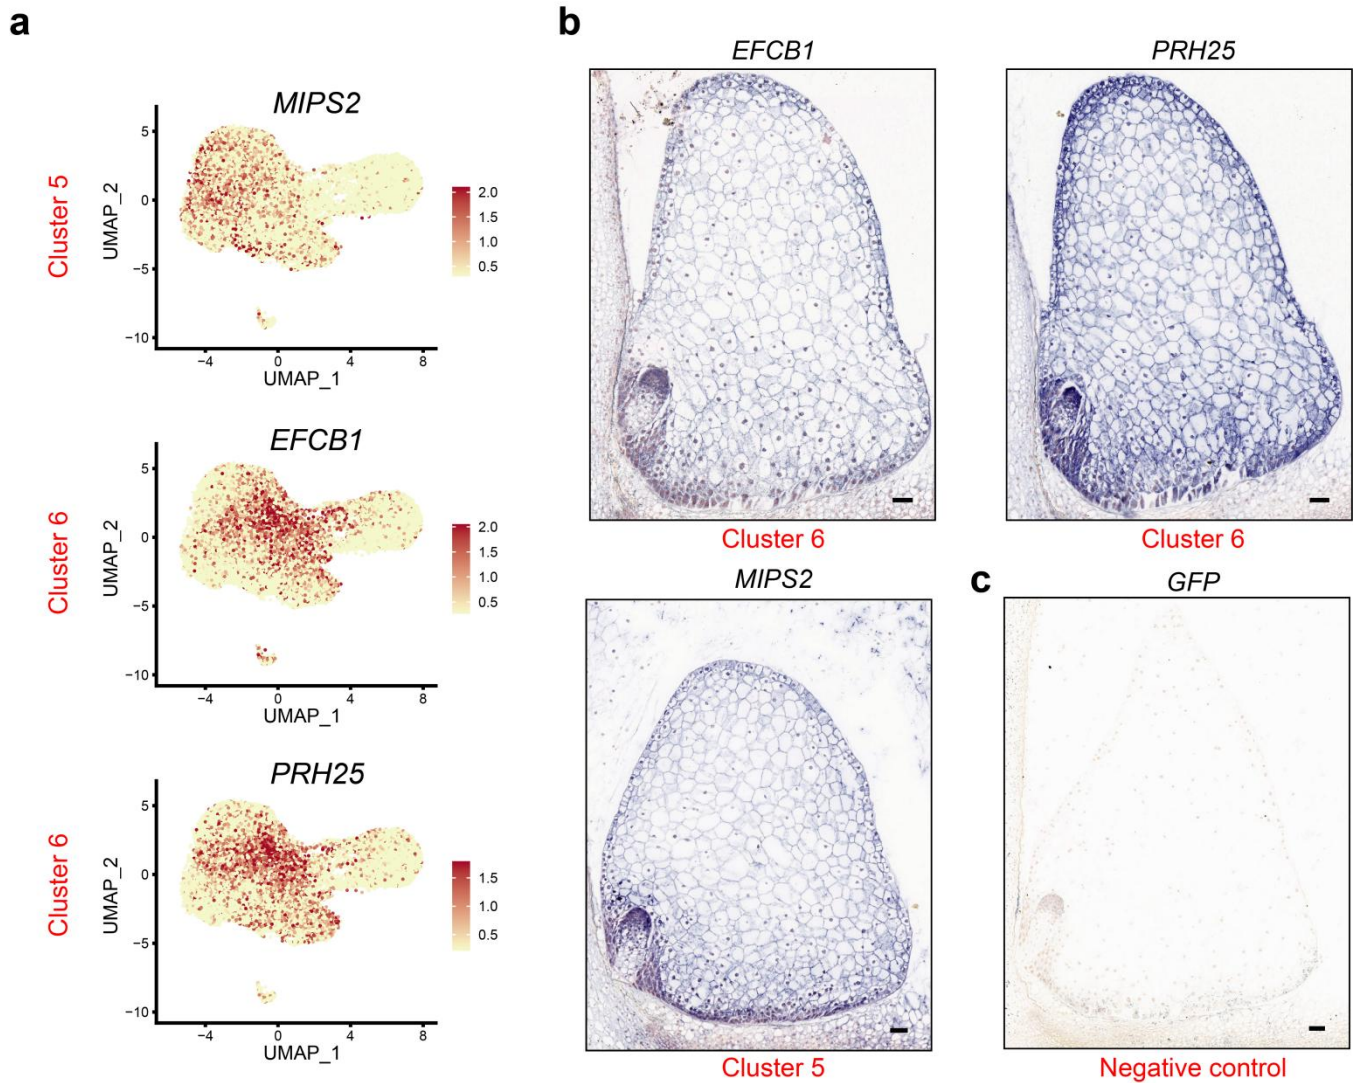

**Supplementary Fig. 7. Validation of the cell identity of cluster 5 and 6.** **a**, Feature plots of the selected marker genes in cluster 5 and 6. **b**, mRNA in situ hybridization (ISH) of cluster 5 and 6 marker genes; scale bars, 100  $\mu$ m. Experiments were repeated three times with similar results. **c**, mRNA in situ hybridization (ISH) of *GFP*; scale bars, 100  $\mu$ m. Experiments were repeated three times with similar results.

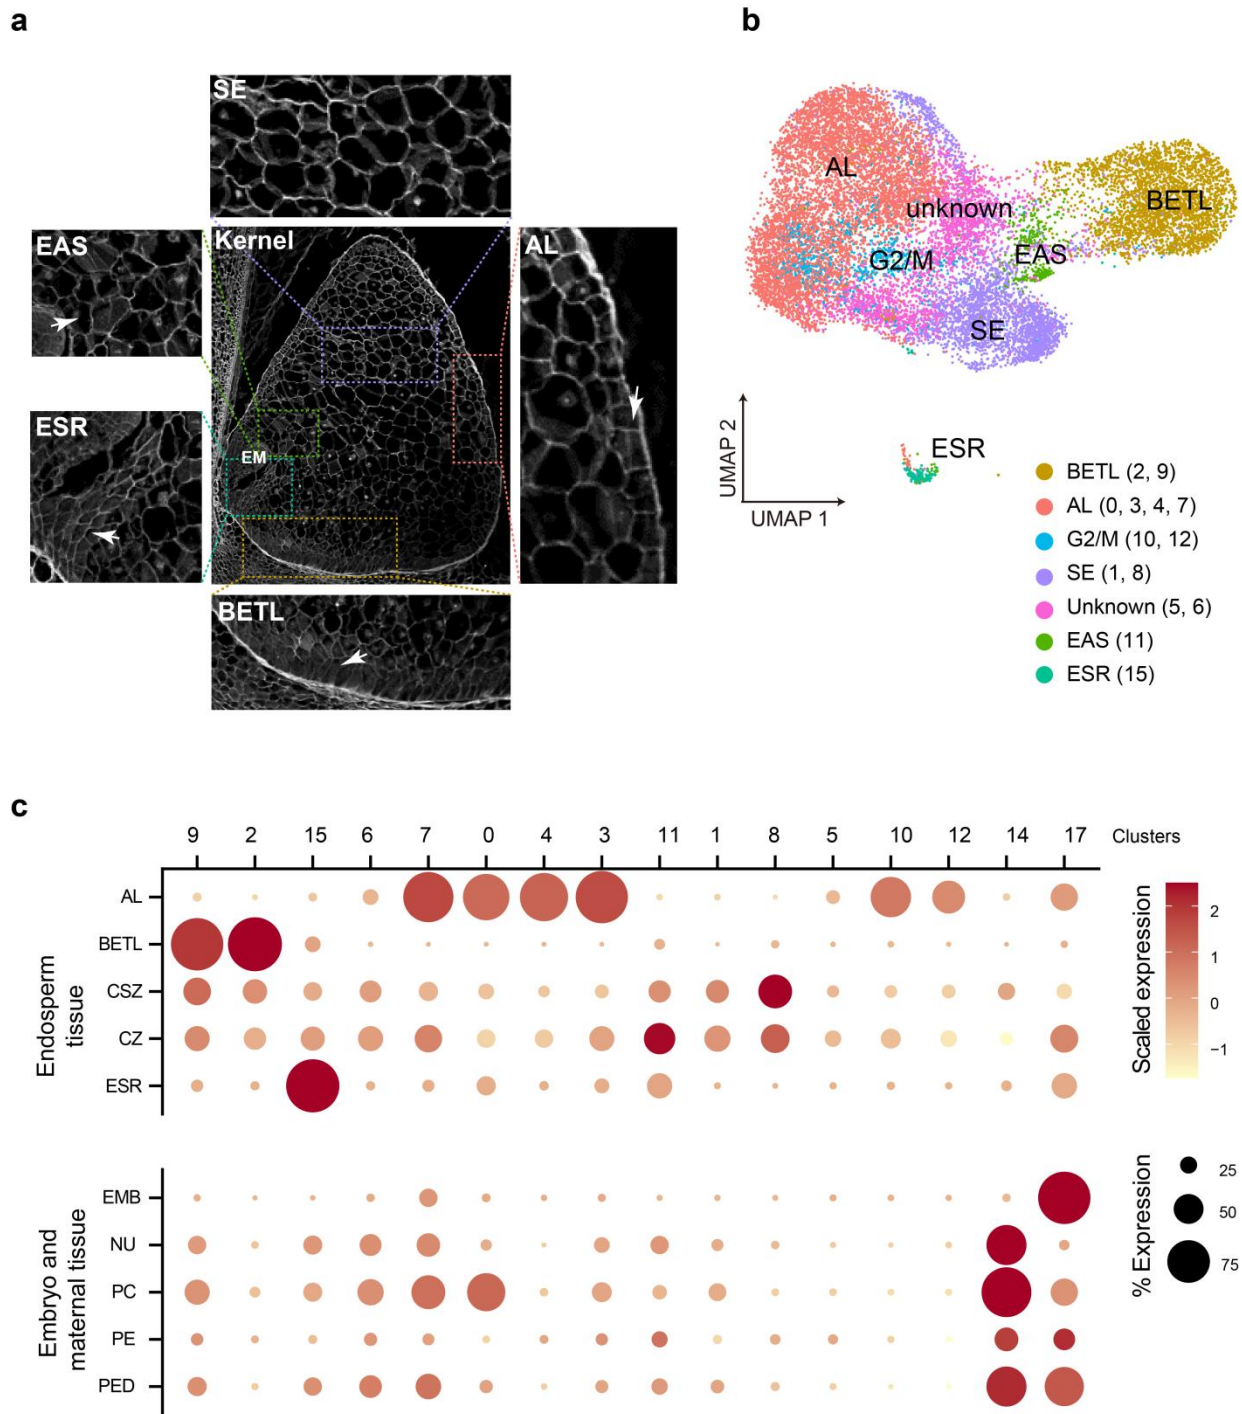

LCM markers (Zhan et.al 2015)

**Supplementary Fig. 8. Summary of cell clusters assigned to maize endosperm cell types.** **a**, **b**, Confocal micrographs (**a**) of a longitudinal section of maize endosperm during the differentiation stage (on 7 DAP) and UMAP plot (**b**) of cells shows them grouped into maize endosperm cell types and cell cycle status. Aleurone (AL), basal endosperm transfer layer (BETL), embryo surrounding region (ESR), endosperm adjacent to scutellum (EAS), starch endosperm (SE), embryo (EM), G2/M phase (G2/M). **c**, Dot plot showing the expression of the cell type-specific markers identified from published LCM of sorted cell types in the clusters of our reference atlas. Aleurone (AL), basal endosperm transfer layer (BETL), central starchy endosperm (CSE), conducting zone (CZ), embryo surrounding region (ESR), embryo (EMB), nucellus (NU), placento-chalazal region (PC), pericarp (PE), vascular region of the pedicel (PED).

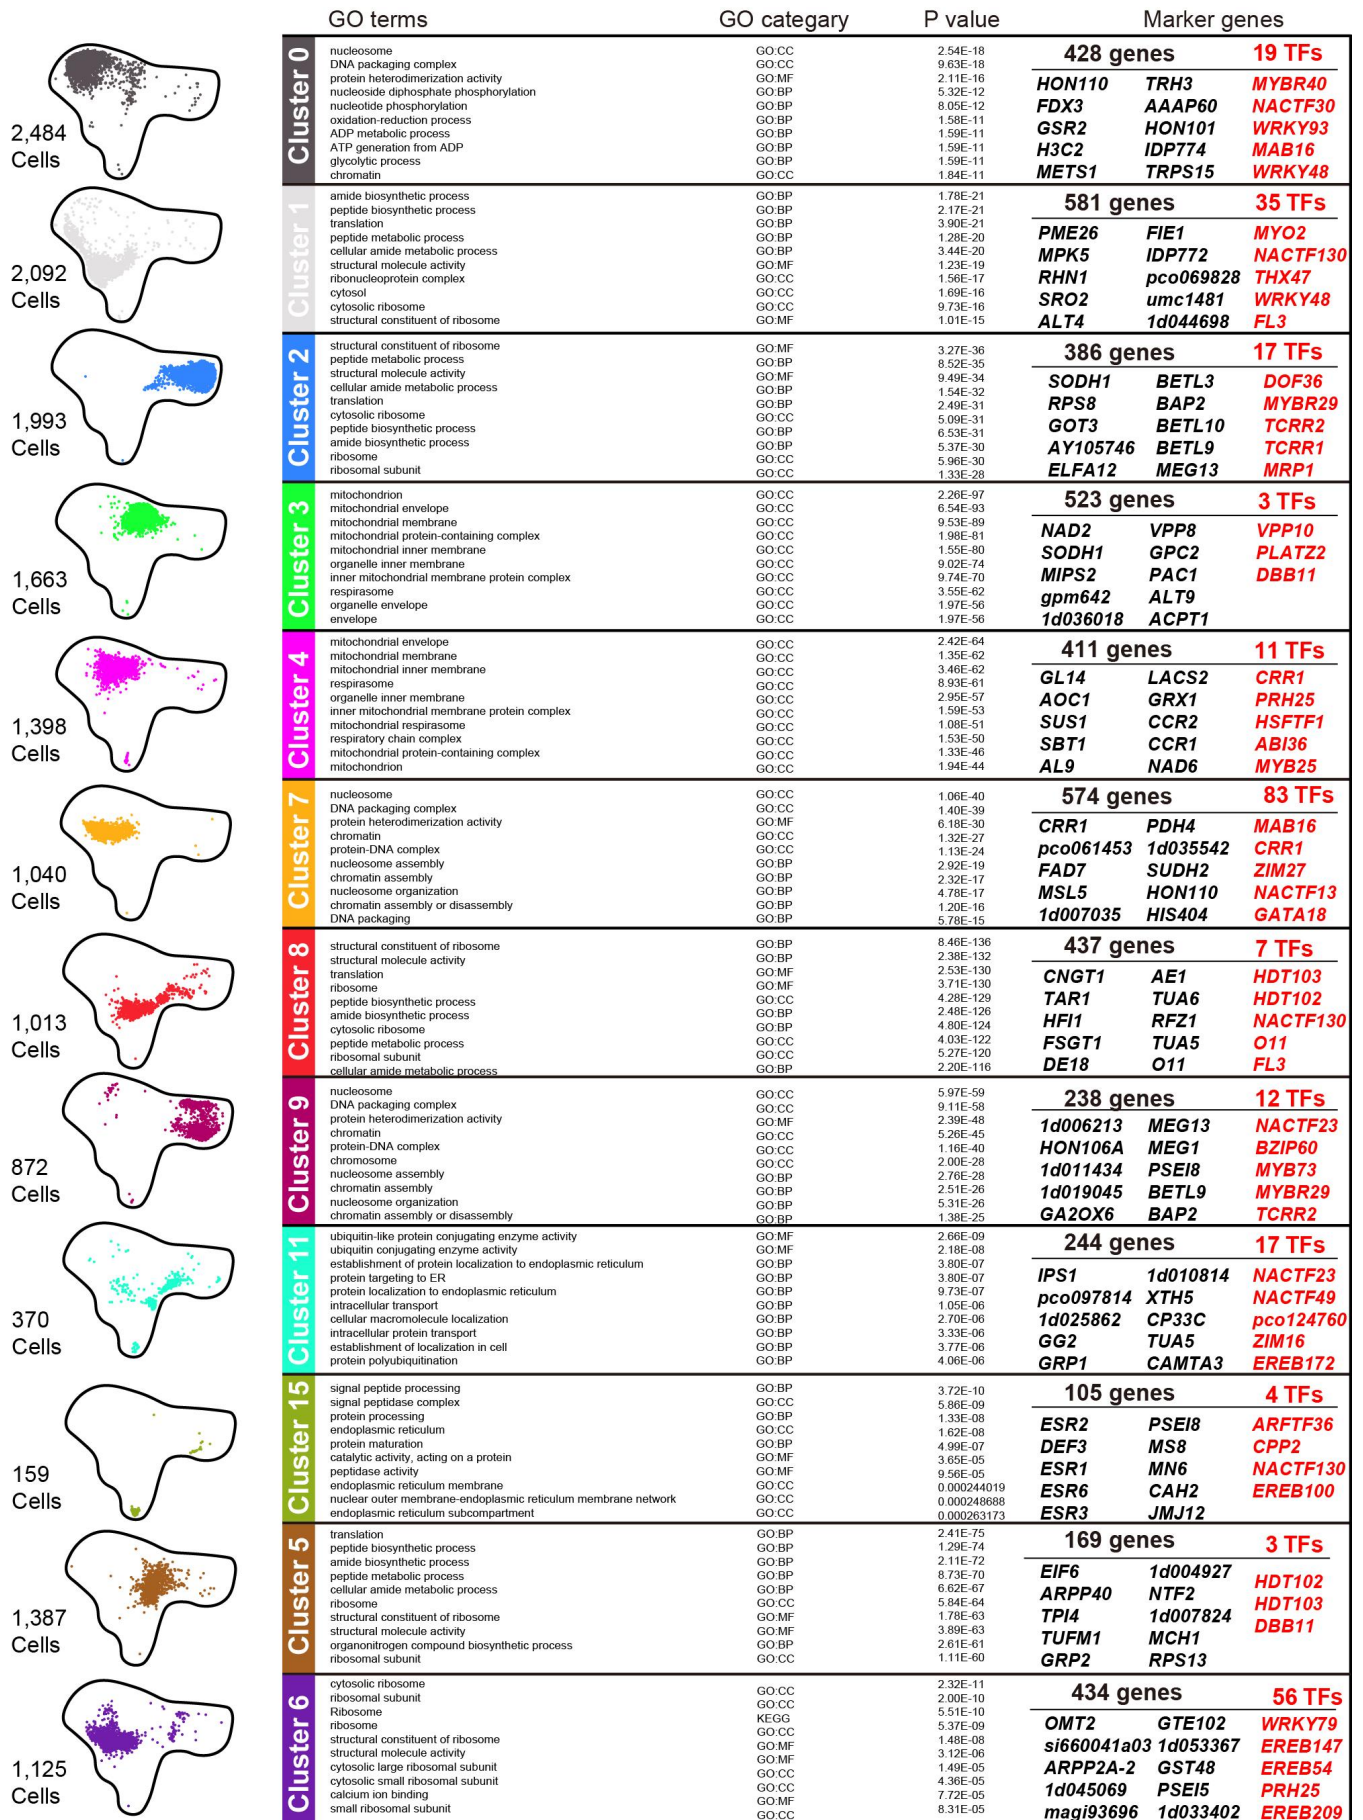

**Supplementary Data Fig. 9. GO enrichment and selected marker genes for each cluster.** Top 10 GO terms of each cell cluster. GO category, *P* value and selected cluster-enriched genes (TFs) for each item are given. Cells of each cluster highlighted in the UMAP plot are shown on the left.

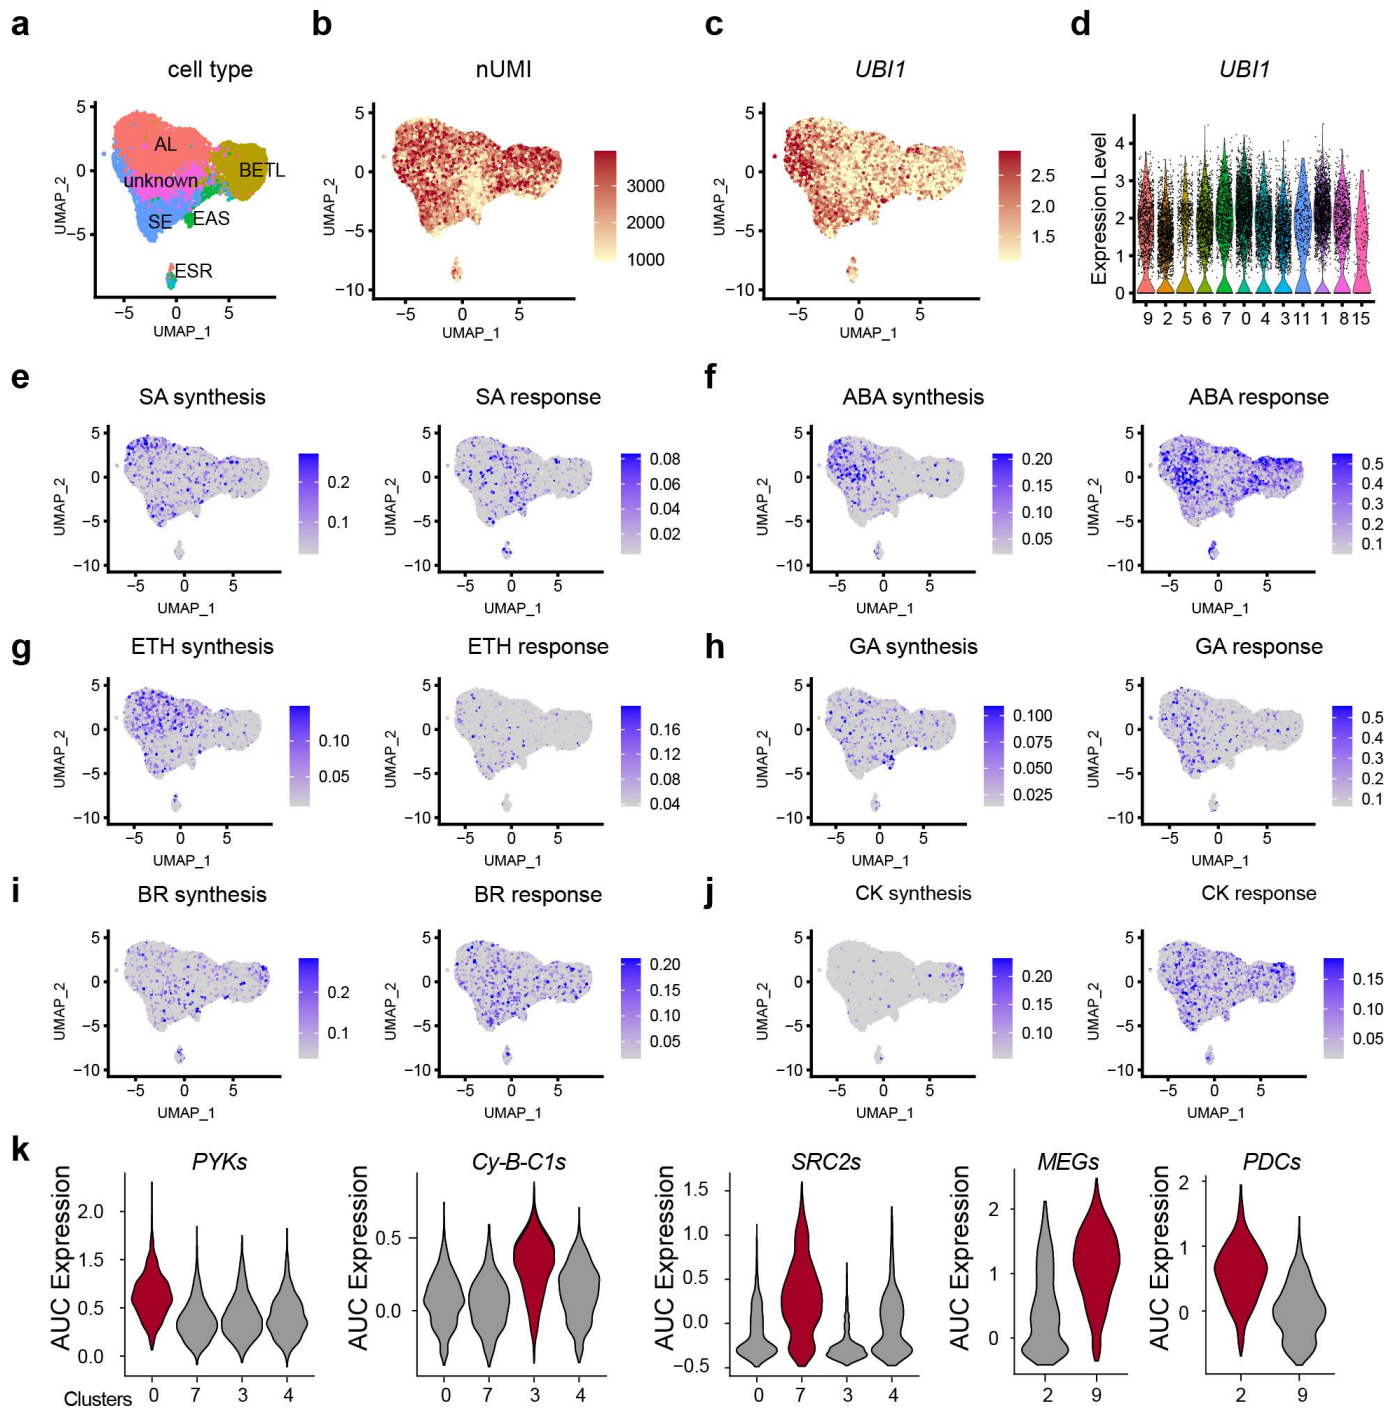

**Supplementary Fig. 10. UMAP plots of phytohormone-related genes in each cell cluster.** **a**, UMAP plot of five cell types in maize endosperm. **b**, Feature plot displaying the UMI value for each cell. **c**, Feature plot displaying the expression of an internal control gene, *UBI1*. **d**, Violin plot showing the expression pattern of *UBI1* in 12 cell clusters. **e-j**, UMAP plots of expression patterns of the genes related to salicylic acid (SA), abscisic acid (ABA), ethylene (ETH), gibberellin (GA), brassinosteroid (BR) and cytokinin (CK) biosynthesis and response. The colors from grey to blue represent low to high expression levels from low to high of these genes in individual cells. **k**, Violin plot showing the expression pattern of selected functional gene sets in AL or BETL cell clusters.

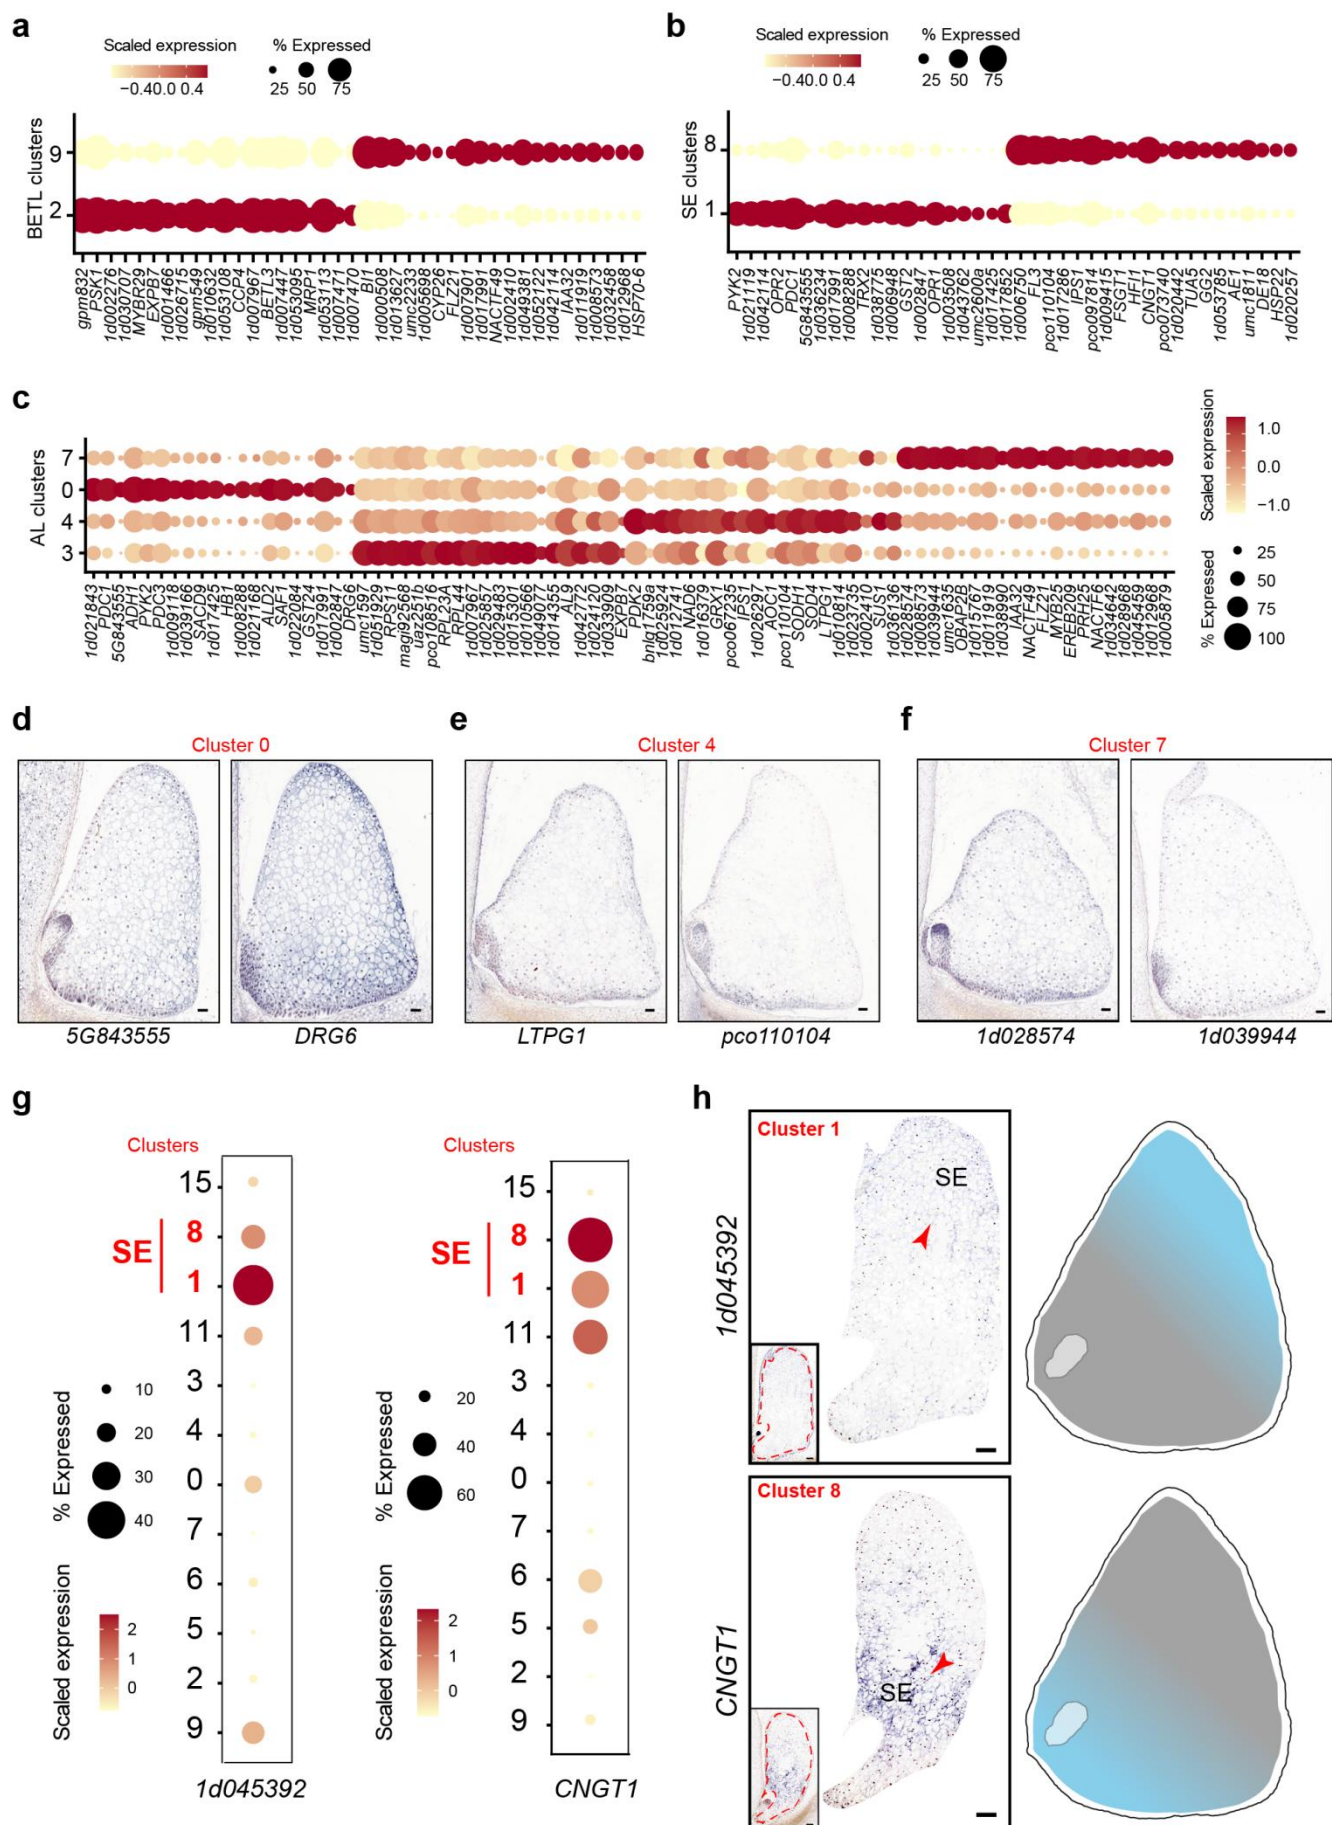

**Supplementary Fig. 11. Identification of the cell subclusters-enriched genes.** **a**, Dot plot of the top twenty enriched genes identified by differential gene expression analysis for BETL subclusters. **b**, Dot plot of the top twenty enriched genes identified by differential gene expression analysis for SE subclusters. **c**, Dot

plot of the top twenty enriched genes identified by differential gene expression analysis for AL subclusters. **d-f**, mRNA in situ hybridization (ISH) of selected marker genes of cluster 0, 4, and 7; scale bars, 50  $\mu$ m. Experiments were repeated three times with similar results. **g**, Dot plots displaying selected markers gene of Cluster 1 and Cluster 8. **h**, mRNA in situ hybridization results of the genes shown in (g); scale bars, 100 $\mu$ m. Experiments were repeated three times with similar results.

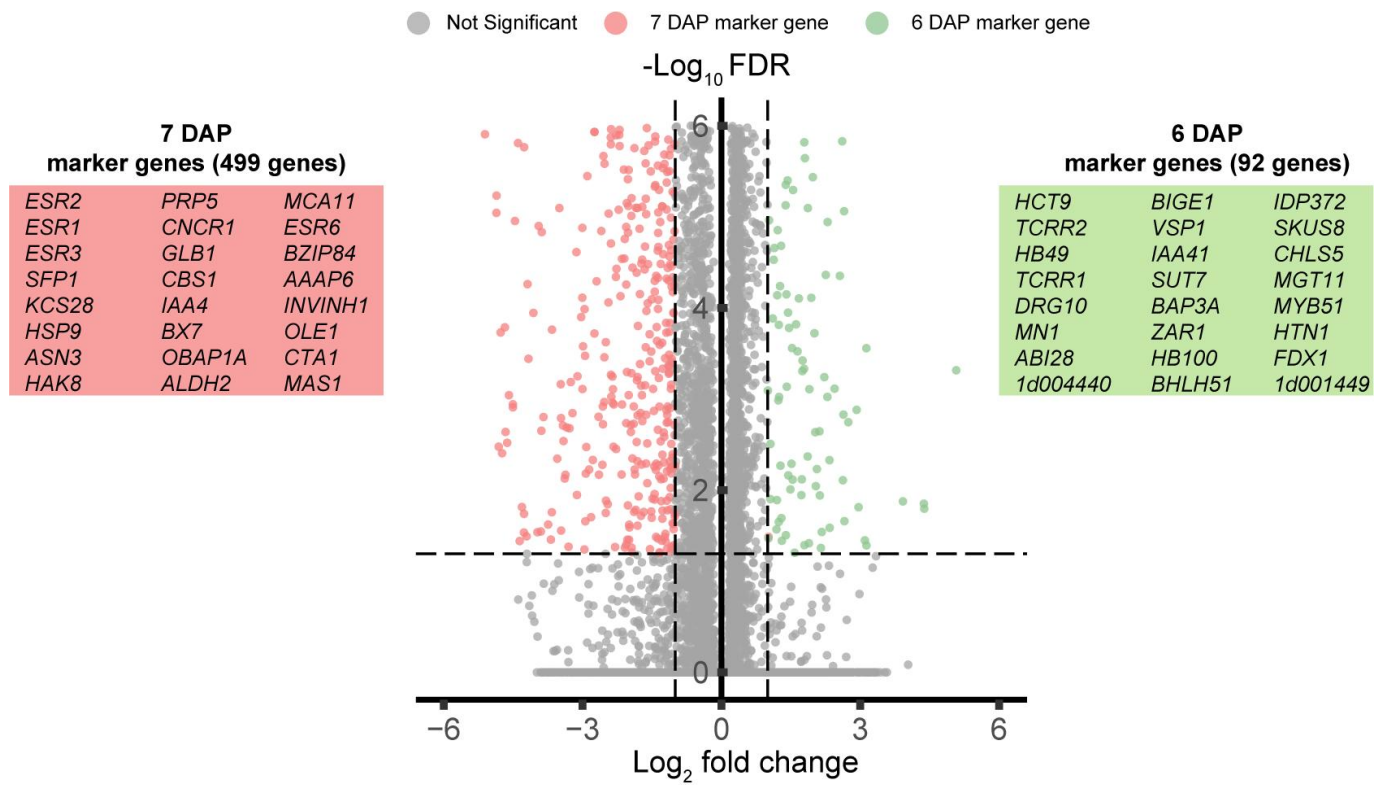

**Supplementary Fig. 12. Identification of marker genes between 6 DAP and 7 DAP.** Differentially expressed genes between 6 DAP and 7 DAP in bulk RNA-seq. Two dotted vertical lines indicate gene expression fold change (6 DAP vs. 7 DAP)  $\geq 2$  and  $\leq -2$ , respectively, and the horizontal dotted line indicates the adjusted  $P$  value (FDR  $q$ -value) of 0.05.

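Of the genes boxed in Supplementary Fig. 12, 16 of the 7 DAP box and 7 of the 6 DAP box could be matched to a gene identifier through the supplementary tables. All 16 were called higher at 7 DAP here, with log2 fold changes from 2.05 to 5.39, and all 7 were called higher at 6 DAP, with log2 fold changes from -2.81 to -2.06. BX7 (Zm00001d049179) and MAS1 (Zm00001d003247) rose most among them, by 5.39 and 5.27 on the log2 scale. For Supplementary Data 9, which gives the tested genes with their fold changes, 1998 of its 25621 genes were used here. Across those 1998 genes the log2 fold changes computed here differed from the table's by a median of 0.00268 and by at most 0.0134 in size.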

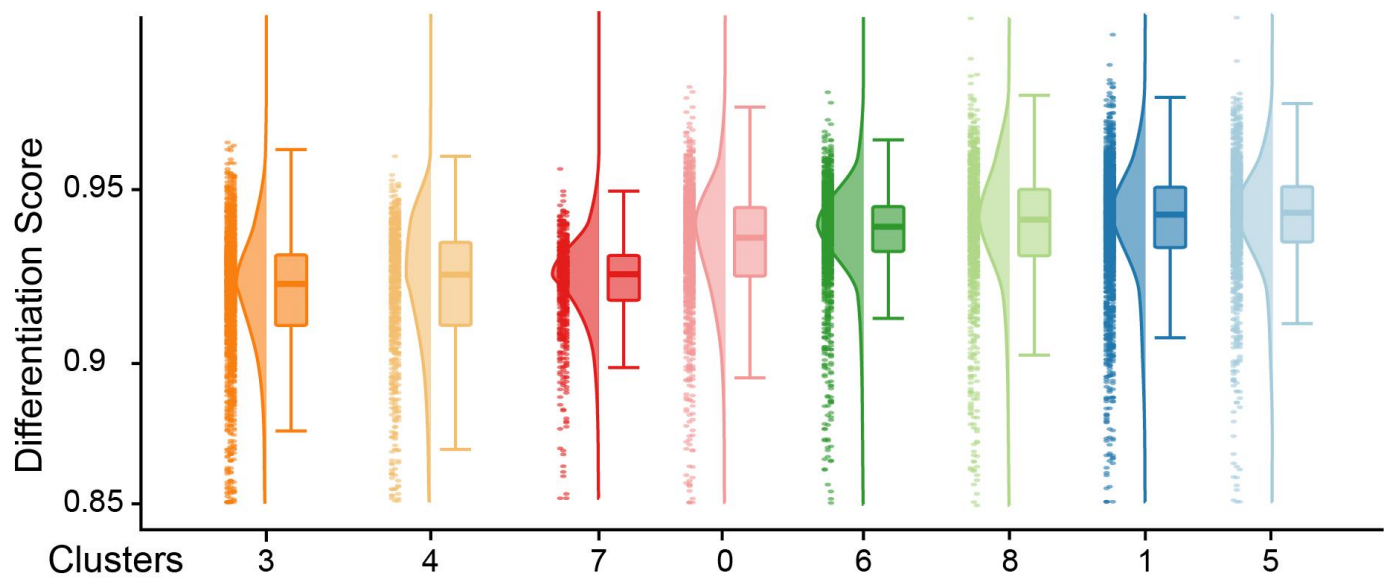

**Supplementary Fig. 13. Cell differentiation score.** Raincloud plot showing the cell differentiation score of 0, 1, 3, 4, 5, 6, 7 and 8 cluster at 7 DAP. N = 2,043 cells in cluster 0, n = 1,644 cells in cluster 1, n = 1,358 cells in cluster 3, n = 1,216 cells in cluster 4, n = 732 cells in cluster 5, n = 1,161 cells in cluster 6, n = 968 cells in cluster 7. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as all data (single points).

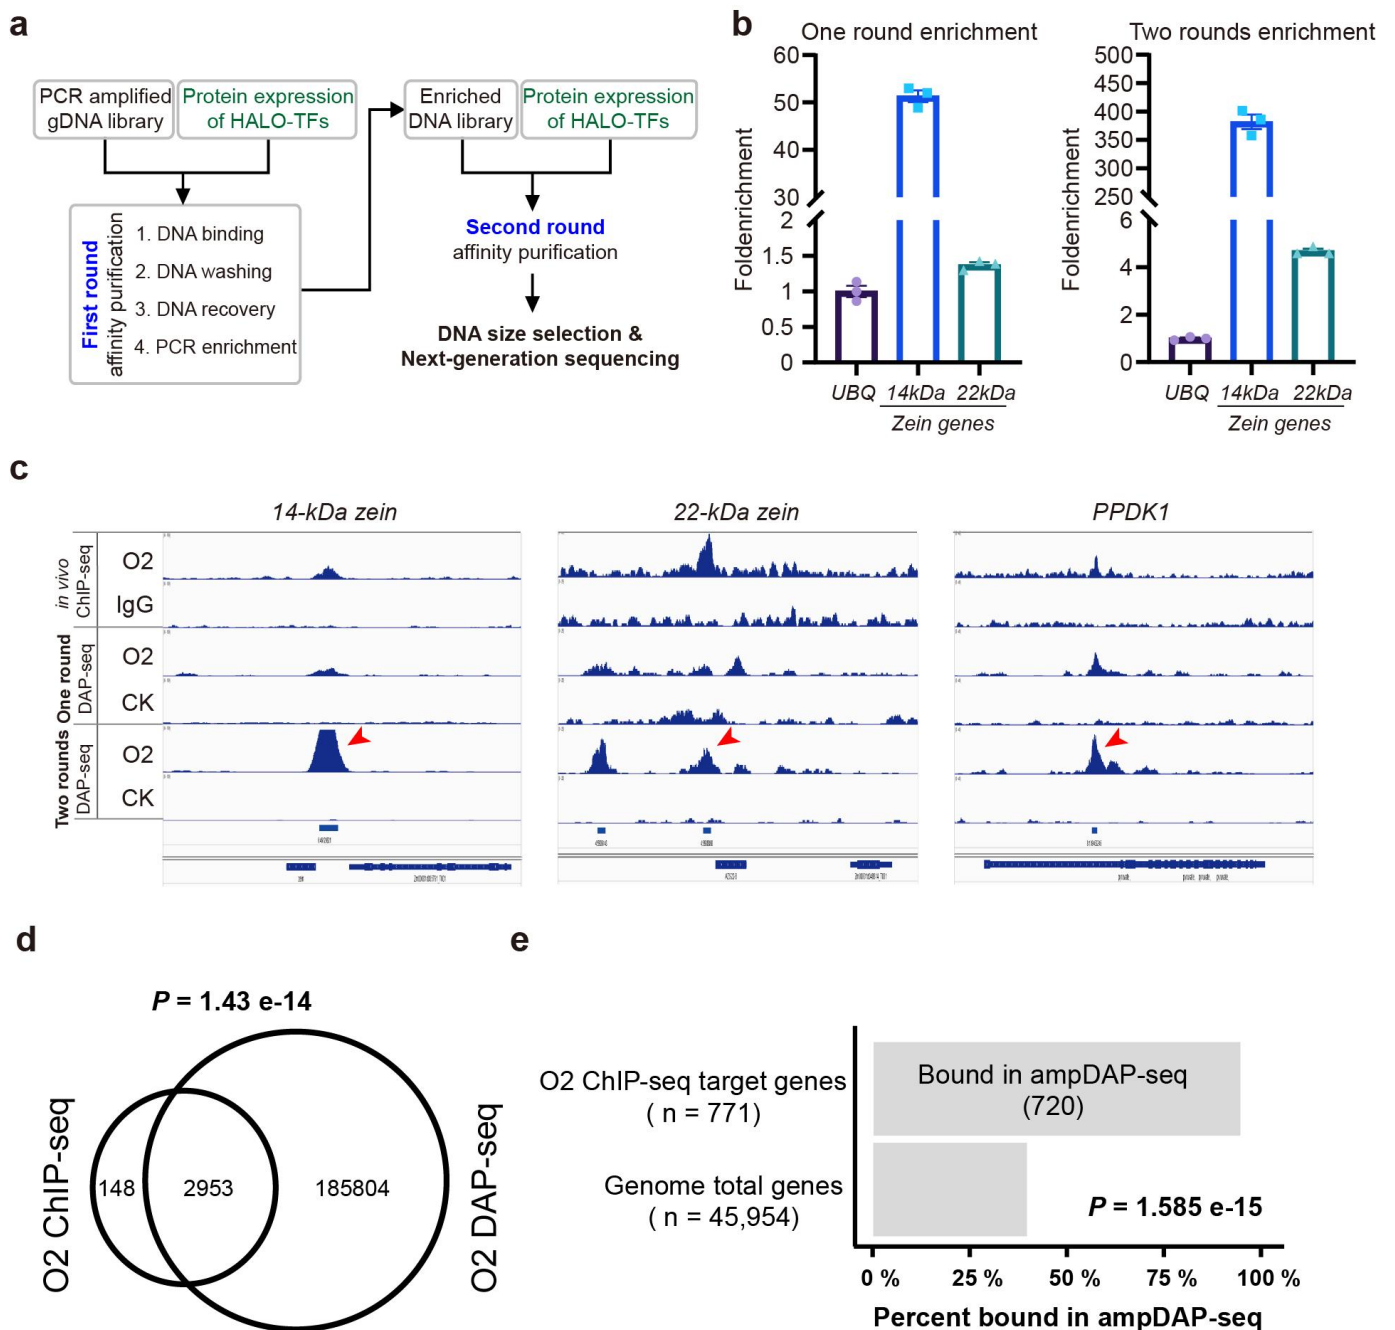

**Supplementary Fig. 14. Optimization of ampDAP-seq experiment flow.** **a**, Two-round ampDAP-seq experiment flow. **b**, The histogram shows fold enrichment of different targets of O2. Error bars indicate  $\pm$ SEM ( $n = 3$  technical replications). Source data are provided as a Source Data file. **c**, IGV genomic track plots illustrating the targeting of target genes by O2. The expected peaks were indicated by red arrows. **d**, Venn Diagram showing the overlap of peaks for ampDAP-seq and ChIP-seq for O2. The hyper geometric test was performed to calculate the  $P$  value. **e**, O2 ampDAP-seq target genes appeared significantly more frequently in O2 ChIP-seq target gene promoters than in genome-wide gene promoters. The  $\chi^2$  test was performed to calculate the  $P$  value.

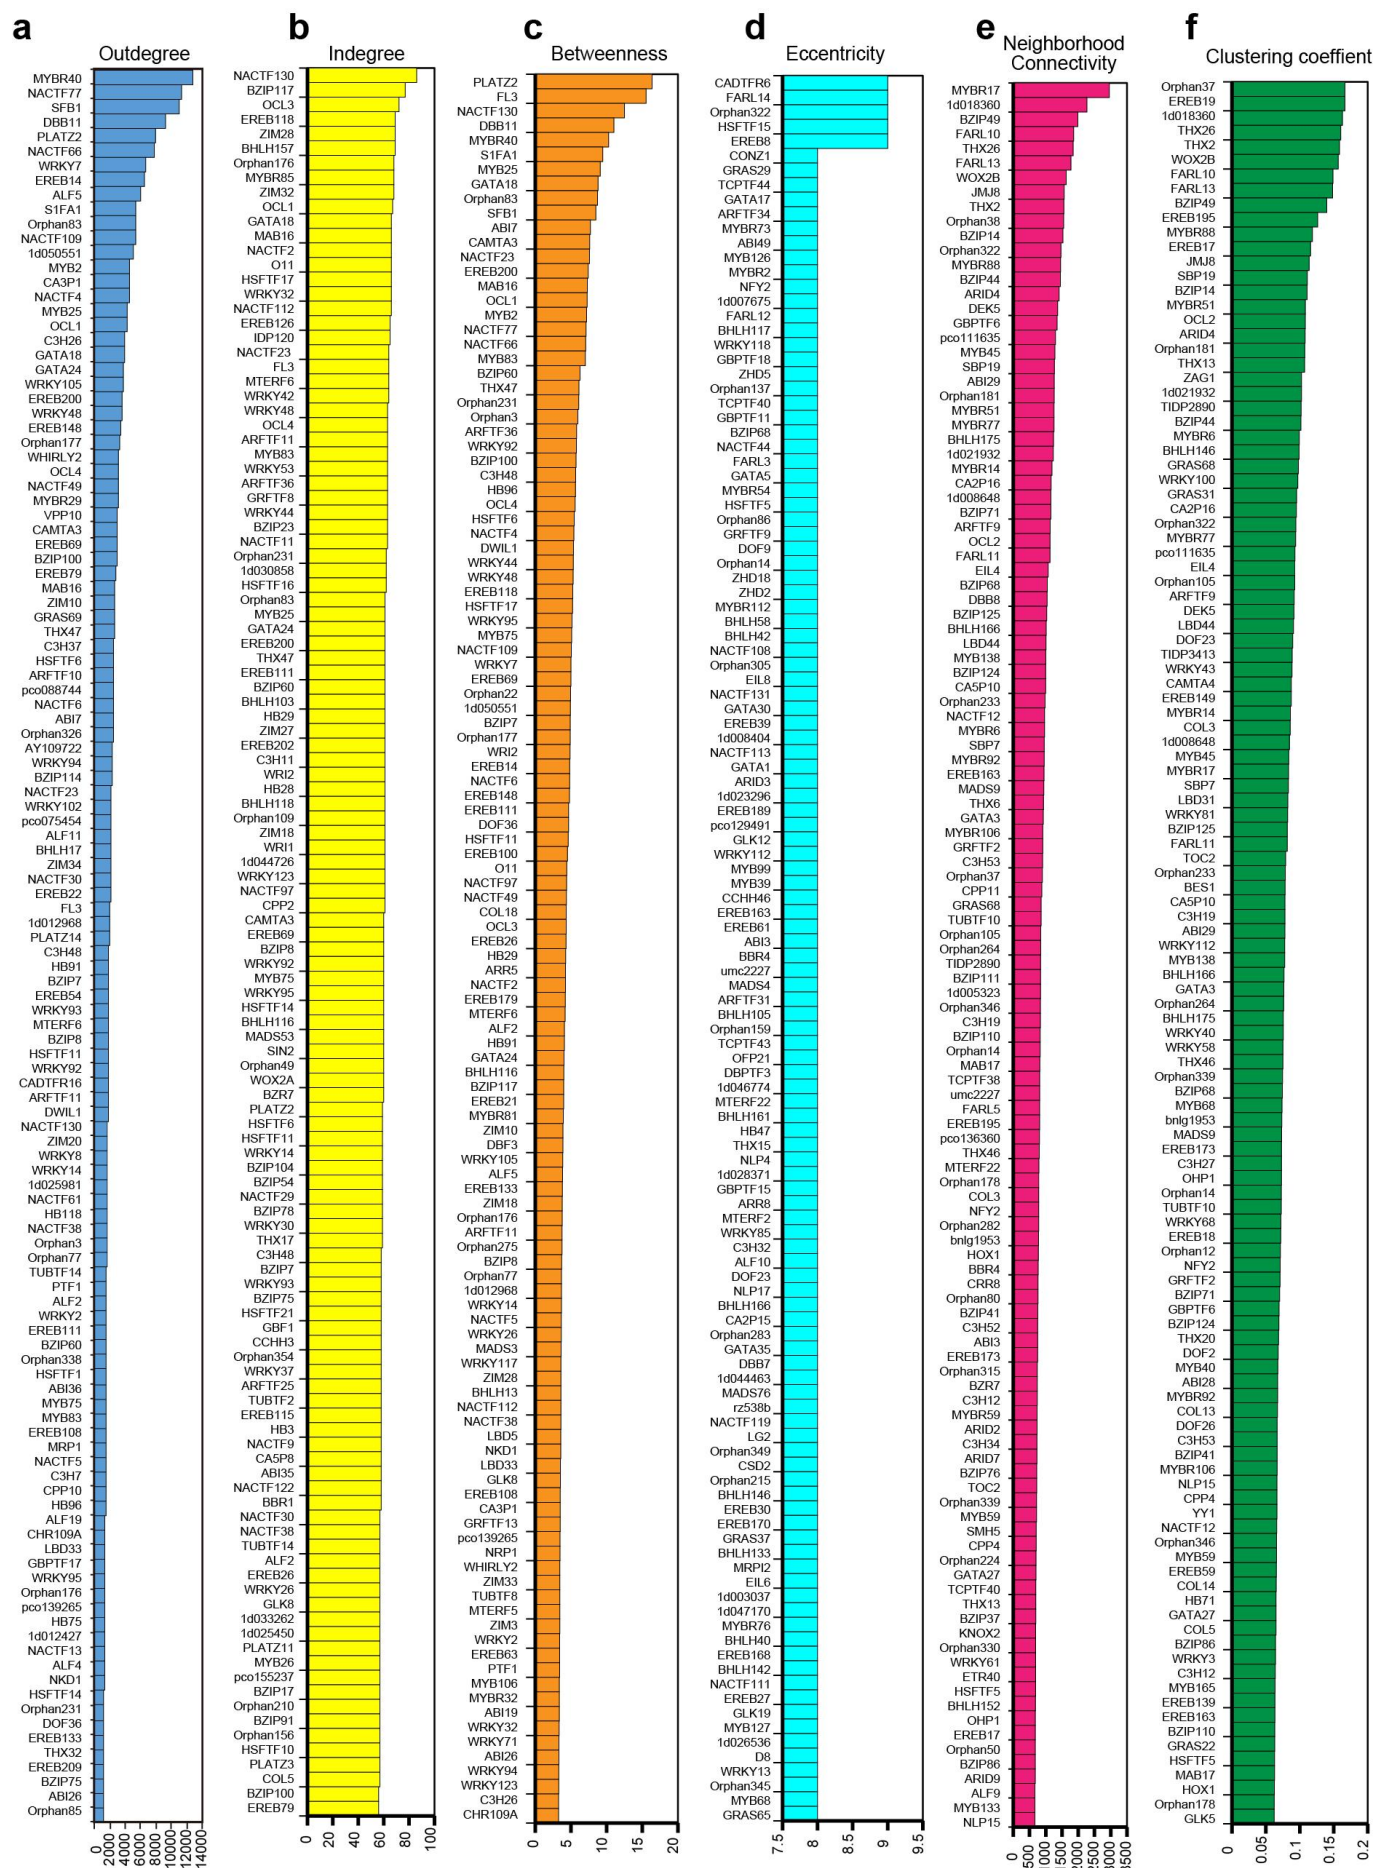

**Supplementary Fig. 15. Predicted key regulators based on network topology analysis.** The top-ranked TFs in the GRN based on network topology analysis. Out-degree (a); In-degree (b); Betweenness (c); Eccentricity (d); Neighborhood connectivity (e); Clustering coefficient (f).

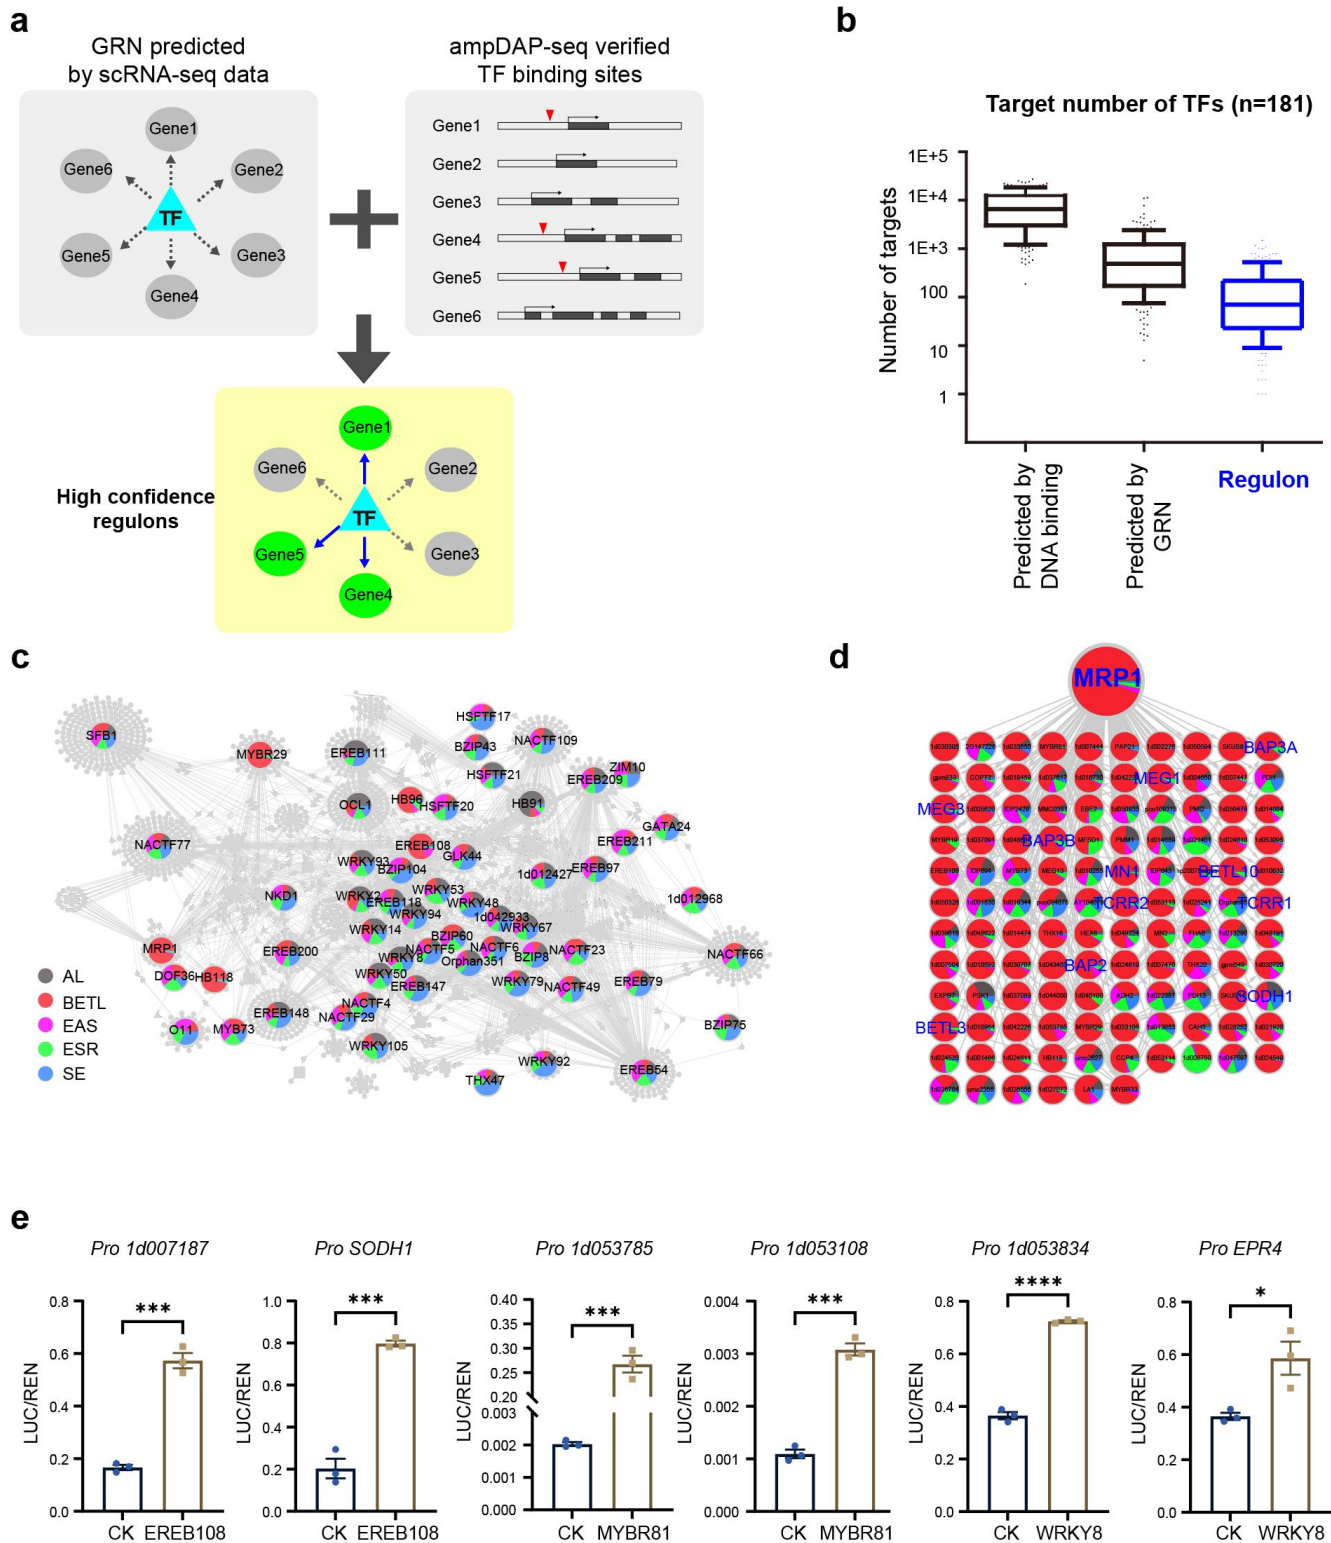

**Supplementary Fig. 16. Identifying a regulon using a coexpression GRN combined with TF-binding profiles and validation of our regulon-based GRN.** **a**, A schematic diagram of high-confidence regulon identification. **b**, Box plot of the number of targets of the selected TFs predicted based on the GRN, DNA binding profiles and regulons. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). **c**, Network plot of selected TFs and targets. Colors represent the expression level of TFs in different cell types. **d**, Representative targets of MRP1. Colors represent the expression level in different cell types as shown in (c). **e**, Transactivation assays

confirming the transcription regulatory activities of selected TFs on their targets. Error bars indicate  $\pm$ SEM (n = 3 technical replications). \*,  $P < 0.05$ , \*\*\*,  $P < 0.001$ , \*\*\*\*,  $P < 0.0001$ ; Two-tailed student's t-test. No adjustments were made for multiple comparisons test. Source data are provided as a Source Data file.

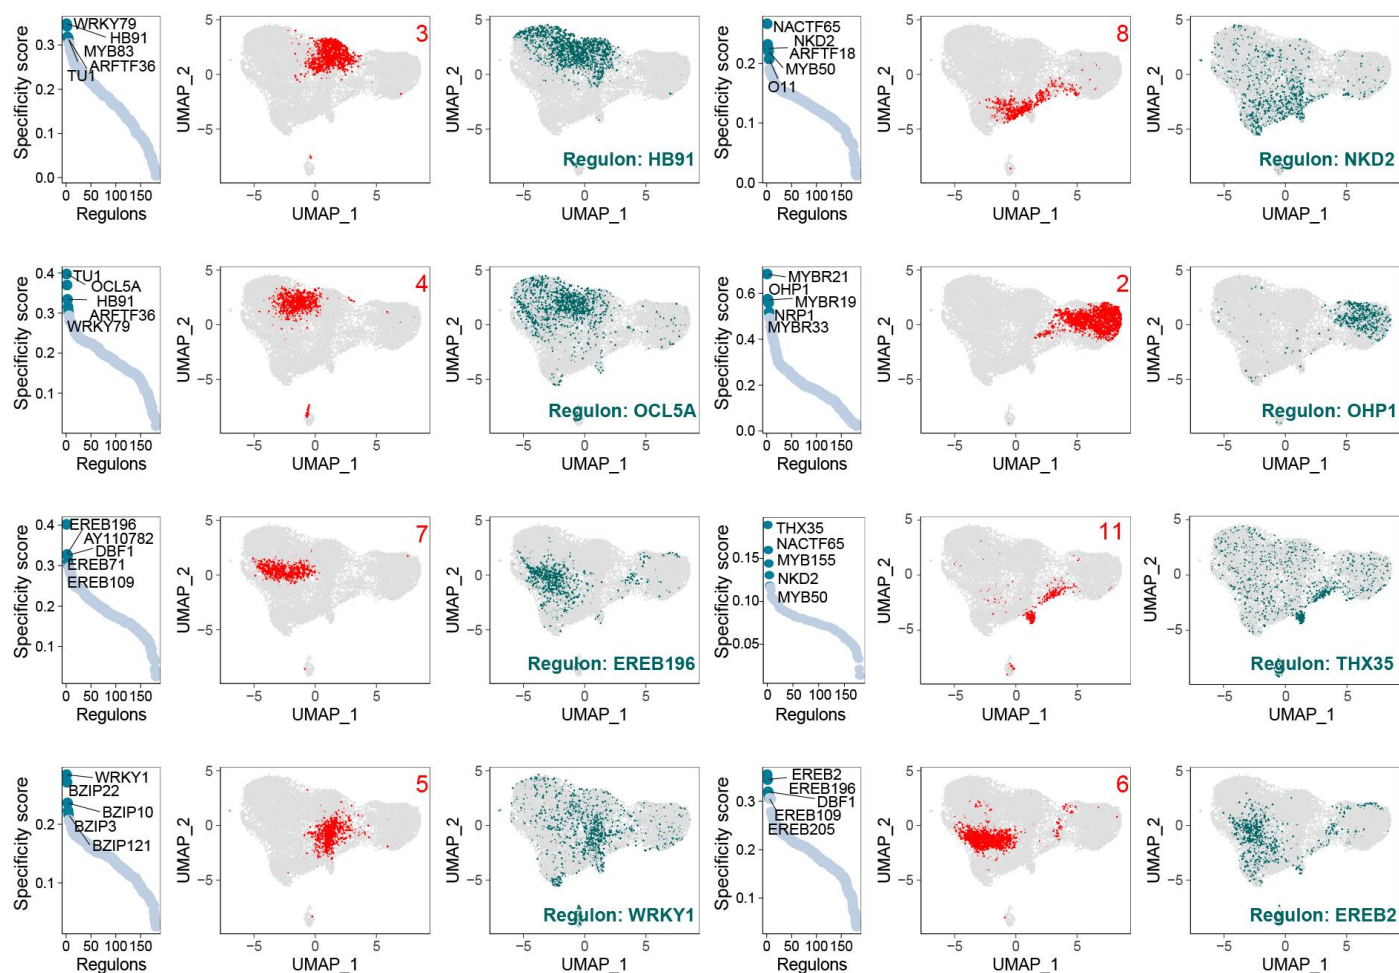

**Supplementary Fig. 17. Top5 representative regulon for each cell cluster.** Ranking of regulons in each cell cluster based on the regulon specificity score and cell types are highlighted in the UMAP plots (red dots) and binarized regulon activity scores for selected regulons are shown on the UMAP plots (dark green dots).

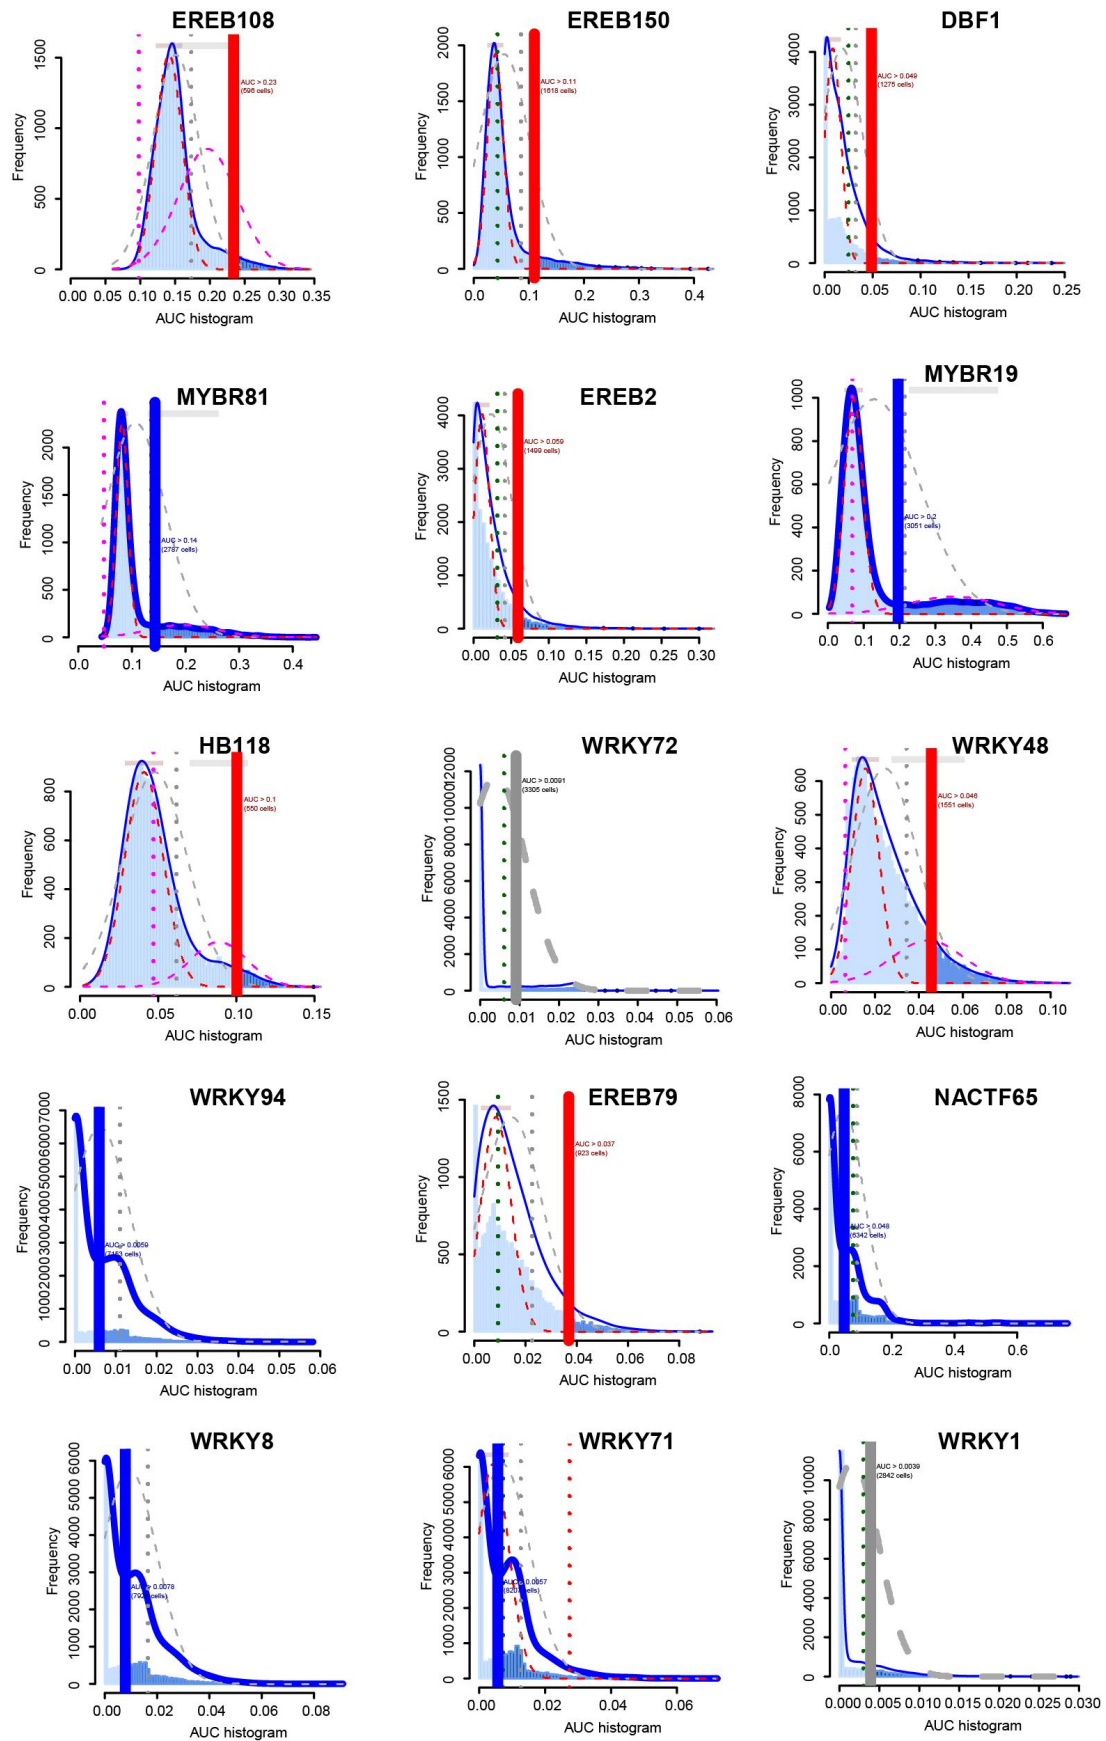

**Supplementary Fig. 18. AUCCell histograms of selected regulons.** AUC distributions for selected regulons. The AUC represents the activity of the regulon or gene signature in each cell. The selection of cells with the regulon “active” is based on the distribution of the AUC across all the cells in the dataset. The ideal situation of a regulon or gene signature being active in only a subset of the cells would return a bimodal distribution or a distribution with a long tail.

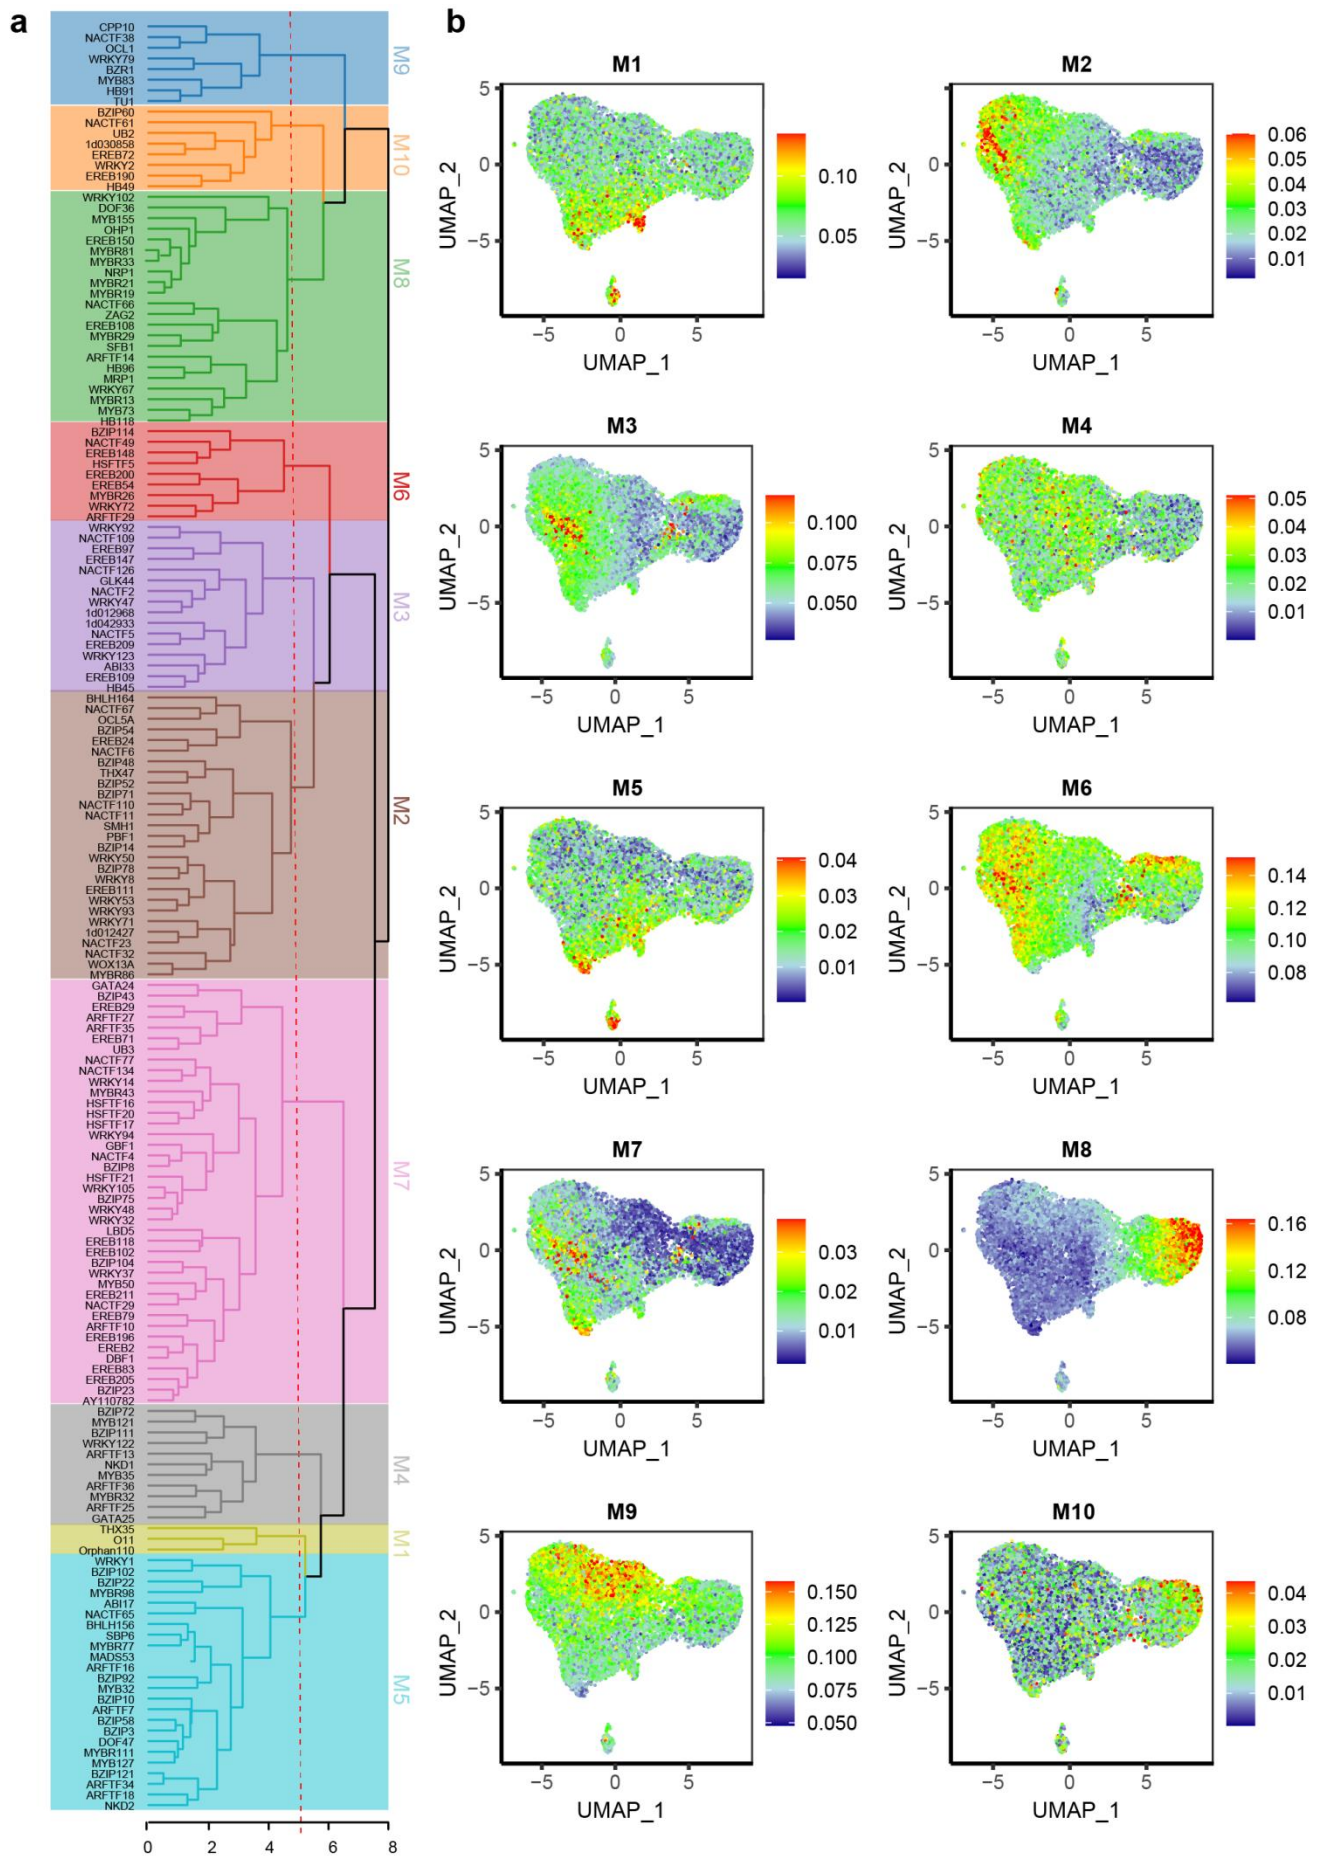

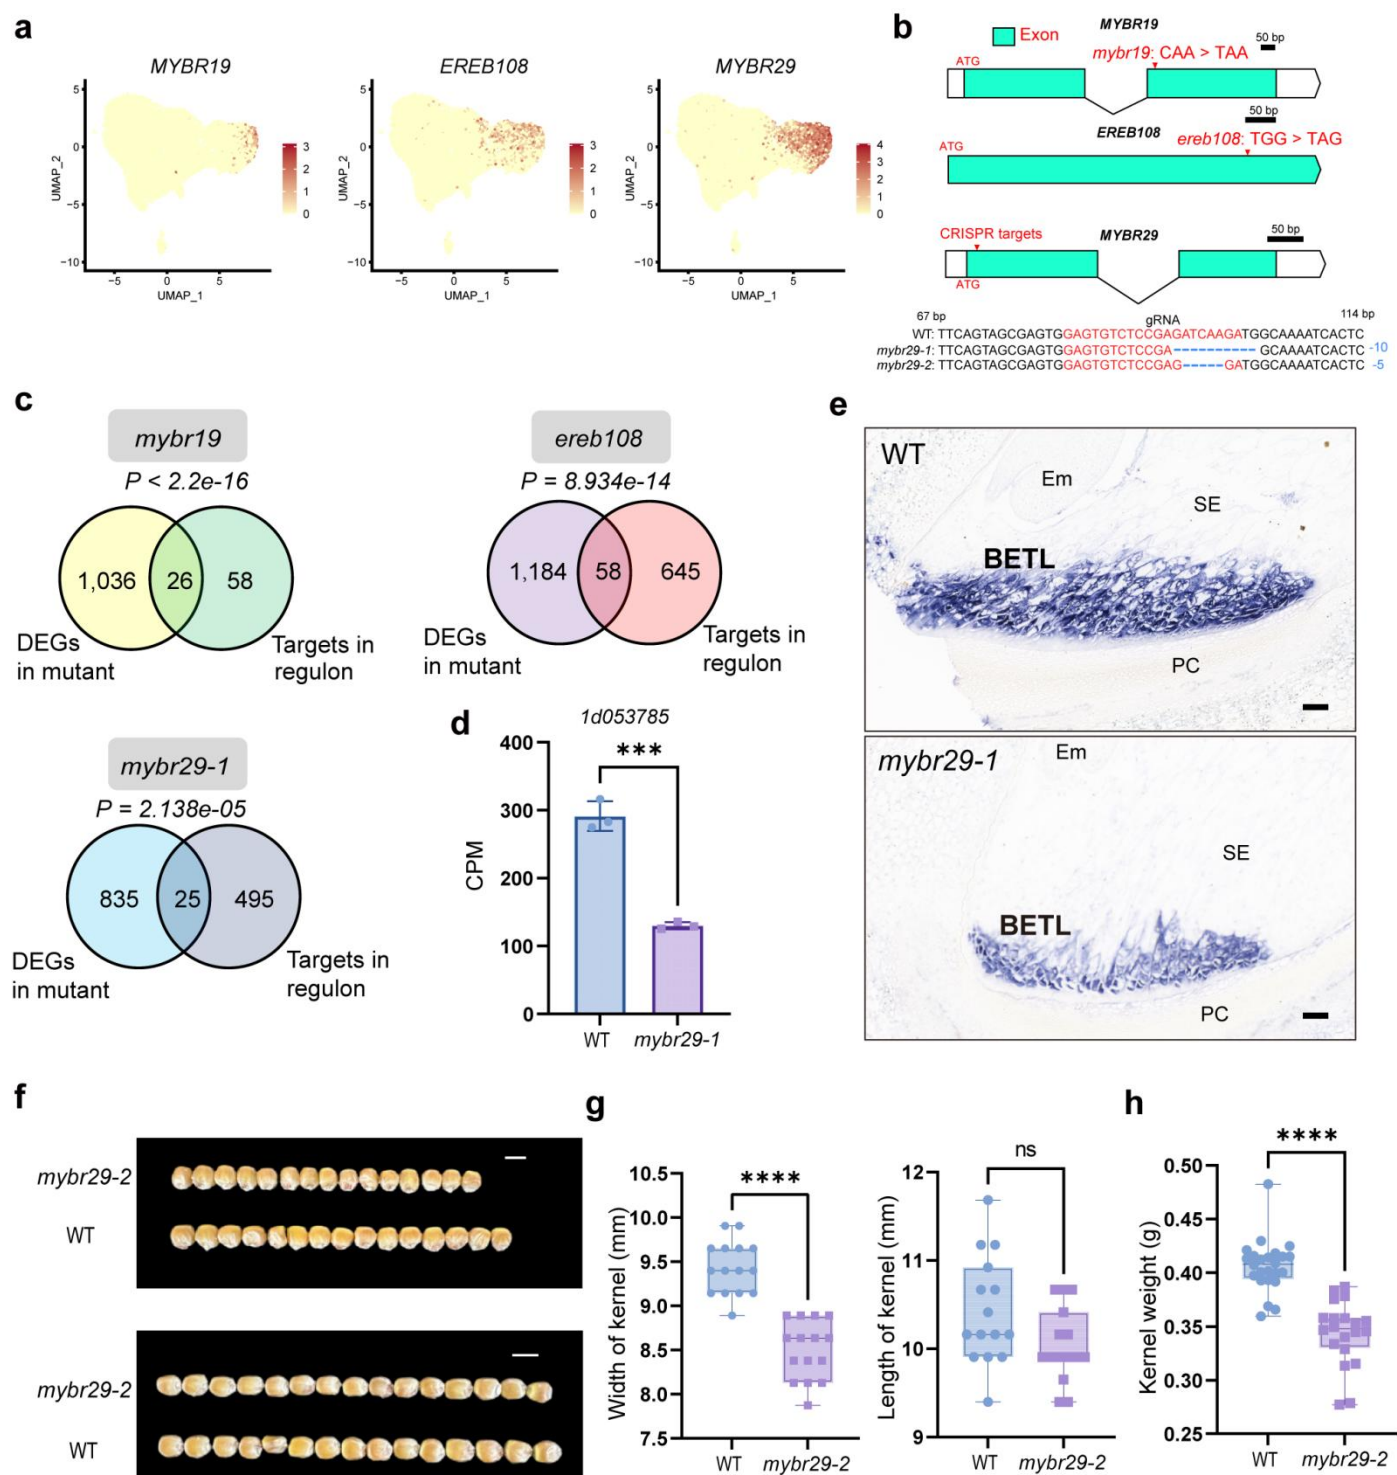

**Supplementary Fig. 20. Functional validation of MYBR19, MYBR29 and EREB108 by CRISPR-cas9 mutant and EMS mutant.** **a**, Expression patterns of MYBR29, MYBR19 and EREB108 in UMAP plots. Color scale represents normalized expression levels. **b**, An early stop codon was introduced in the MYBR19 and EREB108 exon region. Schematic diagram of the gene model and mutations identified in two MYBR29 alleles. **c**, The Venn diagram illustrates the number of overlaps between the differentially expressed genes (DEGs) of three mutant types and the target genes within the regulon. The Fisher's exact test was performed to calculate the  $P$  value. **d**, Differential expression analysis using bulk RNA-seq suggested that the expression of *1d053785* was significantly decreased in mutant. Error bars indicate  $\pm$ SEM ( $n = 3$  biologically independent samples). \*\*\*,  $P < 0.001$ . Two-tailed student's  $t$ -test. No adjustments were made for multiple

comparisons test. CPM, Counts per million. **e**, mRNA in situ hybridization results of *1d053785* between WT and *mybr29-1*; scale bars, 100  $\mu$ m. Embryo (EM), starch endosperm (SE), basal endosperm transfer layer (BETL), placentochalazal region (PC). Experiments were repeated three times with similar results. **f**, Phenotypic features of the maize *mybr29-2* mutant. Scale bars, 1 cm. **g**, Kernel length and width of WT and *mybr29-2* mature kernels.  $n = 15$  kernels in WT,  $n = 15$  kernels in *mybr29-2*. \*\*\*\*,  $P < 0.0001$ . Two-tailed student's t-test. No adjustments were made for multiple comparisons test. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as all data (single points). **h**, Kernel weights of WT and *mybr29-2* mature kernels.  $n = 24$  kernels in WT,  $n = 20$  kernels in *mybr29-2*. \*\*\*\*,  $P < 0.0001$ . Two-tailed student's t-test. No adjustments were made for multiple comparisons test. Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as all data (single points). Source data are provided as a Source Data file.

# Supplementary material for: Decoding the gene regulatory network of endosperm differentiation in maize
**Source:** Nat Commun. 2024 Jan 2;15:34. doi: 10.1038/s41467-023-44369-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** Statistic of scRNA-seq.

**Supplementary Data 2:** A view of 3D UMAP Plot.

**Supplementary Data 3:** List of cell cycle-related genes.

**Supplementary Data 4:** List of more strongly expressed genes in each cell cluster.

**Supplementary Data 5:** Enrichment of gene ontology (GO) terms of differentially expressed genes in each cluster.

**Supplementary Data 6:** List of phytohormone-related and selected functional genes.

**Supplementary Data 7:** List of differentially expressed genes across clusters within each cell type.

**Supplementary Data 8:** List of CCTS genes at 6 and 7 days after pollination (DAP) across all clusters.

**Supplementary Data 9:** Gene sets utilized for calculating cell differentiation scores.

**Supplementary Data 10:** Top 50 differentiation-related genes predicted by CytoTRACE analysis.

**Supplementary Data 11:** Quality statistics table for transcription factors profiled by ampDAP-seq.

**Supplementary Data 12:** Topology analysis of the top-ranked gene regulatory network.

**Supplementary Data 13:** Complete target gene list of 181 regulons.

**Supplementary Data 14:** Enriched gene ontology (GO) terms of target genes in each regulon.

**Supplementary Data 15:** Target genes of O11, BZIP22, and MRP1 used for network evaluation.

**Supplementary Data 16:** Regulon specificity score (RSS) for each regulon across 12 cell clusters.

**Supplementary Data 17:** Average regulon activity score (RAS) for each regulon in 12 cell clusters.

**Supplementary Data 18:** Connection specificity index (CSI) for 168 retained regulons.

**Supplementary Data 19:** Regulon activity score (RAS) of 10 regulon modules in 12 cell clusters.

**Supplementary Data 20:** Module assignment details for each regulon.

**Supplementary Data 21:** Target number and threshold parameters utilized in AUCCell for each regulon.

**Supplementary Data 22:** Pearson correlation coefficient (PCC) analysis between cell clusters based on regulon activity score (RAS).

**Supplementary Data 23:** Differentially expressed genes (DEGs) identified in the ereb108 mutant.

**Supplementary Data 24:** DEGs Identified in the mybr19 mutant.

**Supplementary Data 25:** DEGs Identified in the mybr29-1 mutant.

**Supplementary Data 26:** List of primer sequences used in this study.

**Supplementary Data 27:** Gene symbol and annotation table.

# Supplementary material for: Decoding the gene regulatory network of endosperm differentiation in maize
**Source:** Nat Commun. 2024 Jan 2;15:34. doi: 10.1038/s41467-023-44369-7
**Supplement:** Supplementary file 31 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

Data analysis

All custom code and scripts generated for this project can be accessed: <https://github.com/Huo-qiang/maize-endosperm-scRNA-seq>.  
Ref: Huo, Q & Ma Z. Decoding the gene regulatory network of endosperm differentiation in maize, maize-endosperm-scRNA-seq, <https://10.5281/zenodo.10208558> (2023).  
Other software used:  
Trimmomatic (version 0.39); bowtie2 (version: 2.4.1); Picard (version 2.25.6); GEM (version 3.4); deepTools (version 3.5.1); Integrative Genomics Viewer (IGV) (version 2.10.0); GenomicFeatures (version 1.44.0); ChIPseeker (version 1.28.3); meme-chip (version 5.3.3); bedtools (version 2.30.0); STAR (version: 2.7.5c); featureCounts (version 2.0.1); Cell Ranger 4.0 (10x Genomics); Seurat (version 4.0.3); gprofiler2 (version 0.2.0); Monocle2 (version 0.2.1); CytoTRACE (version 0.3.3); edgeR (version 3.34.0); UCell (version 1.0.0); GRNboot2 (version 0.1.6); Cytoscape (version 3.8.0); AUCell (version 1.14.0); phylentropy (version 0.5.0); ggplot2 (version 3.3.5).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq, bulk RNA-seq and DAP-seq source data are deposited at the Gene Expression Omnibus website (<https://www.ncbi.nlm.nih.gov/geo/>) under the SuperSeries accession number GSE201701.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size For scRNA-seq, approximately 20,000 cell were loaded for each sample.

Data exclusions Data from scRNA-seq that did not meet quality thresholds were not included in the analysis. Only cells have over 500 but less than 7,500 features (genes), over 1,000 counts (sequence reads), and  $\log_2(\text{feature}/\text{count})$  greater than 0.8 were considered high quality and kept for subsequent analyses.

Replication For scRNA-seq of sample at 6 DAP, we performed one replicate. For scRNA-seq of samples at 7 DAP, we performed three biological replicates. All experiments of mutant phenotype validations were used at least three biological replicates.

Randomization For mutant phenotype experiments, all samples were collected by randomly selecting kernels from the same ear of each heterozygous plant.

Blinding Not applicable - It was not applicable based on the experiment design.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involvement in the study                               |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

| n/a                                 | Involvement in the study                        |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Digoxigenin-AP, Fab fragments, from sheep, Roche Diagnostics (Made in Mannheim, Germany), REF 11093274910, LOT 16646821.                                                                                                                                                                                                                                                                                                                                                    |
| Validation      | From manufacture's website: "Analysis Note: Cross reactivity to digitoxin and digitoxigenin: <1 %. No cross reactivity with other human estrogen or androgen steroids, e.g. estradiol or testosterone. Cross reactivity with digoxin: not known. Conjugate does not bind to itself at all. Normally one molecule of the conjugate binds to one molecule digoxigenin, although there are two possible binding sites for digoxigenin. Nonspecific binding to RNA is not expected." |

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

|                       |                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Maize (Zea mays L.) B73 inbred line seeds were come from Maize Genetics Cooperation-Stock Center and grown at Shang Zhuang Beijing (40° N, 116° E) during summer in 2020. The mybr19 and ereb108 mutants seeds were purchased from a EMS mutant library ( <a href="http://elabcaas.cn/memd">http://elabcaas.cn/memd</a> )                                                                       |
| Novel plant genotypes | We generated mybr29 CRISPR-Cas9 transgenic lines using the simplex strategy. Specifically, the 20-bp target editing sequence is located within the first exon of MYBR29 (GAGTGTCTCCGAGATCAAGA). Agrobacterium-mediated maize transformation was employed. To ensure genetic stability, both mybr29-1 and mybr29-2 were backcrossed to the B104 genetic background for at least two generations. |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                              |

How the deposited data were processed for this re-analysis (not part of the article)

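Bulk RNA-seq of maize endosperm was analysed in 10 libraries. The replicated comparison had 3 libraries each at 6 and 7 days after pollination (DAP), and the protoplast experiment had 1 library each of undigested endosperm and of protoplasts at 6 and 7 DAP. The authors trimmed the reads, aligned them to the B73 genome with STAR, counted uniquely mapped reads on genes with featureCounts and deposited raw counts for 45953 genes, without normalization. Multi-mapping reads are therefore not in the counts, which lowers genes with near-identical copies. Gene names were taken from the supplementary tables alone, because 0 of the identifiers matched the RefSeq gene table of another assembly, and checks of gene length and GC content were void for that reason.

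From the counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, the genes kept by its filterByExpr function, the quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was called between 6 and 7 DAP at an adjusted p under 0.05 and a log2 fold change over 2, as in the paper's methods, which do not name the edgeR test or the filter. Protoplasts and undigested endosperm were compared with stage as a covariate and a log2 fold change over 1. With 2 libraries per group, that comparison takes the stages as replicates of each other. Single libraries were compared on log2(CPM + 1), without p-values, and a gene list was described by the percentile of its median among 10000 random lists of the same size matched on mean expression in 20 bins. Gene lists of the supplementary tables with at least 5 tested genes were tested with camera of limma 3.58.1 at a correlation of 0.01, with fry and with a correlation estimated from the data. DESeq2 1.42.0 was an alternative. Fold changes against a group with at most 3 counts in each library are given as lower bounds against 3 counts.

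Total counts lay between 15911047 and 24311056 in the replicated libraries and between 22234742 and 30203337 in the others. Each test was checked on simulated data drawn from the means and library sizes of the real samples. Of 199 changed genes that passed the filter, 199 were recovered between 6 and 7 DAP with 0 unchanged genes called among 21389 tested. In the protoplast design 195 of 200 were recovered, with 14 unchanged genes called among 22790 tested. The simulated log2 changes were 3 between 6 and 7 DAP and 2 for protoplasting, past the limits of 2 and 1. All genes shared the same variation and few genes changed, so smaller changes and more variable genes were left unchecked. No replicate pair was close enough to be 1 library under 2 names.

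Genes named in the text, apart from BX7 and MAS1, were fixed by a rule before the data were examined. They are the 8 genes of Fig. 3d, cell type markers, and the 5 genes with the largest change in each direction of each comparison that passed the threshold, did not overlap between groups and reached a mean CPM of 10. The markers were those of Supplementary Fig. 6a whose identifiers the supplementary tables give. The embryo list was instead made of the oil body and globulin genes OLE1, OLE3, GLB1 and OBAP1A. Genes boxed in Supplementary Fig. 12 were summarised together, and BX7 and MAS1 were named because they rose most among them. The marker lists were those of the aleurone layer (AL), basal endosperm transfer layer (BETL), starchy endosperm (SE), embryo surrounding region (ESR), endosperm adjacent to scutellum (EAS), cell cycle, nucellus, stimulus response and embryo. Designs and alternatives were also set before the data were examined, apart from the exact test with Holm adjustment. The limits past which a value was taken to argue against an explanation followed the predictions where these gave one. The other limits were set after the values were seen. The alternatives were other normalizations, filters, tests, adjustments, fold-change limits and pseudocounts, the replicate number as a block, and leaving out each replicate. Cluster sheets of Supplementary Data 8 and genes of Supplementary Data 9 beyond those named at their first use were not used here.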

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

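Among the tests below, those on the SE, ESR and EAS markers, on unequal recovery of cell types and on the 6 DAP values of the BETL list were chosen only after the results were seen.

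Protoplasting moved many genes, which the paper does not report beyond the correlation. Over both stages, 4187 genes were higher and 1680 lower after protoplasting (log2 fold change over 1, adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, stage as a covariate, 2 libraries per group) among 22799 tested. At both stages separately, 3070 genes rose and 901 fell by more than 1 on the log2 scale, and 12 moved in opposite directions. Scaling by library totals shifted the median of all genes by -0.17 and gave 3750 higher and 2465 lower, 60.3% higher against 71.4% with TMM. A difference in library size is argued against, since thinning every library to 15911047 counts left 3960 genes higher. A wound response to the digestion is a candidate explanation for part of the rise. The 26 tested genes of the jasmonate response list rose with a median log2 fold change of 1.99 (camera, adjusted p = 4.00e-05), with fry at an adjusted p of 0.0313, while with an estimated correlation the list was not past the threshold (adjusted p = 0.503). The list holds 17 genes past the adjusted p and accounts for a small part of the 4187. It was not alone, since 11 of 21 lists were past the threshold with camera (7 of them higher), 7 with fry and 0 with an estimated correlation. The response lists of abscisic acid (median 5.11) and ethylene (1.80) also rose. The G2/M phase list fell (median -0.86, camera, adjusted p = 9.72e-21). WRKY26 was at least 1322-fold higher after protoplasting. Responses of living cells and the loss of cells during preparation both stay open.

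Several results moved in opposite directions in undigested endosperm and in protoplasts between 6 and 7 DAP, or at the 2 stages after protoplasting. Each rests on 1 library per stage and treatment, and the difference was not tested across replicates. The S phase list fell from 6 to 7 DAP in undigested endosperm (median -0.32) and rose in protoplasts (0.13), and the list of cytokinin biosynthesis fell by 0.09 and rose by 0.30. The SE markers rose with a median of 2.09 in undigested endosperm and had a median change of -0.65 in protoplasts, but the members went both ways. DE18 (2.09 and 0.57) and TAR1 (0.51 and 0.02) rose in both, FL3 fell in both, and SH2 and ZP27 reversed. Among SE and EAS genes, ZP27 changed from 244 to 1325 CPM in undigested endosperm and from 84.4 to 9.50 CPM in protoplasts (-3.03), SH2 by -0.65 in protoplasts and SWEET14A by -0.61. VPP7 changed by -0.17 in protoplasts, GZ50 by -0.29 and ENSRNA049475307 by 0.53. The last of these rest on few protoplast counts, 6 and 0 at 6 and 7 DAP for GZ50 and 9 and 28 for ENSRNA049475307. Of the BETL genes, 1d053108, 1d052759 and 1d053785 fell with stage in undigested endosperm and changed in protoplasts by 0.95, 0.21 and 0.35. MRP1 (0.69), 1d053108 (1.17), 1d052759 (0.48), 1d053785 (0.50), 1d046765 (1.60) and 1d010592 (1.12) were higher in protoplasts than in undigested endosperm at 7 DAP and lower at 6 DAP. OLE1 (-0.99), OLE3 (-0.54), GLB1 (-1.47) and OBAP1A (-0.42) were lower in protoplasts at 7 DAP and higher at 6 DAP.

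For the BETL list the fall after protoplasting was present at 6 DAP (median -1.36, percentile 0 among random lists) and mixed at 7 DAP (median 0.49, percentile 88.1), where 4 of the 6 genes were higher and BETL9 (-0.98) and TCRR1 (-0.10) lower. Outside the list, MEG3 (-1.58), MEG1 (-0.58), TCRR2 (-0.46) and MEG13 (-0.38) of Fig. 3d were also lower at 7 DAP. Tests of scaling and library size set before the data were examined used the median over both stages and decided nothing, because that median was -0.40 with TMM, -0.57 with library totals and -0.40 after thinning. At 6 DAP, scaling is argued against by the percentile of 0, which no factor per library moves, and a difference in library size by the median of -1.49 after thinning. Unequal recovery of cell types could not be told apart from a change within cells, and at 7 DAP the median decides nothing, since the genes of the list went both ways.

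Markers of the SE, the ESR and the EAS were lower after protoplasting, with medians of -2.20, -1.64 and -2.32. Scaling is argued against, since the highest of these medians was -1.64 under RLE or library totals, and so is library size, with -1.64 after thinning. Loss of one share of all starchy endosperm cells cannot be told apart from other causes. The changes of the 5 SE markers at 7 DAP spanned 5.74 on the log2 scale, but markers also expressed in other cells would fall less. A response of transcripts within cells likewise stays open.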

How the results depend on the processing

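At the fold-change limit of 2, the numbers of genes higher at 7 and 6 DAP stayed within 1.5 times of 545 and 97 with DESeq2, RLE, library totals, the exact test, Holm adjustment and a fixed variation of 0.1, and changed with the filter and the limit. No filter beyond 1 count gave 983 and 215, at least 10 counts in every library 166 and 45 (fewer genes were tested), a log2 fold change over 1 gave 1590 and 470, and glmTreat 239 at 6 DAP. Past the adjusted p, Holm adjustment left 4497 genes and, chosen after seeing the data, the exact test with Holm adjustment 6075. Leaving out each replicate gave from 533 to 649 genes higher at 7 DAP, from 98 to 126 higher at 6 DAP and from 10934 to 11755 past the adjusted p.

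Pearson's r was 0.926 over genes with at least 1 count, 0.843 over genes with a mean CPM of at least 1, 0.958 with pseudocount 0.1 and 0.941 at 7 DAP alone. With a log2 fold change over 2, 2505 genes were higher and 469 lower after protoplasting. The share of CCTS entries in the listed direction was 71.3% with library totals (59.1% for 7 DAP and 85.1% for 6 DAP entries), 62.4% with each gene counted once and 78.6% in protoplasts, and from 67.6% to 68.4% with each replicate left out. Of 21 gene lists, 6 were past the threshold with camera and with each replicate left out, 18 with fry and 2 with the correlation estimated.

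The stage change of genes called higher at 7 DAP had a median in undigested endosperm of 2.57 with pseudocount 0.1, 1.03 for a limit of 1 and 1.32 with TMM, and 0.62 in protoplasts with pseudocount 0.1. For genes higher at 6 DAP it was -2.07 and -0.96 in undigested endosperm, and -0.53 and -0.12 in protoplasts, with pseudocount 0.1 and a limit of 1. The cause of these changes was not tested except where the alternative itself tests fewer genes.

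The replicate numbers of the stages are shared only as numbers, since deviations of same-numbered libraries correlated with r of 0.104, 0.0224 and -0.00446. With the replicate block, 548 genes were higher at 7 DAP, 97 higher at 6 DAP and 12000 past the adjusted p, and 6 lists were past the threshold. Over 522 other settings of named genes and lists, 516 kept their direction and side of the threshold, 5 became weaker, 1 stronger and 0 reversed. With 1 library per stage and treatment, depth sets only the counting error of the protoplast experiment.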

Differences from the paper's values

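With the settings used for the values reported beside the claims, no value differed from the paper's by more than the limits set for a difference. Some alternatives did, among them Pearson's r over genes with a mean CPM of at least 1, at 0.843 against the paper's 0.95, the filters on low counts and lower fold-change limits for the numbers of genes called, and library totals for the fold changes of 6 of the 8 genes of Fig. 3d. The legend of Supplementary Fig. 12 describes its lines as fold changes of 2, while the methods give a log2 fold change of 2. With a log2 fold change over 1, a fold change of 2, 1590 genes were higher at 7 DAP and 470 higher at 6 DAP. With a log2 fold change over 2, 545 and 97 were, against about 500 and about 92 in Supplementary Fig. 12, to 2 significant digits. The exact test with Holm adjustment, chosen after seeing the values, gave 519 and 94.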

Other observations

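Among the tests below, those on the scaling of the 6 and 7 DAP calls, on embryo and nucellus tissue taken separately, and on the stage change in protoplasts apart from the one on a lower share of changing cells were chosen only after the results were seen.

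Other splits of the 6 replicated libraries into 3 and 3 were fitted in the same way. Of the 10 splits, 1, the real one, gave as many genes higher at 7 DAP, 1 as many higher at 6 DAP and 1 as many past the adjusted p, and the others gave 0 genes past it, with between 103 and 244 genes at an unadjusted p under 0.05 against 12974. With 10 splits the share cannot fall below 10%. For the share of CCTS entries, 2 of the 10 splits gave a value as large (70.7% in the other, against 68.3%). For the gene lists, 3 of the 10 splits gave as many lists past the threshold, the other splits reaching from 3 to 6. Every other split sets 2 libraries of one stage against 1 on each side, so it keeps part of the stage difference, and these counts decide nothing about the share or the lists.

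More genes were called higher at 7 DAP than at 6 DAP (84.9% of calls). Scaling is argued against, since the lower share under RLE or library totals was 84.8%, and so is library size, since thinning gave 84.8% (519 and 93 genes). A peculiarity of the kernel collection of the replicated libraries alone is argued against by undigested endosperm, in which 99.8% of called genes (641 of 642) moved in the called direction. A change of the endosperm with stage stays open as a hypothesis.

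Genes called between 6 and 7 DAP moved less in protoplasts than in undigested endosperm. Genes called higher at 7 DAP had a median log2 change of 1.43 in undigested endosperm (random lists 0.16) and 0.29 in protoplasts (random lists 0.03), and those called higher at 6 DAP -1.28 and -0.24. The called direction was kept in protoplasts by 392 of 545 and 75 of 97 genes. Across 21486 genes the stage change of the replicated libraries correlated with that of undigested endosperm at r = 0.919 and with that of protoplasts at r = 0.373. Protoplast libraries that mix the 2 stages are argued against, because the ESR list changed by 2.88 in protoplasts and 2.35 in undigested endosperm. Counting noise of genes with few counts stays open. Among 167 called genes of at least 10 CPM in the replicated libraries, 78.4% kept the called direction in protoplasts and 100% in undigested endosperm. That limit does not ensure counts in protoplasts, where SBT2 had 3 counts at 6 DAP and 6 at 7 DAP. Of the 134 genes higher at 7 DAP that passed it, 46 had less than 10% of the undigested CPM in 7 DAP protoplasts. The ratio of the medians was 20.5% at most, 21.7% after thinning and 23.0% with TMM, which argues against library size and scaling. A lower share of the cells that change cannot be told apart from other causes, because the ratio of 20.5% restates the pattern. A response of transcripts to the digestion also stays open, because its test was void. Of the 170 called genes that protoplasting moved by less than 0.5 at 6 DAP, 80.0% kept their direction, but genes with few counts at 6 DAP, such as SBT2 and GZ50, pass that limit whatever the digestion does. Of the genes called higher at 7 DAP, 151 had less than 10% of the undigested CPM in 7 DAP protoplasts. SBT2 had 341 CPM in undigested endosperm and 0.212 CPM in protoplasts at 7 DAP.

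The undigested library of a stage differed more from the replicated libraries of that stage than those differed from each other, by a chi-square per gene at least 7.71 times as large. Library size is argued against by a ratio of 6.65 after thinning, and a few abundant genes by a ratio of 7.03 without the 100 most abundant. Kernels of another age are argued against, since the deviations followed the stage change across genes with r of 0.120 and 0.0405. One collection or library batch for both undigested libraries is a candidate explanation, as the deviations at the 2 stages correlated with r of 0.742. Which of collection and library preparation it was cannot be told apart from these libraries. Of the 5 nucellus and embryo genes, 1 was higher in both undigested libraries than in each replicate. As far as the oil body and globulin genes mark the embryo, extra embryo tissue in the undigested libraries is argued against. Of these 4 genes, 3 were lower in both than in each replicate (OLE1 at 7 DAP at 240 CPM against 279 to 291 CPM). Their expression in other cells was not examined. More embryo tissue in the replicated libraries was not tested and stays open. Nucellus tissue cannot be told apart, because it rests on 1d046765 alone, at 6.73 CPM in the 6 DAP undigested library and at most 6.17 CPM in a replicate.

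Marker lists changed with stage in the replicated libraries with median log2 fold changes of 0.55 for the AL, -1.52 for the BETL, 2.01 for the SE, 2.31 for the ESR, 1.58 for the EAS and 3.27 for the embryo genes. The single genes HMG9 (cell cycle), 1d046765 (nucellus) and HSP26 (stimulus response) changed by 0.23, 1.18 and 1.12. Within the SE list FL3 went the other way, at -0.80. After protoplasting HSP26 rose by 4.38.

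Of 21 gene lists, 6 were past an adjusted p of 0.05 with camera (Benjamini-Hochberg adjustment over the lists). The S phase list (median -0.42, 124 of 136 genes lower) and the genes positively correlated with CytoTRACE (median -0.49, 0 of 50 higher) fell at 7 DAP. Jasmonate biosynthesis (0.45), the auxin response factors (0.31), the jasmonate response (0.20) and the genes negatively correlated with CytoTRACE (1.29) rose. All 6 were past it with fry, and the S phase and negative CytoTRACE lists with an estimated correlation. Fewer cells in the cell cycle at 7 DAP would lower both cell cycle lists. It is argued against by the G2/M phase list, which did not fall, with 128 genes past the adjusted p higher at 7 DAP and 61 lower. Its rise was small (median 0.085). It was past the threshold with fry but not with camera (adjusted p = 0.0991). The S phase list fell in the replicated libraries and in undigested endosperm (median -0.32). Its rise in protoplasts (0.13) compares 1 library per stage and decides nothing.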
